# DNA sequence-dependent formation of heterochromatin nanodomains

**DOI:** 10.1038/s41467-022-29360-y

**Published:** 2022-04-06

**Authors:** Graeme J. Thorn, Christopher T. Clarkson, Anne Rademacher, Hulkar Mamayusupova, Gunnar Schotta, Karsten Rippe, Vladimir B. Teif

**Keywords:** Gene silencing, Epigenomics, Gene regulation, Histone post-translational modifications, Biological physics

## Abstract

The mammalian epigenome contains thousands of heterochromatin nanodomains (HNDs) marked by di- and trimethylation of histone H3 at lysine 9 (H3K9me2/3), which have a typical size of 3–10 nucleosomes. However, what governs HND location and extension is only partly understood. Here, we address this issue by introducing the chromatin hierarchical lattice framework (ChromHL) that predicts chromatin state patterns with single-nucleotide resolution. ChromHL is applied to analyse four HND types in mouse embryonic stem cells that are defined by histone methylases SUV39H1/2 or GLP, transcription factor ADNP or chromatin remodeller ATRX. We find that HND patterns can be computed from PAX3/9, ADNP and LINE1 sequence motifs as nucleation sites and boundaries that are determined by DNA sequence (e.g. CTCF binding sites), cooperative interactions between nucleosomes as well as nucleosome-HP1 interactions. Thus, ChromHL rationalizes how patterns of H3K9me2/3 are established and changed via the activity of protein factors in processes like cell differentiation.

## Abstract (web summary)

The ability to predict epigenetic regulation is an important challenge in biology. Here the authors describe heterochromatin nanodomains (HNDs) and compare four different types of H3K9me2/3-marked HNDs in mouse embryonic stem cells. They further develop a computational framework to predict genome-wide HND maps from DNA sequence and protein concentrations, at single-nucleotide resolution.

## Introduction

Cell type specific gene expression programs are established by distinct patterns of active and silenced chromatin states. One important type of a repressive heterochromatin state is characterized by di- or trimethylation of histone H3 lysine K9 (H3K9me2/3) and has heterochromatin protein 1 (HP1) as a marker^1,2^. It can comprise megabase-size regions that are found, for example, in pericentromeric regions of mouse and Drosophila. In addition, mammalian genomes are structured by tens of thousands of much smaller H3K9me2/3 heterochromatin loci with a typical size of 0.7–2 kb referred to here as heterochromatin nanodomains (HNDs)^3–8^. Their typical extension of around 3–10 nucleosomes is similar to the chromatin domain size determined by Micro-C^9^, corresponding to approximate dimensions of 40–70 nm^10^. In the present study, we investigate the mechanism by which four different types of HNDs form. HNDs have been identified in mouse embryonic stem cells (ESCs) and were found to be dependent on the following factors: (i) histone methyltransferases SUV39H1 (KMT1A) and SUV39H2 (KMT1B) referred to here as SUV39H that set H3K9me3 marks^3,4^; (ii) methyltransferase GLP (G9a like protein, KMT1D) that catalyses the formation of H3K9me2^5^; (iii) transcription factor ADNP that recruits the chromatin remodeller CHD4 as well as HP1β/γ for H3K9me3 mediated gene silencing^6^; (iv) chromatin remodeller ATRX that induces the formation of H3K9me3 HNDs at repeat sequences^7^.

Various biophysical models have been developed to describe the molecular mechanisms that govern the formation of chromatin domains with specific histone modifications^11–24^. These models typically include DNA-protein binding and enzymatic reactions to account for epigenetic phenomena like the establishment of bistable states. In such models, the spreading of a given modification to adjacent nucleosomes on the chain is explained by nearest-neighbour feedback mechanisms and/or long-range interactions, e.g., through looping of the nucleosome chain. In addition, several mechanisms have been proposed to explain what stops heterochromatin spreading and sets domain boundaries: (i) The dynamic properties of the nucleosome chain can inherently limit the interactions of a nucleosome that could propagate H3K9me3 modifications in the presence of counteracting enzymatic activities that remove this mark^24^. (ii) A certain H3K9me3 density threshold may be required for effective chromatin-association of the histone methyltransferase that sets the modification^25^. (iii) An island of nucleosomes marked by phosphorylation of histone H3 at serine 10 ^26^, nucleosome-depleted regions^27^ or DNA-bound molecules such as RNA polymerase or CTCF^28,29^ could act as boundary elements that interfere with the nearest-neighbour type spreading of histone modifications.

Interestingly, ectopic HNDs can be induced by artificially tethering the H3K9 methylase Clr4 in yeast^30^ or HP1 in mouse ESCs^14^ to chromatin. These findings suggest that the DNA-sequence-directed binding of protein factors could serve to nucleate the formation of endogenous HNDs. However, the theoretical models mentioned above lack the ability to integrate DNA sequence-directed binding with the formation of chromatin domains that are defined by nucleosomes with different histone modifications on a genome-wide scale. Furthermore, it is an open question if HNDs are inherently limited in size as proposed for ectopic HP1 induced domains^14,15^ or if specific mechanisms determine their boundaries. These issues are addressed here by introducing the Chromatin Hierarchical Lattice (ChromHL) framework. ChromHL uses the transfer matrix formalism of statistical mechanics to calculate the DNA sequence-specific equilibrium occupancy of transcription factors (TFs) and other chromatin proteins along the genome at single-nucleotide resolution^17,31^ and links it to nucleosome states with distinct modifications. This approach allows us to describe HND formation as a general mechanism involving DNA sequence-specific binding of nucleation factors and formation of HND boundaries that are determined mainly either by the DNA sequence or by nucleosome-nucleosome/HP1 interactions. By fitting the ChromHL predicted genome-wide HND patterns to the experimental data, crucial DNA sequence and chromatin features are revealed that determine the localization and extension of H3K9me2/3 HNDs throughout the genome.

## Results

### Four types of endogenous HNDs are distinguished in ESCs

We first compared the structure and composition of four types of HNDs marked by H3K9me2/3 in ESCs that were dependent on SUV39H^3,4^ and GLP^5^ or marked by ADNP^6^. In addition, a dataset for ATRX-dependent H3K9me3 HNDs was generated here by ChIP-seq of wild-type (WT) ESCs and *Atrx* knock out (KO) cells (Supplementary Fig. 1). 

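Mouse embryonic stem cells of the wild-type line wt26 and *Atrx* KO cells were compared by ChIP-seq, in which DNA fragments bound by an antibody are sequenced and mapped to the genome. H3K9me3, histone H3 and a control IgG were precipitated and input DNA was sequenced alongside, with 2 WT and 2 KO libraries for each, 16 libraries in all. The sample labels do not say which KO library came from which of the KO clones named in the methods. The Reporting Summary of the paper gives the depth of each library. For H3K9me3 these are the paper's values of 90097243 and 79378787 reads in the WT replicates and 96995449 and 88626502 reads in the KO replicates. Over all 16 libraries the depth ranged from 65533816 reads for one IgG library to 134940877 reads for one input library. In the paper's counts, 35.3% and 38.1% of the WT H3K9me3 reads had at least one reported alignment, against 53.0% and 61.7% in KO. Reads whose alignment was sampled under Bowtie's limit on several alignments are counted apart and made up 53.4% and 51.3% in WT and 39.8% and 31.9% in KO. The paper further reports 75216 and 72062 H3K9me3 peaks in the WT replicates and 37879 and 81813 in the KO replicates. With 2 libraries on each side, an exact permutation test of such numbers cannot reach a p-value of 0.05. The authors mapped the reads to mm9, called broad peaks with MACS2 against input, and kept the regions present in WT and absent in KO. They deposited the outcome as 1 pooled list with the chromosome, start and end of each region. It has no height, score or value per replicate, so no spread between replicates can be given for any value derived from it, and intervals given for shares cover counting error only. From this list, the number, width, position and DNA sequence of the regions were computed with the mm9 sequence and the GENCODE M1 annotation. Sequence motifs and overlap with genes were compared with 1000 sets of random regions of the same widths on the same chromosomes, and distances between neighbours with 1000 random placements along each chromosome. Copies of sequence words were compared with 1 such random set. How the authors joined the replicates and how much overlap counted as absent in KO could change the number and the width of the regions, and neither choice can be varied from the list.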

For SUV39H, GLP and ATRX HNDs, we called H3K9me2/3 ChIP-seq peaks separately in WT and KO conditions. Subsets of peaks were identified that were present in WT but absent in the KO cells. This yielded 36,764 (*Suv39h1*/*Suv39h2* KO, H3K9me3), 48,881 (*Glp* KO, H3K9me2) and 13,113 (*Atrx* KO, H3K9me3) regions that change their H3K9 methylation state upon the knockout of the indicated protein factor in ESCs. 

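The list of ATRX-dependent regions held 13113 HNDs, all distinct and none touching another. Together they covered 7934790 bp, or 0.310% of the sequenced bases of the 21 chromosomes that carry them. Every HND ended within its mm9 chromosome. Leaving out HNDs under 200 bp was the alternative that moved the number most, to 10442, and joining HNDs up to 1 kb apart gave 12746. On chromosomes 1 to 19 the number of HNDs per Mb of chromosome length had a median of 4.63 and ranged from 3.80 on chromosome 2 to 6.95 on chromosome 11. Chromosome X, with 1040 HNDs or 6.24 per Mb, ranked 2 among these 20 chromosomes. The number of HNDs rose with chromosome length across the 20 chromosomes (Pearson's r = 0.827, permutation p = 1e-05, the smallest that 100000 permutations can give; Spearman's rho = 0.790, permutation p = 9.0e-05). Without chromosomes 1 and 19, the 2 farthest from the median length, r was 0.694.

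**Figure D1:**
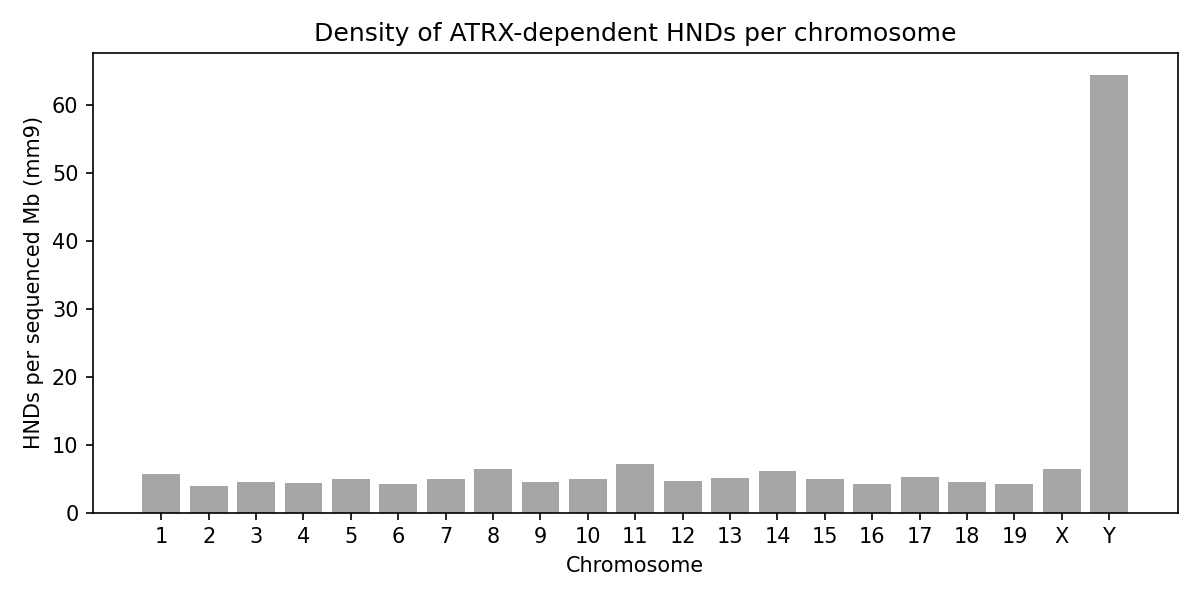
Number of ATRX-dependent HNDs per Mb of sequenced mm9 DNA on each chromosome. Each bar is 1 chromosome of the pooled list, so there are no error bars. Chromosome Y is at 64.4 HNDs per sequenced Mb, and the highest autosome, chromosome 11, is at 7.13.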

In the case of the ADNP dataset, 4673 H3K9me3 domains were called by intersecting H3K9me3 domains with regions bound by ADNP in wild-type ESCs. Next, we calculated average profiles of HP1α, CTCF, nucleosome density and H3K9 methylation as a function of the distance from the centres of SUV39H-, GLP-, ADNP- and ATRX-associated HNDs (Fig. 1). In addition, the corresponding profiles for H3K27me3, H3K4me1, CpG methylation, different chromatin states defined by combinatorial histone marks from the analysis with ChromHMM and the read mappability were computed (Supplementary Figs. 2, 3). In all cases, HP1 binding and H3K9me3 (or H3K9me2 in the case of GLP-dependent regions) were enriched at the peak centre. In SUV39H-, GLP- and ATRX-dependent HNDs, CTCF was found to be depleted while the nucleosome density was increased. In contrast, CTCF was significantly enriched in ADNP-associated HNDs that also showed a slight nucleosome density reduction. Interestingly, ADNP-associated HNDs overlapped with enhancers and were enriched in active histone marks such as H3K27ac, H3K4me1 and H3K36me3. Thus, this type of H3K9me3 nanodomains is likely to have functional roles different from that of the canonical silenced heterochromatin state that lacks these active histone marks. DNA methylation was strongly enriched in SUV39H-dependent regions but not in the other three types of HNDs. An interesting feature of GLP-dependent heterochromatin was the presence of repetitive regions as apparent from the drop in the mappability index. Thus, all four types of nanodomains studied here had distinct chromatin features.

**Fig. 1:**
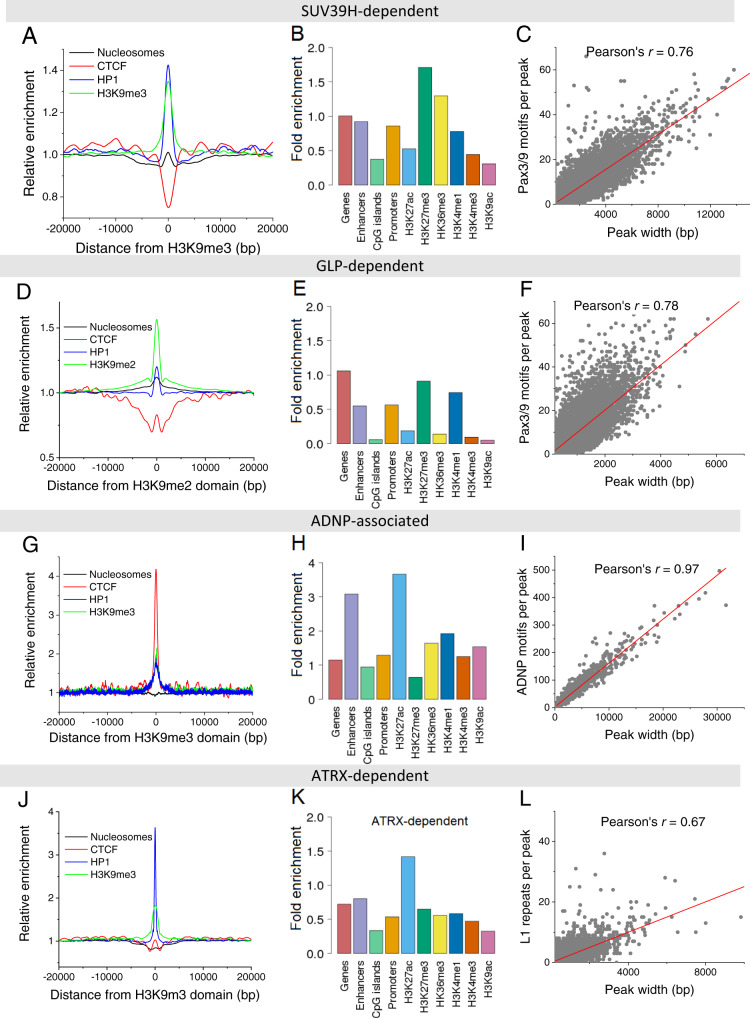
Average profiles and enrichments of chromatin features across four different endogenous HND types. Left, nucleosome occupancy and density of CTCF, HP1 and H3K9me3 (or H3K9me2 for GLP-dependent peaks) Middle, relative enrichment of different features. Right, correlation between peak width and the number of heterochromatin-initiating motifs per peak. **A**–**C** SUV39H-dependent HNDs (*n* = 36,764). **D**–**F** GLP-dependent HNDs (*n* = 48,881). **G**–**I** ADNP-associated HNDs (*n* = 4673). **J**–**L** ATRX-dependent HNDs (*n* = 13,113).

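For the ATRX-dependent HNDs, overlap with genes was counted in the GENCODE M1 annotation of mm9, taking any shared base as overlap. Of the 13113 HNDs, 3872 lay in a gene, or 29.5% (95% Wilson interval 28.8 to 30.3%). In 1000 sets of random regions the number was 5436 ± 57.8 (SD over sets), which gives a relative enrichment of 0.712 (one-sided permutation of positions, p = 0.001, the smallest that 1000 sets can give). Promoters, taken as 1 kb on either side of a gene start, overlapped 357 HNDs against 456.5 ± 20.9 in the random sets, a relative enrichment of 0.782 with the same smallest possible p. Restricting the annotation to protein-coding genes, a choice made after seeing the data, moved the value at genes most, to 0.679. Leaving out HNDs under 200 bp moved the value at promoters most, to 0.825.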

### Recurring sequence motifs can act as HND nucleation sites

For SUV39H-dependent H3K9me3 nanodomains, we followed the hypothesis that heterochromatin nucleation is induced by binding sites of transcription factors PAX3 and PAX9^3^. We found that 92.4% of SUV39H-dependent HNDs indeed contained the sequence motif of the PAX3/9 binding site. The same motif was also detected in 95.9% of the GLP-dependent nanodomains, suggesting that it could also drive the formation of this nanodomain type. Interestingly, the sizes of both SUV39H- and GLP-dependent HNDs correlated well with the number of PAX3/9 motifs per corresponding HND (Pearson’s *r* = 0.76 and 0.78, correspondingly; Fig. 1C, F). For ADNP, we derived the position weight matrix (PWM) from the ChIP-seq data^6^ (see Methods) and used it to correlate domain extension with the number of ADNP binding motifs. This resulted in Pearson’s *r* = 0.97 for the HNDs defined from the intersection of H3K9me3 and ANDP ChIP-seq peaks (Fig. 1I), which means that the number of ADNP motifs per HND is a very good predictor of the HND size. Nucleation of heterochromatin formation by ATRX involves the recruitment of SETDB1 and/or SUV39H1 that set the H3K9me3 modification but different targeting mechanisms for these enzymes have been proposed^32–35^. Accordingly, we evaluated DNA sequence motifs that could act as nucleation sites at the 13,113 ATRX-dependent H3K9me3 nanodomains that we identified. (i) Only 4,851 (37%) of these regions contained PAX3/9 motifs. (ii) The telomeric repeat-containing RNA (TERRA) has been reported to compete with ATRX binding at the telomeric repeat sequence TTAGGG interspersed in the genome^35^. We found this sequence in 5,599 ATRX HNDs (43%). (iii) ATRX is known to bind to G-quadruplexes^34,36^. Accordingly, we searched for G-quadruplex motifs^37^ within HNDs. However, only 1026 ATRX HNDs (8%) contained such motifs (Supplementary Fig. 10). (iv) IAP repeats containing a 160 bp sequence motif termed SHIN sequences have been previously reported to initiate ATRX heterochromatin^32^. However, the SHIN sequence was absent in ATRX-dependent nanodomains and <1% of ATRX HNDs intersected with annotated IAP repeats based on UCSC RepeatMasker. (v) We analysed other repeat sequences and found that all ATRX-dependent regions contained at least one LINE1 sub-repeat of 200–300 bases (Supplementary Table 1). 

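TTAGGG was searched on both strands of the mm9 sequence of each HND. It occurred in 2659 HNDs, or 20.3% (95% Wilson interval 19.6 to 21.0%), with 2075 of them holding it once and 584 more often. In random regions matched for width and chromosome the share was 19.4 ± 0.315% (SD over 1000 sets, one-sided permutation of positions, p = 0.0060). The choice of strand moved this most. On the forward strand alone the share was 11.0% against 10.8 ± 0.258% in random regions (the same permutation test, p = 0.21). With all bases equally frequent, width alone would give 22.8%, and 21.5% at a G+C content of 42%. The random regions were not matched for G+C content, which was 44.7% in the HNDs and 41.8% on the chromosomes. The test therefore cannot tell the small excess from a difference in base composition. HNDs with the sequence had a median width of 751 bp and those without it of 356 bp. Across HNDs, which are not independent replicates, the width and the number of TTAGGG per HND had a Pearson's r of 0.239 and a Spearman's rho of 0.331 (permutation p = 1e-05 for each, the smallest possible). In 100 sets of random regions of the same widths, r was 0.425 ± 0.0287 (SD). The most copies in any HND were 71 of the 3958 found, and r was not computed without that HND. No value of rho was computed for random regions. The lower r in the HNDs therefore cannot show whether TTAGGG follows width less closely there than in random regions. Tandem copies of the sequence were found in 38 HNDs.

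**Figure D2:**
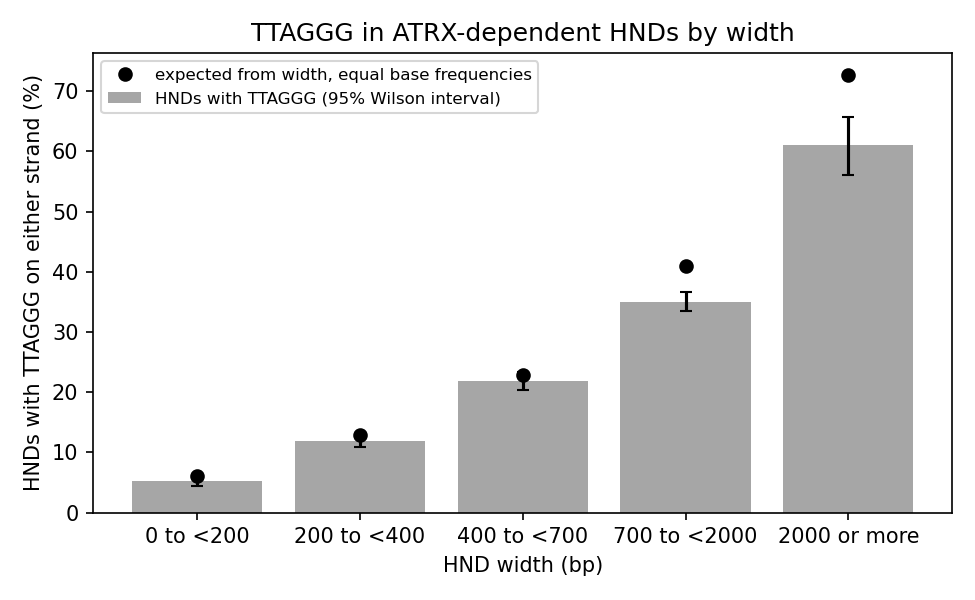
Share of ATRX-dependent HNDs with TTAGGG on either strand (y axis, percent) in 5 classes of HND width (x axis, bp). Bars with 95% Wilson intervals are the HNDs, and points are the share expected from the width with equal base frequencies. The points are not the matched random regions. Across all widths those held it in 19.4%, against 22.8% with equal base frequencies. The share rises from 5.28% under 200 bp to 61.0% at 2000 bp or more, where 72.7% is expected.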

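The G-quadruplex pattern of the methods, 4 runs of at least 3 G separated by loops of 1 to 7 bases, was searched on both strands. It occurred in 858 HNDs, or 6.54% (95% Wilson interval 6.13 to 6.98%), fewer than the 9.51 ± 0.245% of matched random regions (SD over sets, one-sided p at the smallest possible value). The HNDs had a G+C content of 44.7%, and the chromosomes as a whole had 41.8%. On the forward strand alone, 464 HNDs or 3.54% held the pattern. The share rose with width, from 0.936% of HNDs under 200 bp to 27.6% of those of 2000 bp or more.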

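No repeat annotation was used here, so L1 elements themselves were not counted. As a substitute chosen after seeing the data, the number of copies in mm9 was counted for each 24-base word that starts in an HND, leaving out words made of tandem units of up to 6 bases. A word with at least 100 copies was found in 9569 HNDs, or 73.0% (95% Wilson interval 72.2 to 73.7%), and in 44.8% of 1 set of random regions of the same widths and chromosomes. With at least 1000 copies, the choice that moved the share most, 48.1% of HNDs and 35.8% of random regions held such a word. The share with at least 100 copies was 66.1% among HNDs under 200 bp and 87.6% among those of 2000 bp or more. Of all HNDs, 2671 or 20.4% were under 200 bp wide, below the length that the paper gives for the L1 sub-repeats. From the presence of an L1 sub-repeat in the ATRX-dependent regions and the correlation of L1 number with HND size, the paper reasons that L1 repeats could act as nucleation sites for ATRX-dependent HNDs. It also reports that its model, started from the centres of L1 sub-repeats, described the measured sizes well. The paper calls this fit less good than for the other HND types.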

Pearson’s correlation between the size of ATRX-dependent HNDs and the number of L1 occurrences per HND reached *r* = 0.67 (Fig. 1L). Thus, for all four different types of HND we identified DNA sequence motifs that could act as nucleation site (Supplementary Table 2).

### ChromHL predicts HNDs from a DNA sequence-informed hierarchical lattice model

Next, we set out to model the genomic distributions of all four different HND types based on nucleation at the specific DNA-sequence motifs described above and evaluating the mechanisms that determine the domain boundaries. To accomplish this task, we developed the hierarchical lattice framework ChromHL (Fig. 2). It is based on a DNA-binding lattice model at single-nucleotide resolution as its first hierarchy level to determine the arrangement of nanodomain-nucleating proteins such as PAX3/9, ADNP or 3D-organising factors such as CTCF. On top of the DNA sequence-based lattice model, a lattice model with nucleosome-size units is defined to describe nucleosomes in different states that are characterized by their histone modifications and bound proteins such as HP1. In addition, ChromHL accounts for nucleosome-nucleosome interactions that depend on the nucleosome state. The maps of chromatin nanodomains and bound proteins are calculated with the transfer matrix formalism of statistical mechanics (Methods, Supplementary Information, Supplementary Fig. 18). Partial unwrapping of DNA from the nucleosome core at single-nucleotide resolution as well as competitive and cooperative DNA binding of different protein species was implemented according to the approach described previously^38,39^. Furthermore, a lattice unit *n* was allowed to be in three different chromatin states *e*(n) in addition to the bound/unbound protein states (Fig. 2B, C): (i) a nucleosome with unmethylated H3K9 tails, (ii) a nucleosome with methylated H3K9 tails, and (iii) bound CTCF while a nucleosome is missing from the lattice unit. This model can be extended to include other nucleosome states as needed. The main input parameters for the ChromHL calculations are (i) the DNA sequence, (ii) weight matrices of size 4 x *m* setting DNA binding affinities for each protein type *g* which covers *m*(*g*) bp upon binding, (iii) binding constants *K*(*n*,*g*) for protein binding to a nucleosome in dependence of its state, (iv) cooperativity parameters *w*(*g*_1_, *g*_2_, *l*) between protein types *g*_1_ and *g*_2_ separated by *l* lattice units, (v) protein concentrations *c*(*g*), (vi) the statistical weight *s*(*e*_1_, *e*_2_) for a transition of a lattice unit between chromatin states *e*_1_ and *e*_2_, and (vii) the nucleosome-nucleosome interaction potential σ(*e*_1_, *e*_2_) (Fig. 2A). The latter interaction potential σ(*e*_1_, *e*_2_) depends on the states of the interacting nucleosomes, *e*_1_ = 1 and *e*_2_ = 2. Thus, if neighbouring clutches of nucleosomes belong to different states, a difference in nucleosome-nucleosome interactions between these two states can create “surface tension” at the boundary with additional energy costs. Another important feature of the model is the contribution of nucleosome-binding proteins such as HP1, which is considered here in the context of HNDs. HP1 binds stronger to nucleosomes that are in the methylated H3K9 state, which shifts the thermodynamic equilibrium towards heterochromatin formation for the regions where it is bound. Furthermore, neighbouring HP1 molecules bind cooperatively as described by the parameter *w*, which can contribute to heterochromatin spreading beyond nucleation motifs.

**Fig. 2:**
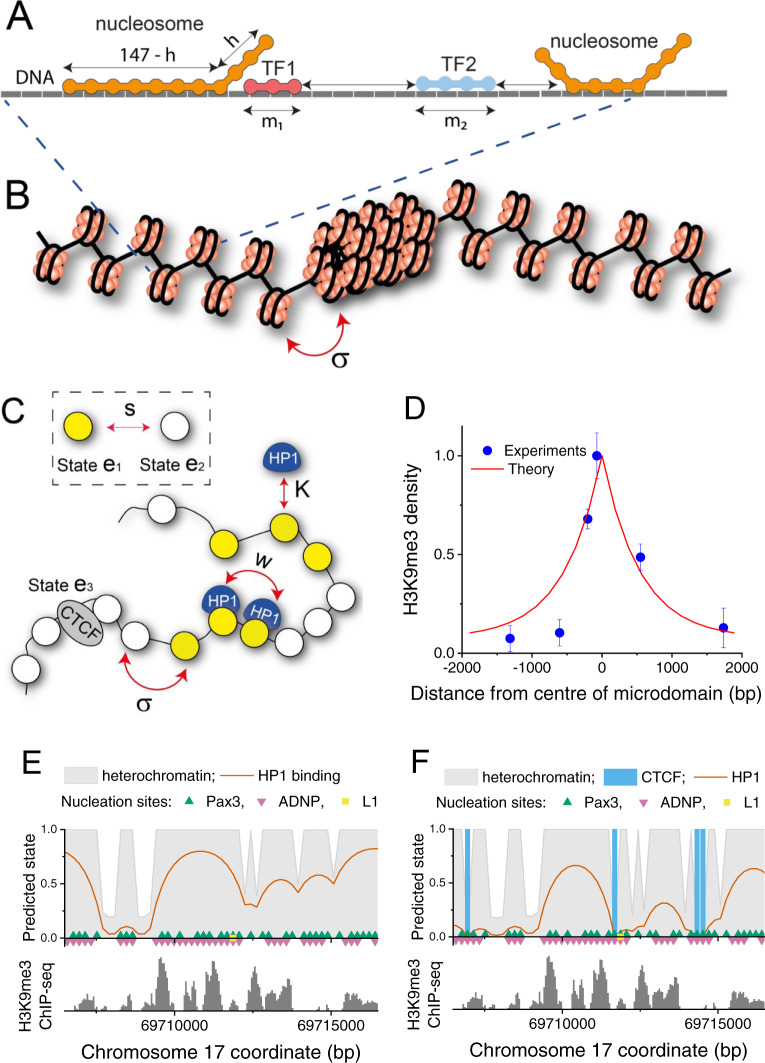
ChromHL framework for HND description. **A** A lattice model with single-base pair resolution for TF binding to DNA in the context of nucleosomes that can partially unwrap. **B** Schematic representation of the nucleosome array containing two types of packing. The boundary between different chromatin states is characterised by the statistical weight parameter σ. It could reflect that inter-nucleosome interactions in different packing states are different and thus create a boundary between them. **C** Description of chromatin in ChromHL. Chromatin is described by a lattice of nucleosome units. These lattice units can exist in different states. In the present study, three states *e*_1_, *e*_2_ and *e*_3_ exist that correspond to a H3K9me2/3 modified nucleosome, an unmodified nucleosome or a unit without a nucleosome but with CTCF bound. Lattice units can switch between different states with probability *s*(*e*_1_, *e*_2_). Chromatin proteins can shift this equilibrium by binding nucleosomes with different binding constants *K*(*e,g*) depending on the protein type *g* and the chromatin state *e* of a given lattice unit while interactions between proteins bound to neighbouring lattice units is described by the cooperativity parameter *w*. **D** H3K9me3 profile predicted by ChromHL in comparison to experimentally determined data in mouse embryonic fibroblasts for an ectopic HND^14^, with best fit parameters *s* = 7.1e−3, σ = 1.16e−5, *w* = 8.25e3. The mean occupancy (normalised so the maximum occupancy is 1) is shown, along with bars showing standard deviation from two biological replicates. **E** Model predictions (top panels) and experimental ChIP-seq profiles of endogenous H3K9me3 (bottom panels) for an example genomic region in ESCs. This model includes HND nucleation at PAX3/9, ADNP and L1 sequence motifs, but does not consider CTCF binding. In this calculation σ = 1, and therefore the main determinants of HNDs are the nucleation sites in the DNA sequence. **F** Same as panel **E** but including CTCF binding as a factor that determines HND boundaries. Including CTCF improves the agreement of the predicted HND profile with the experimental data.

### An ectopically induced HND is confined by boundary interactions of nucleosomes

We first applied the ChromHL model to an artificial system of a single HND with a well-defined nucleation point and no sequence-defined boundaries. Such an ectopic HND was created in experiments of Hathaway et al. by tethering HP1α to the *Oct4* locus and inducing local H3K9me3 enrichment^14^. The experimentally determined H3K9me3 profiles decay to zero at distances of ~2 kb from the initiation site. We performed parameter optimisation with ChromHL to match this experimental H3K9me3 profile (Fig. 2D, Supplementary Fig. 4). The heterochromatin spreading for this system is determined by three parameters: (i) The binding affinity of HP1 to H3K9me3-modified nucleosomes, which was estimated to be 10-fold stronger than that to unmodified H3K9 following the previous analysis^18^. (ii) The contact cooperativity value *w* for HP1-HP1 interaction has not been well defined in the previous studies^18,40,41^. The best fit of the model to the H3K9me3 profile reported by Hathaway et al. returned value of *w* = 4060. It is indicative of a significant positive binding cooperativity as compared to *w* = 1, which would represent the independent binding of HP1 to adjacent nucleosomes. (iii) The parameter σ describes the “energetic boundary” between neighbouring chromatin packing types *e*_1_ and *e*_2_. A value of σ = 1 would mean that this transition is not associated with energetic costs. However, for the ectopic HND our best fit required σ ~10^−5^. The magnitude of this σ-value is characteristic for highly cooperative transitions such as, for example, DNA melting^42^. The low value of σ ~10^−5^ reflects that the domains become intrinsically confined without additional DNA sequence-dependent contributions. This behaviour is different from endogenous HNDs considered below.

### ChromHL predicts experimental maps of endogenous HNDs in living cells

The nucleation sites of endogenous HNDs are determined by the genomic location of PAX3/9, ADNP and L1 sequence motifs derived above. When combined, they allowed a good match between computationally predicted and experimental HND profiles as shown for an exemplary region in ESCs (Fig. 2E, F). In addition, accounting for CTCF binding led to an even better agreement of theory and experiment (Fig. 2F) as compared to the model without CTCF (Fig. 2E, Supplementary Fig. 5). Thus, endogenous HNDs depend to a larger degree on the DNA sequence than the ectopic HND (Fig. 2D). On the other hand, adding strong nucleosome-nucleosome interactions with σ ~10^−5^ as in the ectopic example led to merging of neighbouring endogenous HNDs, while the fine structure of the H3K9me3 profile was lost (Supplementary Figs. 5, 7). In the case of the endogenous SUV39H HNDs, a better fit was obtained with σ ~1. This means that the energy of nucleosome-nucleosome interactions at HND boundary did not exhibit any abrupt change, and CTCF binding was the main determinant of boundary formation. This model results in a larger number of smaller HNDs as the DNA sequence introduces many additional constraints to HND sizes (Supplementary Figs. 5, 7). Thus, ChromHL allows us to separate different contributions of genetic and epigenetic interactions to the domain boundaries.

### Average endogenous nanodomain profiles have a typical extension of 0.7–2 kb

The characteristic aggregated H3K9me3 profiles of SUV39H-, GLP- ADNP- and ATRX-dependent HNDs in ESCs are shown in Fig. 3. These experimental profiles were obtained by averaging all individual regions with the corresponding heterochromatin subtypes centred at the summits of ChIP-seq peaks (H3K9me3 in the case of SUV39H, ADNP and ATRX, and H3K9me2 in the case of GLP). The resulting profiles resemble that of the ectopically induced H3K9me3 domain (Fig. 2D). Accordingly, the computational analysis of the aggregated data with the ChromHL model yielded a good fit to the same model that was used for the ectopic HND: a central nucleation site and self-contained extension due to an unfavourable chromatin state transition as reflected by a low σ value (Fig. 3, Supplementary Fig. 4). However, a closer inspection of the data revealed a significant variation of σ with a relatively high value of σ = 0.14 retrieved for SUV39H HNDs. Importantly, the information about molecular mechanisms that define the boundaries for individual regions was lost in the aggregated plots. Therefore, in the next part of this study, we performed genome-wide analysis of individual domains.

**Fig. 3:**
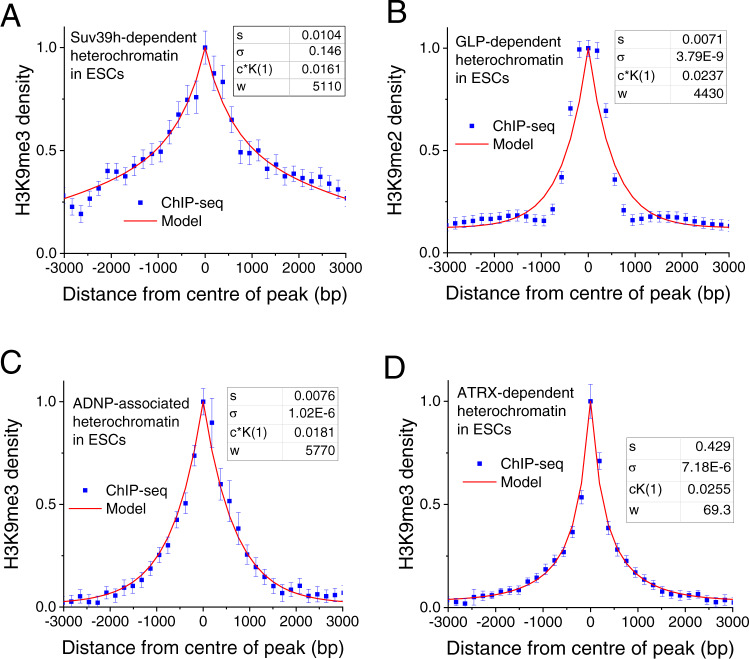
Shape of averaged H3K9me2/3 profiles for different HND types. The experimental H3K9me2/3 ChIP-seq densities were normalised to [0, 1]. Parameters: *s* is the statistical weight for the nucleosome conversion to heterochromatin state, σ =  σ(1, 2) is the weight for interaction between nucleosomes in states 1 (unmethylated) and 2 (methylated). *c* × *K*(1) is the product of the local concentration of HP1 proteins in state 1 and the binding constant of HP1 for this state. The mean and standard deviations from two replicates per experiment are shown. **A** SUV39H-dependent HNDs. **B** GLP-dependent HNDs. **C** ADNP-associated HNDs. **D** ATRX-dependent HNDs.

### DNA sequence is a major determinant of endogenous HNDs

Next, we investigated the effect of DNA sequence on heterochromatin initiation and localisation. A genome-wide analysis was conducted for the four different HND types with the nucleation sequence motifs derived above. In our analysis we considered both the effect of CTCF and cooperative HP1 binding to neighbouring nucleosomes with a 10-fold increase of the binding constant at H3K9me2/3-modified nucleosomes (Fig. 4, Supplementary Table 3). The comparison of predicted and experimentally determined distributions of SUV39H-dependent HND sizes showed a significant improvement if CTCF binding was included and yielded a fit value of σ = 1 (Fig. 4A, B, Supplementary Figs. 6, 8, 9). Interestingly, the model derived for SUV39H-HNDs was also well suited to describe the extension of GLP-HNDs marked by H3K9me2 (Fig. 4B, Supplementary Fig. 9), although protein binding to PAX3/9 motifs differs between the two. For ADNP-HNDs we used the PWM derived from ADNP ChIP-seq to define ADNP binding sites for domain nucleation (Fig. 4C). Again, including CTCF binding improved the model with σ = 1. For ATRX-HNDs, the centres of the L1 sub-repeats L1Md_F2, L1Md_T, L1Md_A and L1Md_F (of approximately 200–300 bp width) were used as nucleation sites. The resulting model describes the experimental data well (Fig. 4D, Supplementary Fig. 11). Notably, and in contrast to the three other heterochromatin types, the effect of CTCF was negligible. Furthermore, the best fit value of the boundary weight yielded σ = 0.01, corresponding to a free-energy change ≈ 4.6 kT per boundary. This energy is comparable to typical nucleosome-nucleosome interactions^18^ and very different from the value of σ = 1 (energy change ≈ 0 kT) obtained as best fit for the other heterochromatin types. Thus, we conclude that boundaries of ATRX-HNDs are determined mostly by unfavourable transitions to the flanking chromatin states. In contrast, the SUV39H-, GLP- and ADNP-HNDs were described best with the same model that included sequence-specific binding of TFs (PAX3/9, ADNP) as a nucleation site, CTCF binding sites as boundary elements and a value of σ  = 1 indicative of no energy penalty to the flanking chromatin states.

**Fig. 4:**
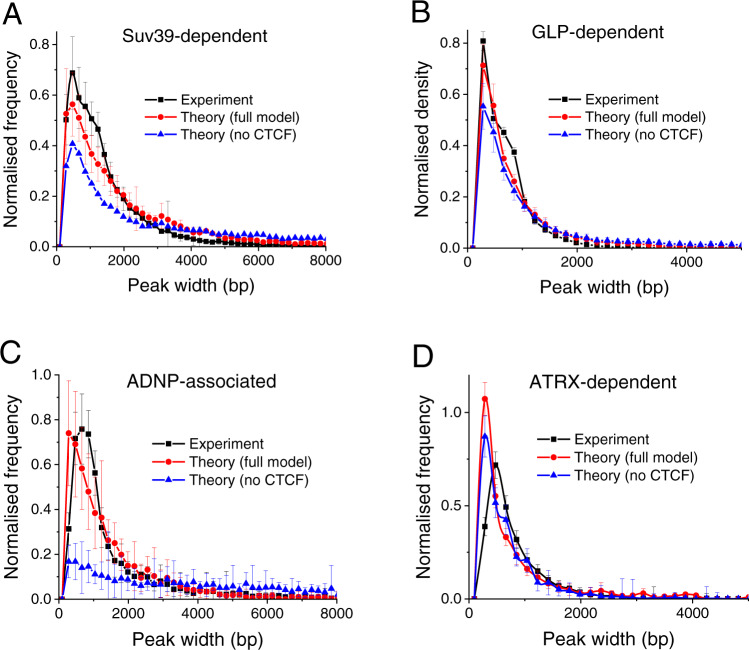
ChromHL predictions compared with the experimental distribution of HND sizes. The experimental nanodomain sizes given by H3K9-methylated ChIP-seq peaks (black) are plotted against the theoretically predicted ones calculated with ChromHL. The full model (red) and the simplified model without CTCF (blue) are shown. The mean and standard deviations of the bar heights of the histogram are shown, averaged over chromosomes 1-19 and X. Detailed best fit parameters are given in Supplementary Table 3. **A** SUV39H-dependent HNDs. **B** GLP-dependent HNDs. **C** ADNP-associated HNDs. **D** ATRX-dependent HNDs computed with the L1 repeats-based model. *σ* = 1 for SUV39H-, GLP- and ADNP-HNDs, and *σ* = 0.01 for ATRX-HNDs.

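The widths of the ATRX-dependent HNDs had a median of 422 bp with quartiles of 231 and 770 bp, and a mean of 605.1 bp (SD 632.9 bp). The median of a chromosome, averaged over chromosomes 1 to 19 and X, was 419.9 ± 42.3 bp (SD, n = 20 chromosomes), from 325 bp on chromosome 12 to 494 bp on chromosome 11. In bins of 189 bp, the most frequent class was 189 to 378 bp, with 27.3 ± 2.5% of the HNDs of a chromosome (SD, n = 20 chromosomes), and 2437 HNDs or 18.6% of the list were narrower than 189 bp. Adding 150 bp to HNDs of at least 150 bp, 1 of 9 conversions tried after the values were seen, moved the most frequent class to that starting at 378 bp. HNDs on chromosome X had a median width of 456 bp and those on autosomes of 417 bp. The mean log2 width differed by 0.07, which was not past the threshold of 0.05 (two-sided permutation test, p = 0.085). The call depended on the setting. The same permutation test was past the threshold when medians were compared (p = 0.026), with HNDs within 1 kb joined (p = 0.032) and without HNDs under 200 bp (p = 0.0056). It permutes single HNDs, so it does not set chromosome X against the spread between chromosomes. The median of X lay within the range of chromosome medians given above.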

### HNDs differ in their nucleosome packing patterns

We further dissected the differences between SUV39H-, GLP-, ADNP- and ATRX-HNDs by assessing the nucleosome repeat length (NRL) inside these regions. We calculated average NRLs using MNase-seq data based on cutting DNA between nucleosomes^43^ (Fig. 5A) as well as the dyad-to-dyad frequency distribution using chemical mapping data based on cutting DNA at the nucleosome dyads^44^ (Fig. 5B). MNase-seq derived NRLs for SUV39H-, GLP-, and ATRX-dependent nanodomains of 188 or 189 bp were similar to the genome-wide NRL of 189 ± 1 bp. In addition, heterochromatin states defined previously based on H3K27me3 enrichment in ESCs using ChromHMM^45^ had a similar NRL value (Supplementary Fig. 14A). In contrast, ADNP-associated HNDs were characterised by a smaller NRL of 175 ± 1 bp. When considering the distribution of nucleosome dyad-to-dyad distances obtained from chemical cleavage at nucleosome dyads^44^ (Fig. 5B), SUV39H- and GLP-dependent heterochromatins again showed the same distribution as genome-average. In contrast, ATRX- and ADNP-HNDs clearly displayed a different distribution of dyad-to-dyad distances (Fig. 5B). Unlike NRL analysis based on MNase-seq, chemical mapping suggested that ADNP-HNDs had significantly smaller dyad-to-dyad distances, while the distribution of dyad-dyad distances in ATRX-HNDs was shifted to larger values in comparison to the genome average. Interestingly, in SUV39H- and GLP-HNDs, the distribution of dyad-to-dyad distances resembled that of H3K27me-enriched heterochromatin (Supplementary Fig. 14A). This is consistent with the fact that ~75% of SUV39H- and ~90% of GLP-dependent HNDs reside within H3K27me-enriched chromatin states. In contrast, only about 5% of ATRX-dependent HNDs were located within H3K27me3-enriched states^45^ (Supplementary Fig. 14B). We also studied the effect of different sizes of the ChromHL lattice unit on our predictions of the distribution of HND sizes, considered effective NRLs ranging from 161 to 199 bp. No significant effects of the NRL change on the nanodomain sizes per se were observed (Supplementary Fig. 13). This suggests that the differences in nucleosome packing found above may affect HND formation indirectly, e.g., by modulating the value of σ.

**Fig. 5:**
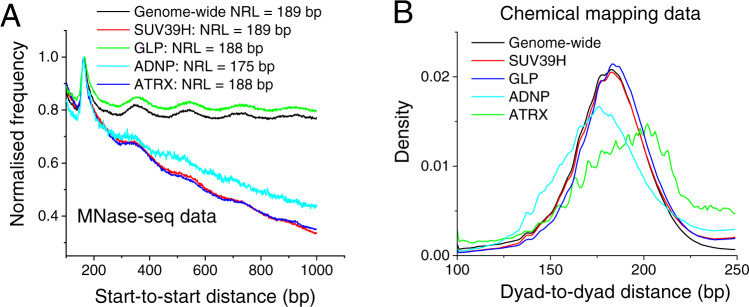
Nucleosome packing characteristics in different HND types. **A** Nucleosome start-to-start genome-wide distance distribution (black line) based on MNase-seq^54^ in SUV39H- (red), GLP- (green), ADNP- (light blue) and ATRX-HNDs (dark blue). **B** Nucleosome dyad-to-dyad distance distribution for nearest-neighbour nucleosomes based on chemical mapping^44^.

### HND redistribution during cell transition can be regulated by protein binding activity

H3K9me2/3 marks constitutive heterochromatin loci as well as cell type-specific regions that change during differentiation^46^. Furthermore, aberrant gain or loss of H3K9me3 is a feature of many cancers^47^. In our framework, the location and extension of HNDs is regulated by binding of PAX3/9, ADNP and CTCF. In general, the binding activity of these and other TFs can be regulated via their expression levels, subcellular localization and/or posttranslational TF modifications^31^. In addition, the activity of H3K9-modifying enzymes (SUV39H1/2, GLP, SETDB1) or H3K9me2/3-binding proteins like HP1 could determine cell-type-specific HND patterns. Significant changes in the binding properties and genomic localization of HP1 molecules occur during cell differentiation^48^. Accordingly, we explored the effect of the change of HP1 concentration on the structure for SUV39H-dependent H3K9me3 HNDs (Fig. 6A). Our model predicts that decreasing the concentration of free HP1 molecules reduces HND size. Consistent with this prediction, the experimental distributions of SUV39H-dependent HNDs in ESCs vs neural progenitor cells (NPCs) generated by in vitro differentiation show a significant decrease of average HND size (Fig. 6B). A similar effect takes place for all four types of HNDs upon differentiation of ESCs to NPCs (Supplementary Fig. 15). HND shrinking/expansion in dependence of HP1 activity can be further modulated by differential binding of HND-initiating TFs and CTCF as was shown above (Fig. 2E, F). Thus, the formation of HNDs is partially hard-wired in the DNA sequence but their cell-type-specific patterns are dependent on the activities of additional factors (Fig. 6C).

**Fig. 6:**
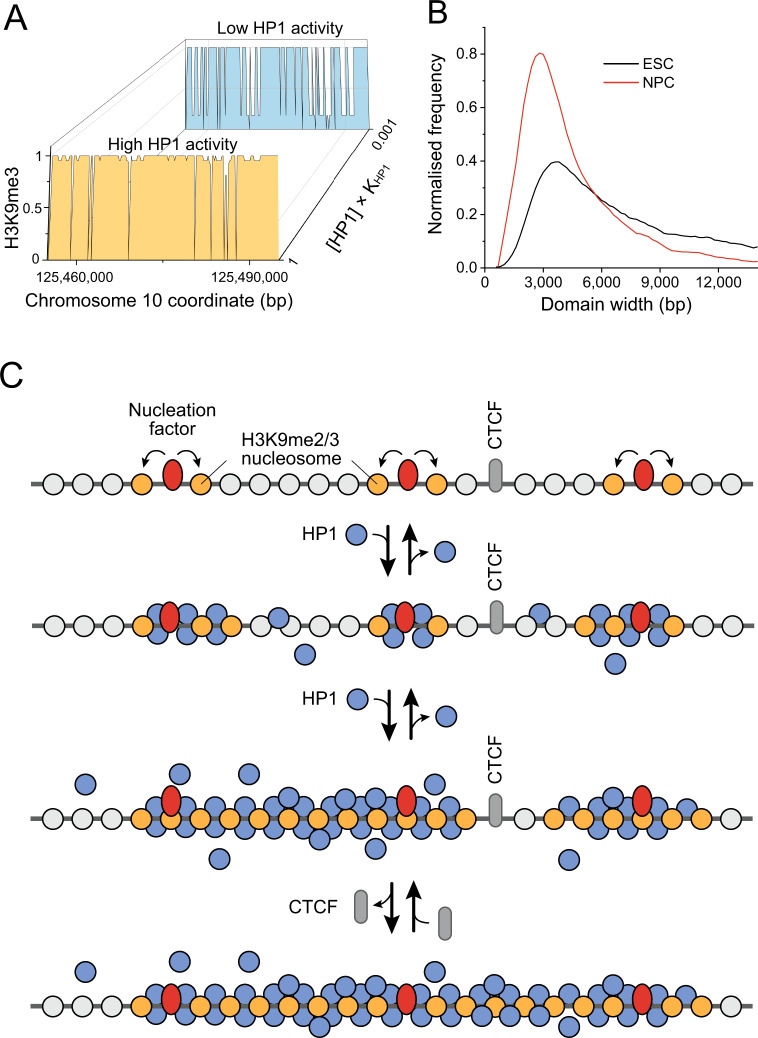
Dynamics of heterochromatin nanodomains during cell transitions. **A** Model-predicted heterochromatin state probability for the region centred on chr10:125454974-125464974, for large ([HP1] × *K*(HP1) = 1) and low concentration of free HP1 molecules ([HP1] × *K*(HP1) = 0.001). The model predicts that increasing concentration of free HP1 molecules leads to formation of larger heterochromatin domains. **B** Experimental distributions of H3K9me3 domains in ESCs (black) and NPCs differentiated from them (red). **C** Schematic model of factors that govern HND features. Heterochromatin nucleation sites are determined by the DNA sequence and concentration of molecules binding these sequences such as Pax3/9 and ADNP. Increasing the HP1 activity (the local concentration of free HP1 molecules) may lead to the broadening of heterochromatin domains, as observed during differentiation of ESC into NPCs^58^. In addition, CTCF binding site occupancy can affect heterochromatin domains boundaries.

## Discussion

We conducted a systematic comparison of four types of HNDs in ESCs and quantitatively described them with ChromHL, a framework allowing sequence-specific prediction of HND maps. The SUV39H- and GLP-HNDs were well-described by a common model based on PAX3/PAX9-nucleation sites (Fig. 4A). The binding of PAX3/9 has been previously suggested to target SUV39H-dependent H3K9me3 domains^3,4^. Our analysis supports this conclusion as we find a high correlation between the number of PAX3/9 motifs per domain and domain size (Fig. 1C, F, Supplementary Table 2). In addition, the locations of domain boundaries can be rationalized by CTCF binding. Interestingly, while a similar model of sequence-dependent HND extension worked well for GLP-dependent HNDs that carried the H3K9me2 mark, these two types of HNDs are largely not overlapping (Supplementary Fig. 19). This means that for SUV39H- and GLP-HNDs we can predict the extensions of the corresponding H3K9me3/2 HNDs from the binding profiles of PAX3/9 and CTCF (Fig. 2E, F). To independently define their location, additional factors would have to be included that determine the differential use of PAX3/9 nucleation sites for these two types of HNDs. The ADNP-associated HNDs also displayed a very good fit to this type of ChromHL model with the nucleation site defined by the ADNP motif computed here (Fig. 4C, Supplementary Table 2). It is noted that the relation of DNA sequence and HND nucleation site could extend the targeting of a single factor as multiple TFs might be involved. This consideration is particularly relevant for the case of ATRX-dependent HNDs. Our analysis identified L1 repeat family as the primary sequence feature responsible for HND nucleation (Fig. 1L). However, the correlation of the sizes of ATRX-HNDs with the number of the L1 sub-repeats (L1Md_F2, L1Md_T, L1Md_A and L1Md_F) motifs per HND was only 0.67. Thus, the use of this sequence feature to model ATRX nanodomain formation with ChromHL resulted in a less good fit than the one obtained with the other three HNDs (Fig. 4D). We conclude that additional protein factors and nucleation mechanisms are likely at play for ATRX-dependent HNDs. It is also worth noting that ATRX knockout reduces H3K9me3 on IAPs but H3K9me3 is not lost entirely. Accordingly, these regions would not qualify as fully ATRX-dependent HNDs in the above analysis although ATRX affects H3K9me3 levels within these regions.

Our ChromHL analysis predicts that CTCF binding motifs at boundaries represent a major defining feature for the extension of SUV39H-, GLP- and ADNP-HNDs. This contribution of CTCF is consistent with our previous report where CTCF sites acted as bifurcation points for differential DNA methylation spreading upon TET1/2 knockout^29^. The contribution of CTCF to the spreading of H3K9 methylation arises from the current analysis. CTCF is known to be involved in the formation of topologically associated domains and loops, with the size of CTCF-demarcated loops/and in the range from 10 kb to 1 Mb^49^. In contrast, the nanodomains studied here are typically 0.7–2 kb in size. They involve weak CTCF binding sites. These sites are frequently not called with the typical peak detection thresholds used in the analysis of CTCF ChIP-seq data, which retrieve ~60,000 relatively strong binding sites. However, we propose here that weak CTCF sites are functionally important and define the H3K9me2/3 nanodomain structure in the genome by transient binding of CTCF, possibly in conjunction with other proteins. 

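In the list of ATRX-dependent HNDs, 3364 or 25.7% were between 0.7 and 2 kb wide (95% Wilson interval 24.9 to 26.4%), and these held 46.9% of the base pairs covered. A further 9354 HNDs, or 71.3%, were narrower, and 395, or 3.01%, were wider than 2 kb. A range of 0.5 to 2.5 kb, the alternative with the most effect, took in 41.1% of the HNDs. The paper takes its typical size from average profiles, whereas these are widths of single listed regions, so they are not the same measure.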

In our recent work, we reported that such CTCF motifs are enriched in DNA sequence repeats at sites of reduced nucleosome density^27^. Thus, these motifs may also be related to the loss of a nucleosome, which could affect the interactions between neighbouring nucleosomes at the boundary.

ChromHL modelling allowed us to uncouple DNA sequence determinants from thermodynamic constraints that limit the sizes of HNDs. The parameter σ defines the energetic cost of formation of a new boundary between chromatin states in analogy to the cooperativity constant used in statistical mechanical models that describe melting of the DNA double helix^42^. The associated boundary energies can, for example, arise from (un)favourable nucleosome stacking interactions between nucleosomes^50^. In the case of ectopic HNDs established in the experiments of Hathaway et al.^14^, the best fit of our model returned small σ values suggesting unfavourable nucleosome interaction energies at the domain boundaries (Fig. 2D). Similarly, small values were obtained when considering a hypothetic genomic region with the same H3K9 methylation profile as the one averaged over the individual HNDs (Fig. 3). However, such average profiles do not represent well the individual HNDs that have been used for the genome-wide calculation (Fig. 4). The fit that captured the distribution of SUV39H-, GLP- and ADNP-HNDs best was obtained with a boundary formation weight of σ = 1, indicating a lack of structural transitions from the H3K9me2/3 states. This finding suggests that the SUV39H-, GLP- and ADNP-dependent nanodomain size is mostly DNA sequence-determined by the respective nucleating TFs and CTCF. In contrast, ATRX-dependent H3K9me3 nanodomains did not fit to this model. A value of σ = 0.01 was retrieved from the ChromHL fit that corresponds to a significant energetic cost of nanodomain boundary formation. In line with this observation, nucleosome occupancy and distribution in ATRX-dependent HNDs were significantly different from other types of HNDs (Figs. 1D, 5B). Thus, thermodynamics of nucleosome packing is predicted to play a more important role in limiting the ATRX-dependent nanodomain size.

The DNA sequence dependence of HND initiation and extension raises the question, whether these domains are epigenetically regulated or represent mostly constitutive heterochromatin. Since ChromHL explicitly includes chromatin ligand binding, one straightforward mechanism for cell type-specific HND formation would be to epigenetically regulate the activity/concentration of the nucleation factors, CTCF or histone methylases that set the H3K9me2/3 mark. In addition, we show here how the change of the HP1 concentration and corresponding nucleosome occupancy induces the shrinking/merging of nanodomains, which could drive cell-type-specific differences (Fig. 6A, B Supplementary Fig. 15). Thus, by modulating the local concentrations of proteins that initiate (e.g., PAX3/9, ADNP), stop (e.g., CTCF) or promote the spreading of chromatin nanodomains (e.g., HP1), the cell can regulate the epigenetic states despite the DNA sequence contribution for defining nucleation sites and boundaries (Fig. 6C). In addition, ADNP and CTCF can compete for binding sites^51^, which could contribute to a modulation of ADNP domain size extension in dependence of the ADNP/CTCF binding activity ratio. CTCF (and other chromatin proteins) also bind in competition with nucleosomes that can adopt different positions as reflected in the NRL analysis conducted here. Accordingly, cell-type-specific binding of CTCF to certain sites is driven by a complex interplay of nucleosome binding, DNA (de)methylation and other factors^29,52^.

The mechanism of HND formation described here could also be relevant for the formation of larger heterochromatin domains at repetitive sequences. For example, pericentric heterochromatin in mouse cells comprises several Mb on a given chromosome with SUV39H being responsible for more than 50% of the H3K9me3 modification at this region^24^. As it consists predominantly of repetitive major satellite sequences, it is well conceivable that these very large H3K9me3 domains arise from the fusion of HNDs that form in a repetitive manner.

In summary, the ChromHL modelling approach developed here identified key parameters for the description of HNDs that are abundant in the genome. The analysis has been conducted for mouse ESCs but can be applied to other cell types and chromatin nanodomain types as well. For example, it is straightforward to include in ChromHL analysis HND types dependent on KRAB Zink finger proteins^53^. Thus, we anticipate that ChromHL will be valuable to distinguish sequence- and non-sequence-dependent contributions to establishing cell-type-specific chromatin state patterns and gene expression programs.

## Methods

### Cell lines and cell culture work

Wild type murine embryonic stem cells (ESCs) wt26 and *Atrx* knock out cell lines (KO1-40 and KO1-45) were described previously^32^. Cells were cultured on 0.2% v/v gelatine (in PBS) in high glucose DMEM (Gibco 31053-028) supplemented with 1 mM sodium pyruvate and 4 mM L-glutamine (PAA M11-006), 15% v/v FCS (Sigma F7524, lot: 091M3398), 1% v/v penicillin-streptomycin (PAN Biotech P06-07100), 100 µM β-mercaptoethanol (Sigma 63689), 1% v/v non-essential amino acids and 0.41% v/v LIF prepared from the supernatant from LIF-producing cells.

### ChIP-seq to map ATRX HNDs

ChIP-seq experiments were conducted essentially as described before^54^. To shear the chromatin, cells were digested with MNase for 15 min in a buffer containing 25 mM KCl, 4 mM MgCl_2_, 1 mM CaCl_2_, 50 mM Tris/HCl pH 7.4 and 1× protease inhibitor from Cell Signalling and sonicated with a Covaris S2 sonicator (parameters: 900 s, burst 200, cycle 20%, intensity 8) in sonication buffer (10 mM Tris pH 8.0, 200 mM NaCl, 1 mM EDTA, 0.5% N-lauroylsarcosine, 0.1% Na-deoxycholate). For pre-clearance, 4 µg normal rabbit IgG (R&D Systems, AB-105-C, lot: ER1212071) and ChIP-grade protein G magnetic beads (Cell Signalling 9006 S, 25 µl/sample) were used. A 1/20 fraction of the supernatant was used as input sample and the remaining material was split for three IP reactions with an anti-H3K9me3 antibody (Abcam, ab8898, lot: GR148830-2), an anti-histone H3 rabbit polyclonal antibody (Abcam, ab1791, lot: GR103864-1) and rabbit IgG (same as above). An amount of 4 µg antibody was added to each IP sample and incubated at 4 °C for 2 h. Then protein G magnetic beads were added and then the mixture was incubated at 4 °C overnight. After elution of the IP samples, cross-linking was reversed, RNase A and proteinase K were added, and DNA was precipitated. Experiments were conducted for two replicates of the wild-type cell line (wt26) and one replicate of each *Atrx* ko cell line (KO1-40 and KO1-45). Libraries for ChIP-seq were prepared with the NEBNext Ultra DNA Library Prep Kit for Illumina (New England Biolabs, NEB #E7370) according to the manufacturer’s instructions. In the size selection step, 150 bp fragments were selected that corresponded to 270 bp total size when including adaptor sequences. A total of 13 PCR amplification cycles were carried out and the library size and quality were checked by gel electrophoresis.

### Analysis of ATRX-dependent H3K9me3 ChIP-seq

Sequencing was performed on an Illumina HiSeq 2000 platform at the DKFZ Sequencing Core Facility. All samples were sequenced with 50-bp single-end reads and mapped to the mouse genome mm9 with Bowtie2^55^ allowing up to 2 mismatches (Supplementary Fig. 1 and Reporting Summary). Only uniquely mappable reads were retained. Thus, our analysis did not cover large repetitive regions but rather focused on the interspersed HND domains found outside the large blocks of constitutive H3K9me2/3 heterochromatin as present for example at the pericentric heterochromatin.

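To see how much of the ATRX-dependent list lies in sequence that 50-bp reads can place, the 50-base words starting in each HND were looked up in mm9 on both strands. Of these words, 71.3% occurred once, against 87.5% in 1 set of random regions of the same widths and chromosomes. With 150 bp, the selected fragment size, added on each side, 1009 of 13112 HNDs, or 7.70% (95% Wilson interval 7.25 to 8.16%), had no word that occurs once. Among the random regions treated the same way, 371 of 13113 or 2.83% had none. Without the added 150 bp the share of HNDs was 10.6%, the alternative that moved it most. Only exact matches were counted, whereas the reads were mapped with mismatches allowed. These measures were chosen after seeing the data.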

### Peak calling of H3K9me2/3 HNDs from experimental data

For a given HND type, differential H3K9me3 or H3K9me2 peaks were called with MACS2 (Zhang et al.^56^) of the WT and KO datasets of *Suv39h1/h2* ^*3*^ (GSE40086), *Glp*^*5*^ (GSE54412), and *ATRX* (determined in this study), respectively, against the common input and using the parameter broad-cutoff = 0.1. Peaks present in WT but not in the KO cells were retained as peaks that were dependent on a given factor. In the case of ADNP-associated HNDs a H3K9me3 dataset in *Adnp*^−/−^ cells was not reported^6^. Therefore, we defined ADNP-associated HNDs as the intersection of ADNP-bound ChIP-seq peaks with all H3K9me3 peaks in wild-type ESCs from these experiments (GSE97945) (*n* = 4673). Manipulations with BED files were performed using BEDTools^57^. For H3K9me3 in NPCs, we used datasets GSE61874^58^ and GSE57092^4^ with peak calling performed by MACS for Supplementary Fig. 15 as well as EPIC^59^ for Fig. 6B. We then intersected H3K9me3 peaks in ESCs and NPCs and retained in the analysis only those peaks which overlapped between these two conditions. The intersections between the four types of HNDs considered in this work are shown in Supplementary Fig. 19.

### Bioinformatical analysis of chromatin features

Our chromatin annotation used the 15 chromatin states assigned to ESC genomic regions previously^45^ using the package ChromHMM^60^. The nucleosome repeat length (NRL) was determined based on the previously published MNase-seq dataset^54^ (GSE40910) using NucTools^43^. The dyad-dyad differences were computed using the chemical mapping dataset^44^ (GSE82127). The Kolmogorov-Smirnov test *p*-values for the histograms of the dyad-dyad distance distributions were calculated using OriginPro software (OriginLab). In addition to H3K9me3 and H3K9me2 (datasets detailed above), the aggregate landscapes of nucleosome occupancy^54^ (GSE40910), binding of CTCF^61^ (GSE29184) and HP1^4^ (GSE57092), mappability, CpG methylation^62^ (GSE30206), and H3K4me1 and H3K27me3 modifications^61^ (GSE29184) were computed on regions of 40,000 bp centred on the HND centre using NucTools^43^. These were further smoothed using a 2000 bp Savitsky-Golay filter of order 2. Enrichments were computed with BEDTools as the ratio of the observed number of intersections between a given datasets and a given genomic feature to the number expected by chance for the same number of randomly shuffled regions. Mappability profiles around HNDs were calculated using the 36-nucleotide mappability track downloaded from the UCSC Genome Browser. This track was created by Thomas Derrien and Paolo Ribeca in Roderic Guigo’s lab at the Centre for Genomic Regulation (Barcelona) and shows how uniquely k-mer sequences align to a region of the genome.

### Identification of HND nucleation sites

In the case of SUV39H- and GLP-dependent heterochromatin we scanned the DNA sequences using RSAT^63^ with the PAX3 and PAX9 position weight matrix (PWM) obtained from TRANSFAC^64^ to obtain the locations of the motif within each peak. In the case of ATRX-dependent heterochromatin we obtained the list of specific L1 peaks (L1Md_F2, L1Md_T, L1Md_A and L1Md_F) using the RepeatMasker tool from the UCSC Genome Browser^65^. In the case of ADNP-associated HNDs we derived the PWM for sequence-specific ADNP binding using MEME^66^ based on 100-bp summits of 600 top ADNP-bound ChIP-seq peaks from Ostapcuk et al.^6^ (Supplementary Table 4). This PWM was then used for DNA sequence scanning with RSAT to determine ADNP motif locations inside H3K9me3 ChIP-seq peaks intersecting with ADNP-bound ChIP-seq peaks. Telomeric repeats were defined as single telomeric repeat motif reported^35^ using RSAT^63^. G-quadruplex repeats were defined as regex search on the sequences for each ATRX dependent peak with fastaRegexFinder by Dario Beraldi to identify the DNA sequence motif (G_3_N_1-7_)_3_G_3_ (https://github.com/dariober/bioinformatics-cafe/tree/master/fastaRegexFinder).

### Formulation of the ChromHL model

Our approach to include epigenetic processes coupled to protein binding in chromatin is inspired by classical Ising-type models developed in 1970s. These models allowed it to combine DNA-ligand binding and DNA-melting in the same mathematical notation^67^. This concept is implemented as the chromatin hierarchical lattice or ChromHL model via an extension of the *MatrixUnwrap* transfer matrix formalism for quasi-equilibrium binding of proteins to nucleosome-containing DNA developed in our previous work^39,68,69^. The detailed model is described in the Supplementary Information. It accounts for different scales from nucleotide- to nucleosome-resolution. This hierarchy is represented by defining the lattice separately at the level of DNA base-pairs as lattice units for sequence-specific TF binding and at the level of nucleosomes as lattice units for chromatin state transitions. The general transfer matrix formalism^18,39,68,69^ considers the genomic binding landscape as an 1D lattice. Each lattice unit can be in a pre-defined number of states that depend on a limited number of neighbouring lattice units. For example, only the next neighbour unit in the limiting case of contact cooperativity or up to *V* next neighbour units in the more general case of chromatin looping accounted for in *MatrixUnwrap*^39^. The method works by assigning statistical weights to each combination of allowed states of a lattice unite number *i* given the state of the next unit *i* + 1. The matrix that stores these weights is called the transfer matrix. For many biological scenarios encountered in DNA-protein binding it is straightforward to construct equivalent solutions using both Markov Models and Ising models, as well as their transfer matrix formulations^69^. The transfer matrix formalism is advantageous to describe systems with increasing complexity because additional biological features can be included by adding new states to a transfer matrix initially constructed for simpler systems. In the *MatrixUnwrap* model, the maximum number of states *N* of a lattice unit is defined by the following formula: *N* = $$\mathop{\sum }\limits_{g=1}^{f}({m}_{g}+{V}_{g})+2+\,\max ({V}_{g})+1$$.

In this equation *f* is the number of protein types, *m*_g_ is the size if a protein complexes of type *g* and *V*_g_ is the maximum length of protein-protein interactions in which protein complex of type *g* can engage. In ChromHL, we increased the complexity by introducing chromatin states (*e*) of the lattice in addition to protein-binding states. In our calculations reported here, a lattice unit can belong to a nucleosome in a methylated or unmethylated state or can be in a nucleosome-free “insulator” state. Thus, the number of elementary states in *ChromHL* increases threefold in comparison with *N* protein-binding states in *MatrixUnwrap*. The statistical weight for each state of the elementary unit of the lattice is defined by multiplying the statistical weights of the constituent protein-bound states and the chromatin state (Supplementary Information).

### Calculations with the ChromHL model

ChromHL calculations are performed sequentially, first at the single-nucleotide resolution level and next at the single-nucleosome resolution level (Supplementary Fig. 18). The calculation at the single-nucleotide resolution level takes as input the DNA sequence and protein concentrations, weight matrices setting protein-DNA affinities and cooperativity constants for protein-protein binding. As output of this calculation, ChromHL generates maps of protein occupancies along the DNA, referred to as binding maps. These binding maps are then smoothed to coarse-grain the model to single-nucleosome resolution. An HND-initiation threshold is then applied to these binding maps. For models dependent on the binding of PAX3/9 as an initiation factor, if the binding affinity over the nucleosome is greater than a threshold (Supplementary Table 3), the element of the nucleosome-resolution lattice is assigned as HND-initiating. The three chromatin states (Fig. 1) are the methylated (*e* = 1) or unmethylated nucleosome (*e* = 2) and the absence of a nucleosome due to CTCF binding (*e* = 3). Outside of any CTCF binding or heterochromatin initiation site, we set *s*(*i*, 1) = *s*; *s*(*i*, 2) = 1; s(*i*, 3) = 0. The initiation of heterochromatin was specified in the model by setting *s*(*i*, 1) = 1, *s*(*i*, 2) = 0, *s*(*i*, 3) = 0, for the lattice unit *i* where initiation occurs. For the description of the artificial HP1 recruitment experiment the initiation site was at the centre point of the lattice. The weights of nucleosome-nucleosome contacts, σ(e_1_, e_2_) = σ_e1e2_, were simplified to setting the most important boundary parameter σ_12_ = σ_21_ = σ and all other contact weights equal to 1_._ Likewise, cooperativity parameters were set to 1, except for the contact HP1-HP1 cooperativity (Supplementary Fig. 12). The latter parameter was fitted in the case of the Hathaway et al experiments, or fixed in the case of in vivo heterochromatin formation to *w*(1, 1, 0) = 100 or *w*(1, 1, 0) = 1, as explained in Supplementary Fig. 4 and Supplementary Table 3. For TF-based heterochromatin initiation models the TRAP affinity score^70^ was computed using the corresponding PWM based on the DNA sequence. For PAX3/PAX9 binding, we used PAX3 PWM (JASPAR matrix MA0780.1) and PAX9 PWM (JASPAR matrix MA0781.1). The affinities calculated from PAX3 binding and PAX9 binding were combined additively. This affinity was then geometrically averaged over a 501-bp window and subjected to a threshold for including a lattice unit as a nucleation site if the averaged affinity for a given lattice unit was above the threshold (Supplementary Figs. 16, 17). For the ATRX-dependent heterochromatin, L1 sub-repeats L1Md_F2, L1Md_T, L1Md_A and L1Md_F (of approximately 200–300 bp) that were found to be enriched in the ATRX-dependent H3K9me3 peaks were downloaded from the RepeatMasker track on the UCSC Genome Browser (Supplementary Table 1). A lattice unit containing the centre of a repeat was considered an initiation site. The length of the lattice in units was calculated by placing a lattice unit exactly in the centre of the region and adding units either side of this position symmetrically until all the sequence was covered. The fit of the parameters was optimised by comparing the predicted and experimental distributions of HND sizes and minimising the distance between the two estimated distributions. A grid search in the parameter space was performed for this, as demonstrated in Supplementary Figs. 7–9.

### ChromHL computational performance

ChromHL calculations were conducted for 40 kb regions centred around a peak (20 kb on each side). For each 40 kb region, the calculation takes ~4 s on a Sun Grid Engine High Performance Cluster. Due to the independence of each region, the overall calculation can be conducted in parallel and subsequently aggregated. For example, the 36,764 Suv39h-dependent regions were split into 368 separate tasks containing up to 100 regions each (367 × 100 regions and 1 × 64 region), which were submitted as a 368-task batch job on a Sun Grid Engine High Performance Cluster running CentOS with ~1000 Xeon processors. This calculation took ~6 h to process from submission to aggregation.

### Receiver-operator curves (ROC) calculation

For SUV39H-dependent HNDs, we computed receiver-operator (ROC) curves using smoothed affinity scores on the peaks and matched non-peaks for different smoothing windows sizes (Supplementary Figs. 16B, D). The maximum area under the ROC curve (AUC) was calculated for 1001-bp windows. The AUC for this window size was not significantly different to that for 501 bp (Supplementary Figs. 16C, 16E). Thus, we used a 501 bp geometric mean centred smoothing window for determining heterochromatin initiation sites for these sets of peaks, assuming PAX3/9 binding is the initiation factor. For H3K9me3-dependent HNDS, the 36,764 H3K9me3 peaks in the SUV39H-dependent experiment were used as true positives. As true negatives, a set of 36,764 non-peaks was generated by shuffling the original peak locations with BedTools to obtain a matched dataset with the same interval sizes. For the combined set of intervals, we calculated base-pair-level affinities for the PAX3/9 transcription factors with the TRAP algorithm^70^. This value was smoothed by calculating the geometric mean using a centred window of different sizes (51, 101, 251, 501 bp). A true peak was scored as [1, maximum smoothed score] while a true negative result was scored as [0, maximum smoothed score]. The ROC curves were calculated for these pairs using the Origin Pro software (originlab.com).

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Reporting summary

## Data Availability

The ChIP-seq datasets from the ATRX knockout experiments generated in this study have been deposited in the GEO database under accession code GSE158744. The previously published datasets used in this study are available in the GEO database under accession codes GSE40086, GSE54412, GSE97945, GSE61874, GSE57092, GSE40910, GSE82127, GSE29184, GSE57092 and GSE30206 as detailed in Methods. Source data are provided with this paper.

# Supplementary material for: DNA sequence-dependent formation of heterochromatin nanodomains
**Source:** Nat Commun. 2022 Apr 6;13:1861. doi: 10.1038/s41467-022-29360-y
**Supplement:** Supplementary file 1 — Supplementary Information

# Supplementary Information

## DNA sequence-dependent formation of heterochromatin nanodomains

Graeme J. Thorn<sup>1,2</sup>, Christopher T. Clarkson<sup>1,3</sup>, Anne Rademacher<sup>4</sup>, Hulkar  
Mamayusupova<sup>1</sup>, Gunnar Schotta<sup>5</sup>, Karsten Rippe<sup>4,\*</sup>, Vladimir B. Teif<sup>1,\*</sup>

## **Table of contents**

## Appendix A. Theoretical foundation of the ChromHL framework

The Chromatin Hierarchical Lattice (ChromHL) framework is an extension of the transfer matrix models for combinatorial binding of proteins to DNA at thermodynamic equilibrium developed in our previous publications<sup>1-6</sup>. This formalism is motivated by classical Ising-type models<sup>7</sup> as was traditionally employed in DNA-binding and DNA-melting studies<sup>8,9</sup>, considering chromatin as a quasi-1D lattice of units. Here we have extended the general transfer matrix formalism<sup>1-5</sup> to account for different scales from nucleotide- to nucleosome- to chromatin domain-resolution that are described in a hierarchical manner. We define the lattice separately at the level of DNA base-pairs as lattice units when sequence-specific TF binding is considered, and at the higher level of nucleosomes as lattice units when chromatin state transitions are considered.

At the nucleotide-resolution level, we take as input the DNA sequence, protein-DNA binding preferences in the form of weight matrices and protein concentrations. In addition, thermodynamic parameters defining their interaction with DNA and with each other, as well as geometric parameters defining the number of DNA base pairs covered upon binding go into the model. Our previous publications<sup>1-4</sup> established the way to take into account cooperative combinatorial binding of multiple types of proteins to nucleosomal DNA. As detailed below, short-range and long-range interactions and the possibility of incomplete binding (e.g. in the case of partial unwrapping of DNA from the nucleosome or other protein complexes) can be included<sup>10</sup>. As output, at this level of hierarchy we predict binding maps for each protein species with single-nucleotide resolution. Some of the binding proteins act as nucleation points for chromatin nanodomains, which provides the connection to the next level of hierarchy.

At the nucleosome-resolution level we assume that the interaction between the neighboring nucleosomes depends on the characteristic nucleosome repeat lengths (NRLs), nucleosome decoration with different histone modifications as well as other structural effects which are all cast in the phenomenological definition of the “chromatin state” (Figure 1). A nucleosome can belong to any chromatin state, characterized by a certain self-energy depending on the given state, a nucleosome-nucleosome interaction energy depending of the states of the two nucleosomes, and a protein binding energy depending on the protein type and the nucleosome state. Proteins bound to neighboring nucleosomes can interact with each other. Previously we have constructed a mechanistic model of heterochromatin protein 1 (HP1) binding to the nucleosome array<sup>5</sup> based on *in vitro* binding experiments<sup>11</sup>. Here we add to the HP1 model additional players such as CTCF, PAX3, PAX9 and ADNP capable to initiate heterochromatin nanodomains. We parameterize this model based on the published experimental datasets for mouse embryonic stem cells (ESCs) with respect to targeted recruitment of HP1<sup>12</sup>, Suv39h1/h2-dependent H3K9me3-marked heterochromatin<sup>13</sup>, GLP-dependent H3K9me3-marked heterochromatin<sup>14</sup>, ADNP-dependent H3K9me3 heterochromatin<sup>15</sup> as well as a new data set introduced here on ATRX-dependent H3K9me3 heterochromatin.

The mathematical solution of the ChromHL model is based on the general transfer matrix formalism<sup>1,2,4-6</sup>. In this method each elementary lattice unit can be in a number of states and can be affected only by a limited number of neighboring lattice units (e.g. just the next neighbor unit in the limiting case of contact cooperativity, or up to  $V$  next neighbor units in the more general case accounted for in our previous publications)<sup>1,4,6,16,17</sup>. All states need to be enumerated and the corresponding statistical weights need to be assigned for all combinations of allowed states of a lattice unit number  $i$  given the state of the next unit  $i+1$ . The matrix that stores these weights is called the transfer matrix. In our previous publication

a transfer matrix called *MatrixUnwrap* has been already constructed at the single-base pair level for a model that takes into account cooperative competitive TF binding to the DNA inside and outside the nucleosome and longer than nearest-neighbor interactions<sup>4,6</sup>. Here we increased the complexity of the model by introducing additional arbitrary states of the lattice (e.g., belonging to a nucleosome in a “heterochromatin” or “euchromatin” state, or belonging to a nucleosome-free “insulator region”).

To illustrate the general matrix solution of this problem, consider the simple case of a non-sequence-specific protein binding to DNA that is characterized by contact cooperativity. In this case, each lattice unit can be in two states: bound or unbound, and the corresponding transfer matrix  $A$  for is 2x2:

$$A = \begin{pmatrix} wKc & Kc \\ 1 & 1 \end{pmatrix},$$

where each row corresponds to the state of a given lattice unit  $i$ , and each column to the state of the next lattice unit  $i+1$ ,  $K$  is the binding constant,  $c$  is the free protein concentration,  $w$  is the contact cooperativity between DNA-bound proteins. In this case we assigned 1 as the weight of a lattice unit that is not bound by protein. The weight of a lattice unit bound by the protein is  $Kc$ . The weight of a lattice unit bound by a protein interacting with the next lattice unit that is also bound by a protein is given as a product  $w \cdot K \cdot c$ , where  $w$  is the contact cooperativity constant.

Let us also consider another simple case of a lattice where each lattice unit, say, a nucleosome, can be in two states: say, heterochromatin, and euchromatin. Let us characterize each of these states by a weight  $s_1$  and  $s_2$  correspondingly. Let the interaction between two nucleosomes is characterized by a weight  $\sigma$  that depends on the state of each of these two nucleosomes. In this case the transfer matrix  $B$  for such lattice will have a simple form:

$$B = \begin{pmatrix} s_1\sigma_{11} & s_1\sigma_{12} \\ s_2\sigma_{21} & s_2\sigma_{22} \end{pmatrix}$$

When combining the two effects (protein binding reflected in matrix  $A$  and nucleosome  $s_1/s_2$  transition reflected in matrix  $B$ ), each lattice unit will have four possible states (protein-bound  $s_1$ ; unbound  $s_1$ , protein-bound  $s_2$ , unbound  $s_2$ ). The corresponding transfer matrix  $C$  will be 4x4 as summarized below:

$$C = \begin{pmatrix} w_{11}K_1c_1s_1\sigma_{11} & K_1c_1s_1\sigma_{11} & w_{12}K_1c_1s_1\sigma_{12} & K_1c_1s_1\sigma_{12} \\ s_1\sigma_{11} & s_1\sigma_{11} & s_1\sigma_{12} & s_1\sigma_{12} \\ w_{12}K_2c_2s_2\sigma_{21} & K_2c_2s_2\sigma_{21} & w_{22}K_2c_2s_2\sigma_{22} & K_2c_2s_2\sigma_{22} \\ s_2\sigma_{21} & s_2\sigma_{21} & s_2\sigma_{22} & s_2\sigma_{22} \end{pmatrix}$$

In principle, we can distinguish free protein concentration  $c$  inside chromatin regions in state 1 and 2, denoted correspondingly  $c_1$  and  $c_2$ . Different chromatin states can have different free concentrations of our protein of interest if it is locally confined in a nuclear subcompartment<sup>18</sup>. A system characterised by the simple transfer matrix  $C$  above can be solved even analytically, deriving exact expressions for the average size of the heterochromatin nanodomain, average number of nanodomain boundaries, etc. However, in reality protein binding is sequence specific and depends on the chromatin states. Thus, the parameters  $s$  and  $K$  are the functions of the location of the lattice unit along the genomic coordinate ( $n$ ), which precludes analytical solutions. To construct a DNA sequence-informed transfer matrix (and also taking into account more complicated scenarios of cooperative

combinatorial binding), we base the ChromHL methodology on a more advanced transfer matrix. A transfer matrix called *MatrixUnwrap* developed previously <sup>4</sup> is used instead of matrix *A* shown above. The *MatrixUnwrap* model is defined for protein-DNA binding that takes into account binding of multiple types of proteins  $g$  ( $g = 1 \dots f$ ) at concentrations  $c(g)$ , which bind lattice units in different states  $e_n$  with binding constants  $K(n, g, e_n)$ , and interact with each other with distance-dependent potential  $w(g_1, g_2, l)$  ( $l < V_g$ ). Furthermore, this transfer matrix accounts for the partial unwrapping of DNA from the nucleosome, and that DNA-bound proteins can have incomplete-binding states when not all protein-DNA interactions are formed. The total number of states in the *MatrixUnwrap* model is given by the following expression:

$$\sum_{g=1}^f (m_g + V_g) + 2 + \max(V_g) + 1$$

In addition to the *MatrixUnwrap* states, we introduce  $e_{\max}$  additional chromatin states  $e_n$  for each lattice unit ( $e_n = [1, e_{\max}]$ ). (e.g. a nucleosome can be in heterochromatin state or euchromatin state). Correspondingly, each individual nucleosome is characterized by the weight  $s(e_n) = \exp(\Delta G(e_n)/RT)$ , where  $\Delta G(e_n)$  is the energy of the nucleosome in state  $e_n$ ,  $R$  is the universal gas constant,  $T$  is the temperature. Similarly, the contact between two neighboring nucleosomes in states  $e_1$  and  $e_2$  is assigned a weight  $\sigma(e_1, e_2) = \exp(\Delta G(e_1, e_2)/RT)$ , where  $\Delta G(e_1, e_2)$  is the energy of nucleosome-nucleosome interaction. This results in the increase of the total number of states of the model as follows:

$$e_{\max} \cdot \left[ \sum_{g=1}^f (m_g + V_g) + 2 + \max(V_g) + 1 \right]$$

A detailed description of the assignment of all transfer matrix states is detailed below in Appendix B.

Once sequence-dependent transfer matrices  $Q_n$  are constructed for each lattice unit, we can calculate the partition function  $Z$  of the lattice of length  $N$  by multiplying all transfer matrices  $Q_n$  sequentially:

$$Z = (1 \ 1 \dots 1) \times \prod_{n=1}^N Q_n \times \begin{pmatrix} 1 \\ 1 \\ \dots \\ 1 \end{pmatrix}$$

The probability that a given lattice unit  $n$  is in state  $x$  can be calculated as

$$P_n(X) = \frac{s_{xn}}{NZ} \times \frac{\partial Z}{\partial s_{xn}},$$

where  $s_{xn}$  is the statistical weight for a state  $x$  for a given lattice unit. In particular, we can calculate the binding maps for any protein of interest, as well as the maps of “epigenetic” states for any DNA sequence and concentrations of regulatory proteins such as HP1.

## Appendix B. Algorithm for constructing the ChromHL transfer matrix

The parameters in the transfer matrix are defined as follows:

The full transfer matrix is square block structured:

$$Q_n = \begin{pmatrix} Q_n^{1,1} & \dots & Q_n^{1,e_{max}} \\ \vdots & \ddots & \vdots \\ Q_n^{e_{max},1} & \dots & Q_n^{e_{max},e_{max}} \end{pmatrix},$$

with  $e_{max} \times e_{max}$  blocks of individual inner transfer matrices  $Q_n^{e_i, e_j}$  representing transitions between chromatin state  $e_i$  and  $e_j$  at lattice unit  $n$ .

Within each inner block  $Q_n^{e_i, e_j}$ , the states are enumerated as follows:

As there are  $e_{max} \times e_{max}$  blocks in the full transfer matrix, the total number of states in  $Q_n$  is  $e_{max} \times (\sum_{g=1}^f (m_g + V_g) + 2 + \max(V_g) + 1)$ .

For each pair of chromatin states  $e_1$  and  $e_2$ , ( $e_1, e_2 = 1 \dots e$ ) the inner block transfer matrix  $Q_n^{e_1, e_2}$  is built up in the following way:

1) 1<sup>st</sup> unit of  $g$ -type protein followed by the 2<sup>nd</sup> unit:

$$1 \leq g \leq f, \quad i = \sum_{k=1}^{g-1} m_k + 1, \quad j = i + 1:$$

$$\begin{cases} n = 1: & Q_n^{e_1 e_2}(i, j) = s(n, e_1) \times \sigma(e_1, e_2) \times K(n, g, 1, e_1) \times c_0(g) \\ 1 < n \leq N - (m_g - 1): & Q_n^{e_1 e_2}(i, j) = s(n, e_1) \times \sigma(e_1, e_2) \times K(n, g, 1, e_1) \end{cases} \quad (1)$$

2) Unit  $h + 1$  of  $g$ -type protein following by unit  $h + 2$  (if  $m > 2$ ):

$$1 \leq g \leq f, \quad i = \sum_{k=1}^{g-1} m_k + 1, \quad j = i + 1, \quad 1 < h \leq m_g - 2, \quad h < n \leq N - (m - h - 1):$$

$$Q_n^{e_1 e_2} = s(n, e_1) \times K(n, g, h + 1, e_1). \quad (2)$$

3) Unit  $(m_g - h)$  of  $g$ -type protein followed by a right free DNA end:

a) if  $m_g = 1$ :

$$1 \leq g \leq f, \quad i = \sum_{k=1}^g m_k - h, \quad 0 \leq h < m_g, \quad j = \sum_{g=1}^f m_g + 2, \quad m_g - h \leq n \leq N - h :$$

$$\begin{cases} n = 1: & Q_n^{e_1 e_2}(i, j) = s(n, e_1) \times \sigma(e_1, e_2) \times K(n, g, m_g - h, e_1) \times w(0, g_1, 0, e_1) \times c_0(g) \\ n > 1: & Q_n^{e_1 e_2}(i, j) = s(n, e_1) \times \sigma(e_1, e_2) \times K(n, g, m_g - h, e_1) \times w(0, g_1, 0, e_1) \end{cases} \quad (3a)$$

b) if  $m_g > 1$ :

$$1 \leq g \leq f, \quad i = \sum_{k=1}^g m_k - h, \quad 0 \leq h < m_g, \quad j = \sum_{g=1}^f m_g + 2, \quad m_g - h \leq n \leq N - h :$$

$$\begin{cases} n = 1: & Q_n^{e_1 e_2}(i, j) = s(n, e_1) \times \sigma(e_1, e_2) \times K(n, g, m_g - h, e_1) \times U(h, g) \times c_0(g) \\ n > 1: & Q_n^{e_1 e_2}(i, j) = s(n, e_1) \times \sigma(e_1, e_2) \times K(n, g, m_g - h, e_1) \times U(h, g) \end{cases} \quad (3b)$$

4) Unit  $(m_{g_1} - h_1)$  of  $g_1$ -type protein followed by unit 1 of  $g_2$ -protein (no gap):

a) if  $m_{g_1} = 1$ :

$$1 \leq g_1 \leq f, \quad i = \sum_{k=1}^{g_1} m_k - h_1, \quad 0 \leq h_1 < m_{g_1}, \quad 1 \leq g_2 \leq f, \quad j = \sum_{k=1}^{g_2-1} m_k + 1,$$

$$m_{g_1} - h_1 \leq n \leq N - m_{g_2}:$$

$$\begin{cases} n = 1: & Q_n^{e_1 e_2}(i, j) = s(n, e_1) \times \sigma(e_1, e_2) \times K(n, g_1, m_{g_1} - h, e_1) \times w(0, g_1, g_2, e_1) \times c_0(g_1) \times c_0(g_2) \\ n > 1: & Q_n^{e_1 e_2}(i, j) = s(n, e_1) \times \sigma(e_1, e_2) \times K(n, g_1, m_{g_1} - h, e_1) \times w(0, g_1, g_2, e_1) \times c_0(g_2) \end{cases} \quad (4a)$$

b) if  $m_{g_1} > 1$ :

$$1 \leq g_1 \leq f, \quad i = \sum_{k=1}^{g_1} m_k - h_1, \quad 0 \leq h_1 < m_{g_1}, \quad 1 \leq g_2 \leq f, \quad j = \sum_{k=1}^{g_2-1} m_k + 1, \quad (4b)$$

$$m_{g_1} - h_1 \leq n \leq N - m_{g_2}:$$

$$\begin{cases} n = 1: & Q_n^{e_1 e_2}(i, j) = s(n, e_1) \times \sigma(e_1, e_2) \times K(n, g_1, m_{g_1} - h, e_1) \times w(0, g_1, g_2, e_1) \times U(h, g) \times c_0(g_1) \times c_0(g_2) \\ n > 1: & Q_n^{e_1 e_2}(i, j) = s(n, e_1) \times \sigma(e_1, e_2) \times K(n, g_1, m_{g_1} - h, e_1) \times w(0, g_1, g_2, e_1) \times U(h, g) \times c_0(g_2) \end{cases}$$

5) Last unit of  $g_1$ -type protein followed by unit  $h_2 + 1$  of  $g_2$ -protein (no gap):

a) if  $m_{g_1} = 1$ :

$$1 \leq g_1 \leq f, \quad i = \sum_{k=1}^{g_1} m_k, \quad 1 \leq g_2 \leq f, \quad j = \sum_{k=1}^{g_2-1} m_k + 1 + h_2, \quad 1 \leq h_2 < m_{g_2}, \quad m_{g_1} \leq n \leq N - m_{g_2} - h_2:$$

$$\begin{cases} n = 1: & Q_n^{e_1 e_2}(i, j) = s(n, e_1) \times \sigma(e_1, e_2) \times K(n, g_1, m_{g_1}, e_1) \times w(0, g_1, g_2, e_1) \times c_0(g_1) \times c_0(g_2) \\ n > 1: & Q_n^{e_1 e_2}(i, j) = s(n, e_1) \times \sigma(e_1, e_2) \times K(n, g_1, m_{g_1}, e_1) \times w(0, g_1, g_2, e_1) \times c_0(g_2) \end{cases} \quad (5a)$$

b) if  $m_{g_1} > 1$ :

$$1 \leq g_1 \leq f, \quad i = \sum_{k=1}^{g_1} m_k, \quad 1 \leq g_2 \leq f, \quad j = \sum_{k=1}^{g_2-1} m_k + 1 + h_2, \quad 1 \leq h_2 < m_{g_2}, \quad m_{g_1} \leq n \leq N - m_{g_2} - h_2:$$

$$Q_n^{e_1 e_2}(i, j) = s(n, e_1) \times \sigma(e_1, e_2) \times K(n, g_1, m_{g_1}, e_1) \times w(0, g_1, g_2, e_1) \times U(h_2, g_2) \times c_0(g_2) \quad (5b)$$

6) Left free DNA end continues:

$$i = j = \sum_{g=1}^f m_g + 1: \quad Q_n^{e_1 e_2}(i, j) = s(n, e_1) \times \sigma(e_1, e_2) \times w(0, 0, 0, e_1) \quad (6)$$

7) Right free DNA end continues:

$$i = j = \sum_{g=1}^f m_g + 2, \quad n > 1: \quad Q_n^{e_1 e_2}(i, j) = s(n, e_1) \times \sigma(e_1, e_2) \times w(0, 0, 0, e_1) \quad (7)$$

8) Left free end followed by unit  $h+1$  of  $g$ -type protein:

$$1 \leq g \leq f, \quad i = \sum_{g=1}^f m_g + 1, \quad j = \sum_{k=1}^{g-1} m_k + 1 + h, \quad 0 \leq h < m_g, \quad n \leq N - (m_g - h):$$

$$Q_n^{e_1 e_2}(i, j) = s(n, e_1) \times \sigma(e_1, e_2) \times w(0, 0, g, e_1) \times U(h, g) \times c_0(g) \quad (8)$$

9) Unit  $(m_g - h)$  of  $g$ -type protein followed by a non-interacting gap longer than  $V_g$ :

a) if  $m_g = 1$ :

$$1 \leq g \leq f, \quad i = \sum_{k=1}^g m_k - 1 - h, \quad 0 \leq h < m_g, \quad j = \sum_{g=1}^f (m_g + V_g) + 2, \quad m_g - h \leq n \leq N:$$

$$\begin{cases} n = 1: & Q_n^{e_1 e_2}(i, j) = s(n, e_1) \times \sigma(e_1, e_2) \times K(n, g, m_g, e_1) \times w(V_g + 1, g, 0, e_1) \times U(h, g) \times c_0(g) \\ n > 1: & Q_n^{e_1 e_2}(i, j) = s(n, e_1) \times \sigma(e_1, e_2) \times K(n, g, m_g, e_1) \times w(V_g + 1, g, 0, e_1) \times U(h, g) \end{cases} \quad (9a)$$

b) if  $m_g > 1$ :

$$1 \leq g \leq f, \quad i = \sum_{k=1}^g m_k - 1 - h, \quad 0 \leq h < m_g, \quad j = \sum_{g=1}^f (m_g + V_g) + 2, \quad m_g - h \leq n \leq N:$$

$$\begin{cases} n = 1: & Q_n^{e_1 e_2}(i, j) = s(n, e_1) \times \sigma(e_1, e_2) \times K(n, g, m_g, e_1) \times w(V_g + 1, g, 0, e_1) \times c_0(g) \\ n > 1: & Q_n^{e_1 e_2}(i, j) = s(n, e_1) \times \sigma(e_1, e_2) \times K(n, g, m_g, e_1) \times w(V_g + 1, g, 0, e_1) \end{cases} \quad (9b)$$

10) Large non-interacting gap continues, units before  $\max(V_g)$ :

$$i = \sum_{g=1}^f (m_g + V_g) + 2, \quad 1 \leq k \leq \max(V_g), \quad j = i + k: \quad Q_n^{e_1 e_2}(i, j) = s(n, e_1) \times \sigma(e_1, e_2) \quad (10)$$

11) Large non-interacting gap continues, units after  $\max(V_g)$ :

$$i = j = \sum_{g=1}^f (m_g + V_g) + 2 + \max(V_g) + 1, \quad 1 < n < N: \quad Q_n^{e_1 e_2}(i, j) = s(n, e_1) \times \sigma(e_1, e_2) \quad (11)$$

12) Large non-interacting gap followed by unit  $h + 1$  of  $g$ -type protein:

$$i = \sum_{g=1}^f (m_g + V_g) + 2 + \max(V_g) + 1, \quad j = \sum_{k=1}^{g-1} m_k + 1 + h, \quad 0 \leq h < m_g, \quad 1 < n < N - (m_g - h):$$

$$Q_n^{e_1 e_2}(i, j) = s(n, e_1) \times \sigma(e_1, e_2) \times w(\max(V_g) + 1, 0, g, e_1) \times Unwrap(h, g) \times c_0(g) \quad (12)$$

13) Unit  $(m_{g_1} - h)$  of  $g_1$ -type protein followed by  $l$ -gap followed by  $g_2$ -protein:

a) if  $m_{g_1} = 1$ :

$$i = \sum_{k=1}^{g_1} m_k - h, \quad 0 \leq h < m_{g_1}, \quad j = \sum_{g=1}^f m_g + 2 + \sum_{g=1}^{g_2-1} V_g + l, \quad 1 \leq l \leq V_{g_2} \text{ for } V_{g_2} > 0, \quad m_{g_1} \leq n \leq N:$$

$$\begin{cases} n = 1: & Q_n^{e_1 e_2}(i, j) = s(n, e_1) \times \sigma(e_1, e_2) \times K(n, g, m_{g_1}, e_1) \times w(l, g_1, g_2, e_1) \times c_0(g) \\ n > 1: & Q_n^{e_1 e_2}(i, j) = s(n, e_1) \times \sigma(e_1, e_2) \times K(n, g, m_{g_1}, e_1) \times w(l, g_1, g_2, e_1) \times c_0(g) \end{cases} \quad (13a)$$

b) if  $m_{g_1} > 1$ :

$$i = \sum_{k=1}^{g_1} m_k - h, 0 \leq h < m_{g_1}, \quad j = \sum_{g=1}^f m_g + 2 + \sum_{g=1}^{g_2-1} V_g + l, 1 \leq l \leq V_{g_2} \text{ for } V_{g_2} > 0, \quad m_{g_1} \leq n \leq N:$$

$$\begin{cases} n = 1: & Q_n^{e_1 e_2}(i, j) = s(n, e_1) \times \sigma(e_1, e_2) \times K(n, g, m_{g_1} - h, e_1) \times w(V_g + 1, g, 0, e_1) \times U(h, g) \times c_0(g) \\ n > 1: & Q_n^{e_1 e_2}(i, j) = s(n, e_1) \times \sigma(e_1, e_2) \times K(n, g, m_{g_1} - h, e_1) \times w(V_g + 1, g, 0, e_1) \times U(h, g) \end{cases} \quad (13b)$$

14)  $g_1$ - $l$ - $g_2$  gap continues ( $l$  free units before  $g_2$ -type protein):

$$2 \leq l \leq V_{g_2} \text{ for } V_{g_2} > 0, \quad i = \sum_{g=1}^f m_g + 2 + \sum_{g=1}^{g_2-1} V_g + l, j = i - 1, 1 \leq n \leq N: \quad Q_n^{e_1 e_2}(i, j) = s(n, e_1) \times \sigma(e_1, e_2) \quad (14)$$

15)  $g_1$ - $l$ - $g_2$  gap followed by unit  $h + 1$  of  $g_2$  protein:

$$i = \sum_{g=1}^f m_g + 2 + \sum_{g=1}^{g_2-1} V_g, j = \sum_{k=1}^{g_2-1} m_k + 1 + h, \quad 0 \leq h \leq m_{g_2}, 1 < n < N - m_{g_2} V_g :$$

$$Q_n^{e_1 e_2}(i, j) = s(n, e_1) \times \sigma(e_1, e_2) \times Unwrap(h, g_2) \times c_0(g_2) \quad (15)$$

Following standard mathematical notations, in all equations above we assume that the sum equals 0 in the case if the upper summation limit is less than the lower limit.

The partition function  $Z$  and its derivatives are calculated recursively:

$$Z = A_N \times \begin{pmatrix} 1 \\ 1 \\ \dots \\ 1 \end{pmatrix}, \quad A_i = A_{i-1} \times Q_n \quad (16)$$

$$\frac{\partial Z}{\partial K(n, g)} = \frac{\partial A_N}{\partial K(n, g)} \times \begin{pmatrix} 1 \\ 1 \\ \dots \\ 1 \end{pmatrix}, \quad \frac{\partial A_n}{\partial K(n, g)} = \frac{\partial A_{n-1}}{\partial K(n, g)} \times Q_n + A_{n-1} \times \frac{\partial Q_n}{\partial K(n, g)},$$

$$\frac{\partial Z}{\partial s(n, e)} = \frac{\partial A_N}{\partial s(n, e)} \times \begin{pmatrix} 1 \\ 1 \\ \dots \\ 1 \end{pmatrix}, \quad \frac{\partial A_n}{\partial s(n, e)} = \frac{\partial A_{n-1}}{\partial s(n, e)} \times Q_n + A_{n-1} \times \frac{\partial Q_n}{\partial s(n, e)},$$

$$A_0 = (1 \quad 1 \quad \dots \quad 1) \quad (17)$$

Since the elements of the transfer matrix only depend linearly on  $K(n, g)$  and  $s(n, e)$ , the probability  $c(n, g)$  that the lattice unit  $n$  is covered by a protein of type  $g$  and the probability  $\theta(n, e)$  that the lattice unit is in chromatin state  $e$  are given as follows:

$$c(n, g) = \frac{\partial Z}{\partial K(n, g)} \times \frac{K(n, g)}{Z}; \quad \theta(n, e) = \frac{\partial Z}{\partial s(n, e)} \times \frac{s(n, e)}{Z}. \quad (18)$$

## Appendix C. Supplementary figures and table

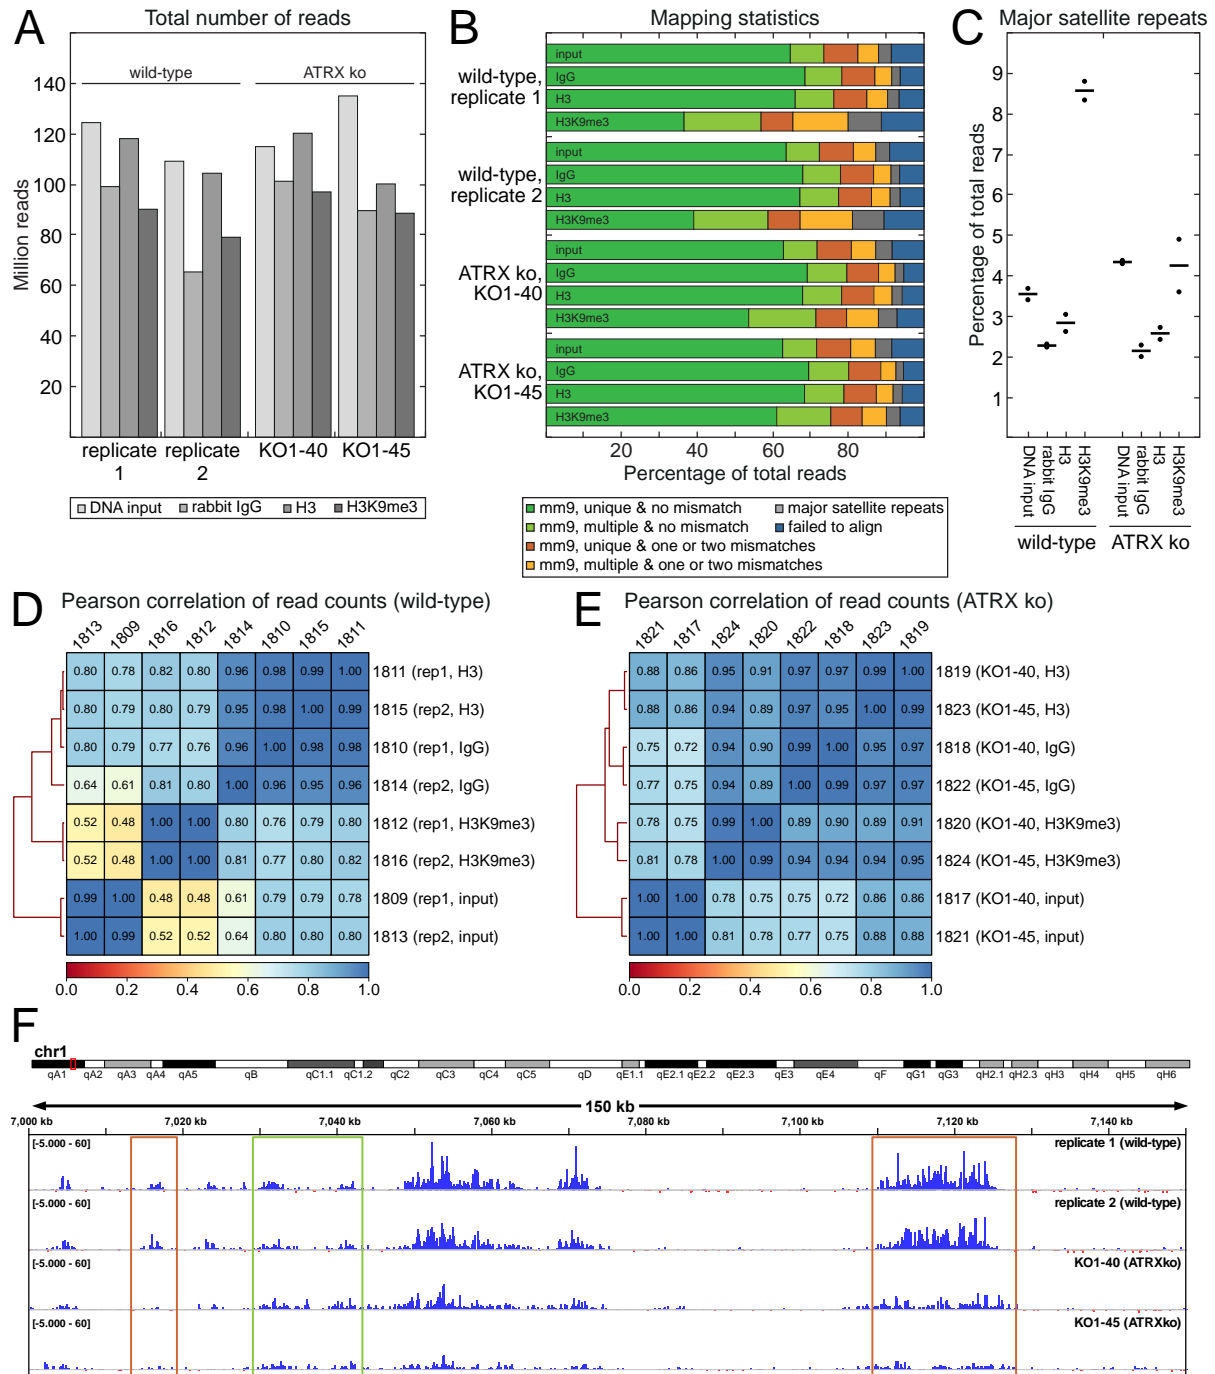

**Supplementary Figure 1.** Quality control and basic mapping features of the H3K9me3 ChIP-Seq data set for wild-type and ATRX knockout ESCs. **(A)** Total number of reads from sequencing on the Illumina HiSeq 2000 platform. **(B)** Basic mapping statistics using Bowtie2<sup>19</sup>. Notably, reads from H3K9me3 IP tend to map to multiple sites in the genome (yellow, light green) as expected since repetitive sequences are known to frequently carry H3K9me3<sup>20</sup>. **(C)** Reads mapping to major satellite repeats<sup>21</sup> by creating a dedicated Bowtie<sup>22</sup> index composed of 234 bp of the consensus repeat sequence and allowing up to two mismatches<sup>23</sup>. Major satellite repeats are known to be associated with H3K9me3<sup>24</sup>. Notably, H3K9 trimethylation was reduced upon ATRX knockout in ESCs. The plot shows the average from

two ChIP-seq measurements for each condition marked by a line together with the two values indicated by dots. **(D)** Pearson correlation between read coverage of 10 kb bins throughout the genome calculated using deepTools2<sup>25</sup> for wild-type samples. Importantly, replicates appear very similar to each other, and the H3K9me3 IPs were rather dissimilar from the input. **(E)** Same a panel D but for ATRX ko samples. These samples indicating showed a lower enrichment over input, which is likely to reflect some loss of H3K9me3. **(F)** IGV traces<sup>26</sup> of normalized and background-corrected H3K9me3 traces for both wild-type ESCs and upon ATRX knockout. 

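In the region of chromosome 1 drawn in Supplementary Fig. 1F, the deposited list of ATRX-dependent HNDs has 0 entries, and the nearest HND lies 511562 bp outside it. Chromosome 1 as a whole carries 1080 HNDs. The list keeps only peaks absent in KO. Regions with reduced H3K9me3 that were still called as peaks in KO would not be in it.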

Some regions appear rather independent of ATRX (green) whereas others showed less H3K9me3 enrichment in the ATRX ko samples compared to the wild-type (orange). Normalization and background correction were done as described previously using MCORE<sup>27</sup>.

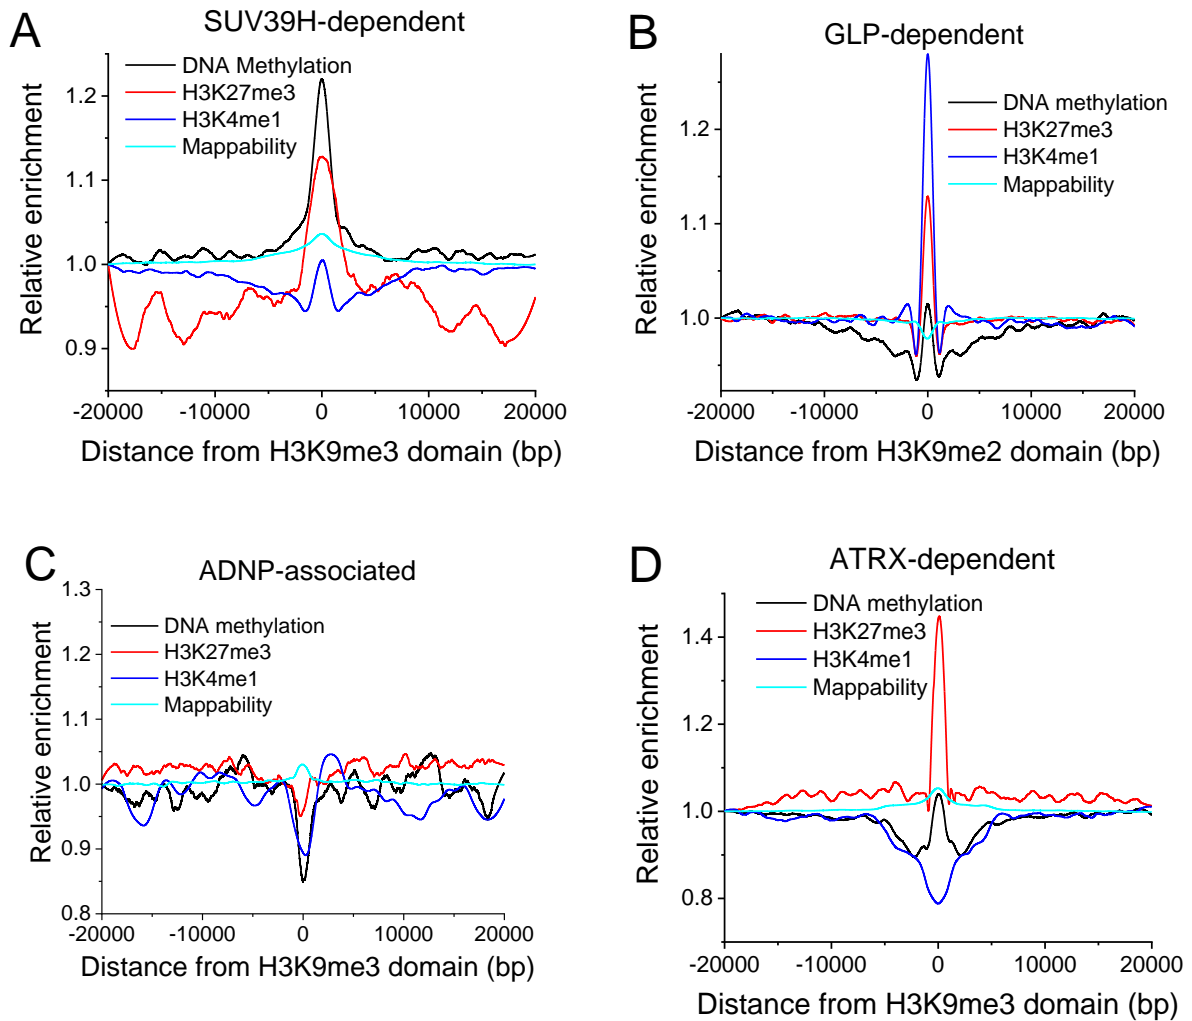

**Supplementary Figure 2.** Average profiles of DNA methylation density, H3K27me3, H3K4me1 and mappability across the four types of heterochromatin regions shown in this manuscript: (A) Suv39h dependent HNDs. (B) GLP-dependent HNDs. (C) ADNP-associated HNDs. (D) ATRX-dependent HNDs. Note that, in contrast to the other three sets of data, mappability for the GLP-dependent peaks falls in the centre, indicating a higher proportion of repeating genomic elements in this dataset.

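For ATRX-dependent HNDs, a measure of mappability was computed from the mm9 sequence as the share of 36-base words that occur once in the genome, counting exact matches on both strands. It was 64.3% inside the HNDs. In windows of the same width it was 79.8% at 10 kb upstream and 79.7% at 10 kb downstream, and 80.5% and 80.4% at 20 kb. The mean of 1 divided by the number of copies was 0.685 in the HNDs and 0.832 in the windows 20 kb away, a ratio of 0.823. On each of the 19 autosomes the HNDs had a lower share of such words than random regions. The UCSC mappability track used in the methods was not used here.

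**Figure D3:**
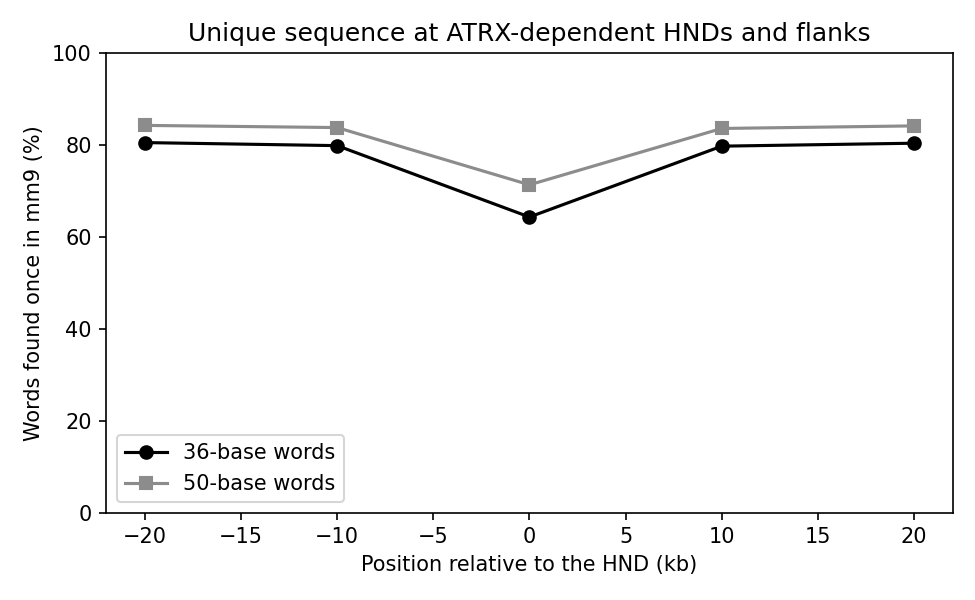
Share of 36-base and 50-base words that occur once in mm9 (y axis, percent) in the ATRX-dependent HNDs, at 0 on the x axis, and in windows of the same width 10 and 20 kb to either side. Each point pools the words of all windows at that position. Both word lengths are lowest in the HNDs, at 64.3% and 71.3%.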

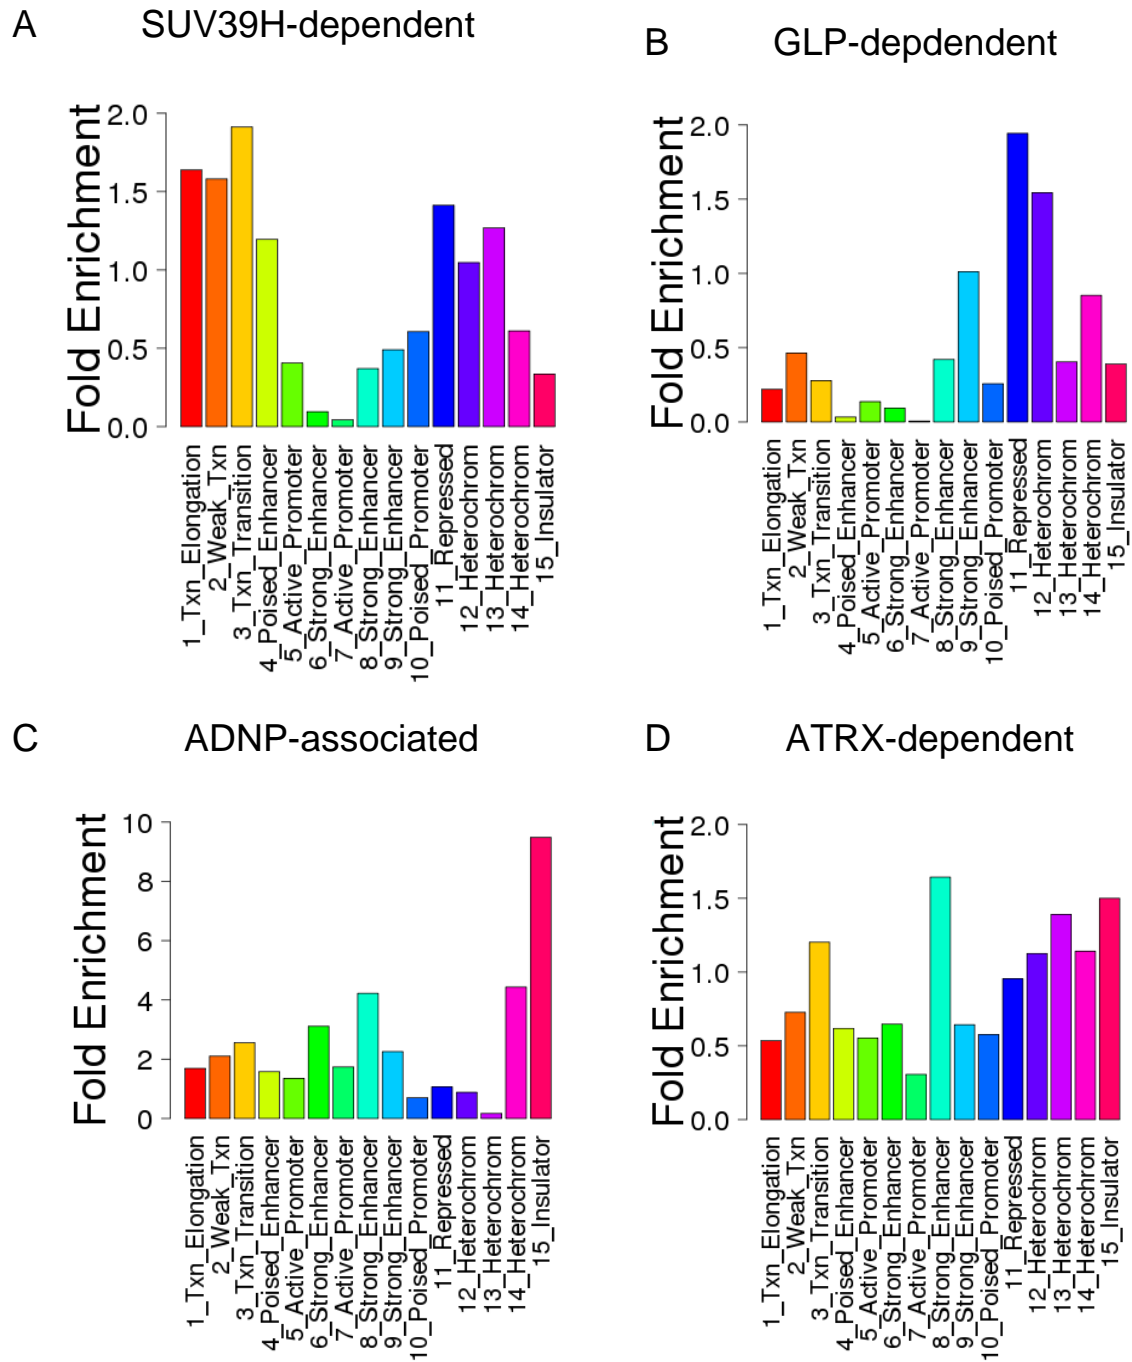

**Supplementary Figure 3.** Enrichment of ChromHMM-determined ESC states<sup>28</sup> in the sets of heterochromatin peaks used in this manuscript. (A) Suv39h-dependent HNDs. (B) GLP-dependent HNDs. (C) ADNP-associated HNDs. (D) ATRX-dependent HNDs.

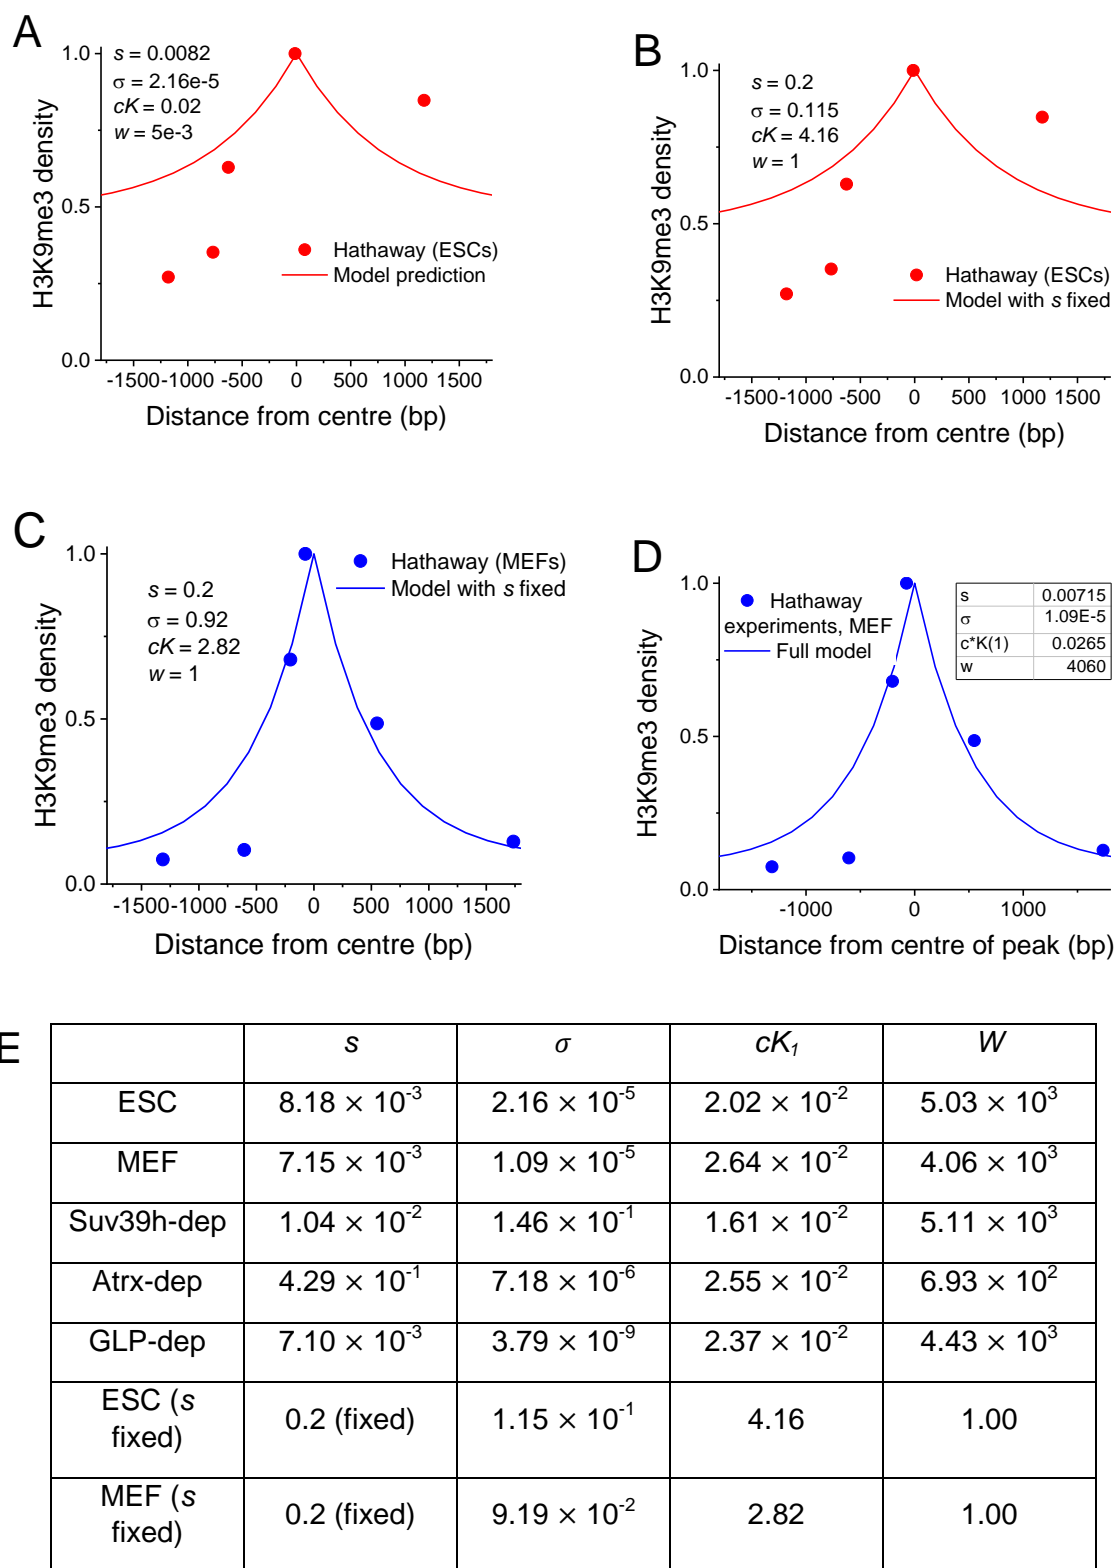

**Supplementary Figure 4.** Comparison of predicted heterochromatin profiles with those determined in artificial heterochromatin experiments of Hathaway et al (2012). (A) Artificially-induced heterochromatin in ESCs from Hathaway et al (2012) (full parameter search). (B) The same as in panel A but with fixed  $s$  parameter. (C) Artificially-induced heterochromatin in MEFs from Hathaway et al (2012) (fixed  $s$  parameter, cf. panel A). (D) Artificially-induced

heterochromatin in MEFs from Hathaway et al (2012) (full model). (E) Table of best fit parameters  $s$ ,  $\sigma$  and  $w$  for the ESC and MEF data from Hathaway et al (2012), as well as the averaged profiles for Suv39h-dependent, ATRX-dependent and GLP-dependent HNDs in ESCs.

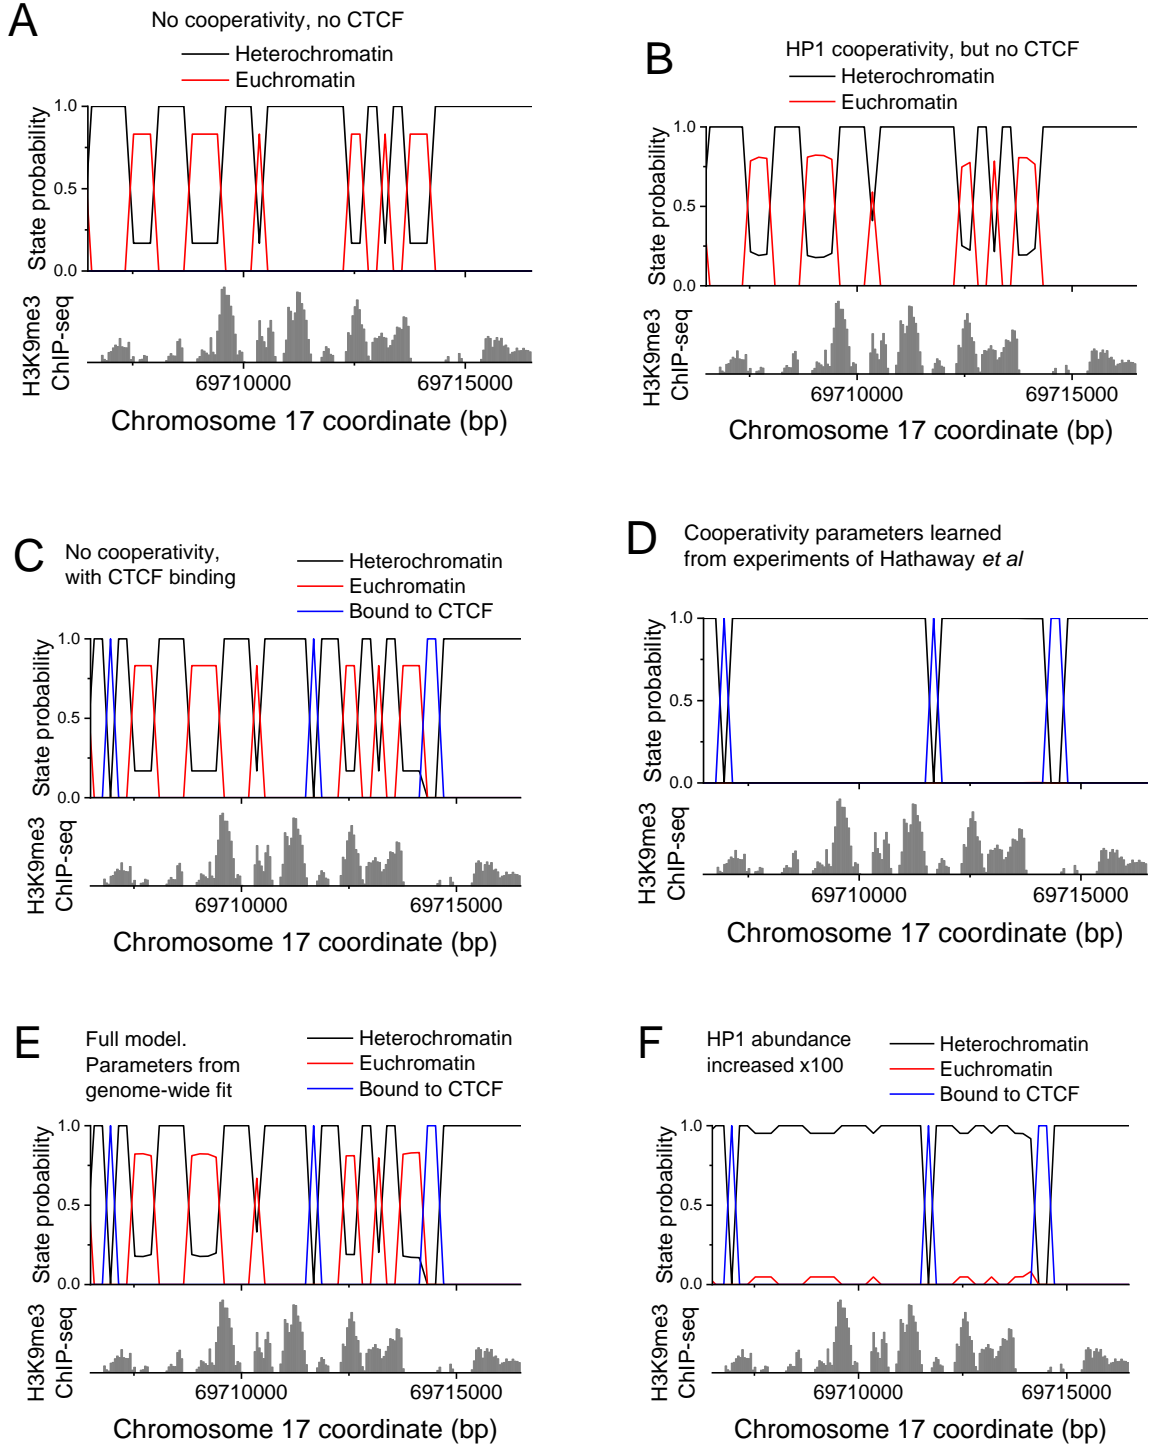

**Supplementary Figure 5.** Model predictions (top panels) and experimental H3K9me3 ChIP-Seq profiles (bottom panels) for an example region containing Suv39h-dependent HNDs. (A) No cooperativity of HP1 binding and no CTCF binding. (B) HP1 binding cooperativity but no CTCF binding. (C) CTCF binding but no HP1 cooperativity. (D) HP1 cooperativity, CTCF binding and nucleosome-nucleosome interactions ( $\sigma = 2.16e-5$ ) learned from experiments of Hathaway *et al*). (E) Full model fitted to genome-wide *in vivo* ChIP-seq data in ESCs. (F) Same as (E) but the local HP1 concentration is increased 100-fold.

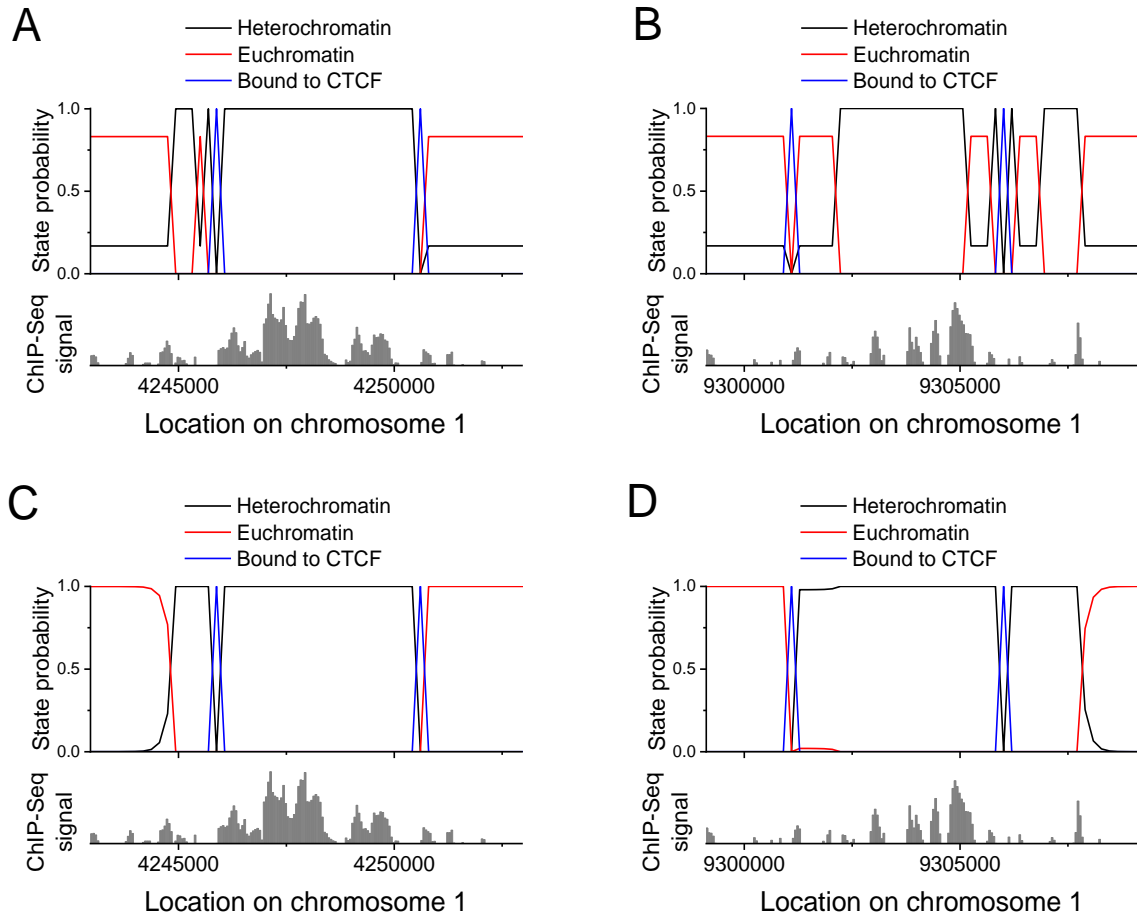

**Supplementary Figure 6.** The effect of CTCF removal exemplified for two regions containing Suv39-dependent HNDs, chr1:4242961-4252961 and chr1:9299120-9309120. (A) and (B) Predictions of the model using the best fit parameters from the Suv39-dependent heterochromatin peak size distribution, but without HP1-HP1 cooperativity. (C) and (D) predictions of the model using the parameters fitted to the Hathaway et al artificially established heterochromatin in MEF. The effect of HP1-HP1 cooperativity results in smoothing the heterochromatin propagation front and expanding the HND size.

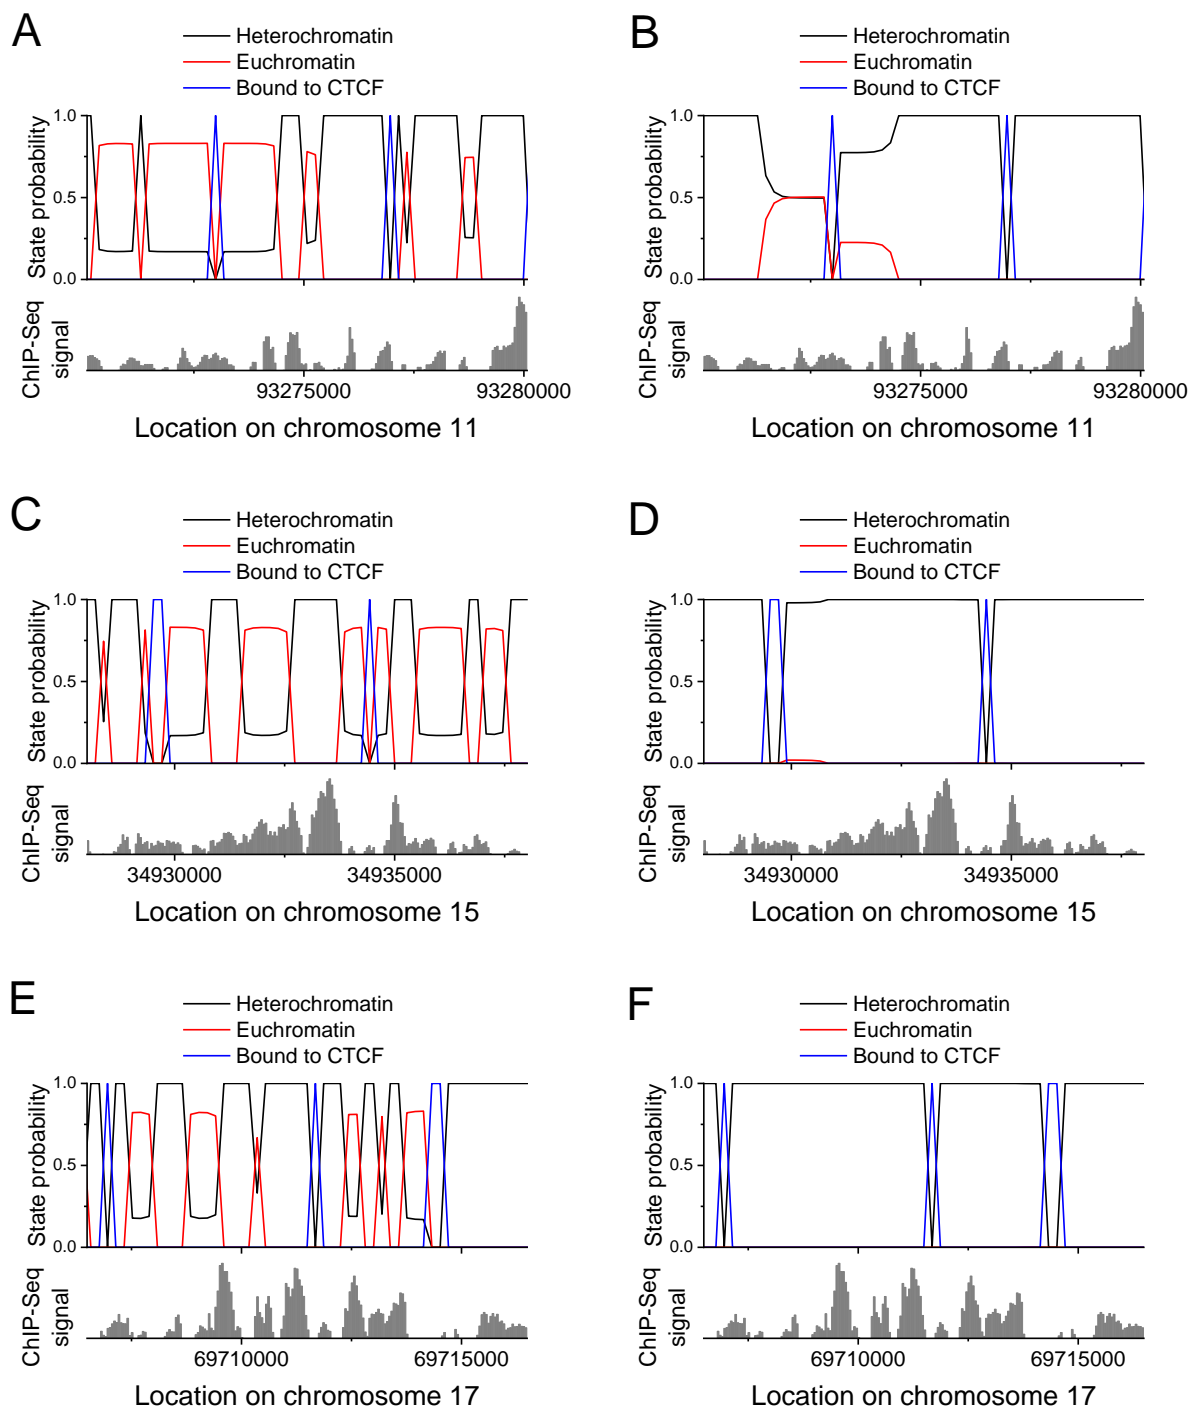

**Supplementary Figure 7.** The effect of reducing  $\sigma$  exemplified for three genomic regions containing several Suv39-dependent heterochromatin domains. Left-hand panels have been calculated for  $\sigma = 1$ ; right-hand panels for  $\sigma = 2.16 \times 10^{-5}$ .

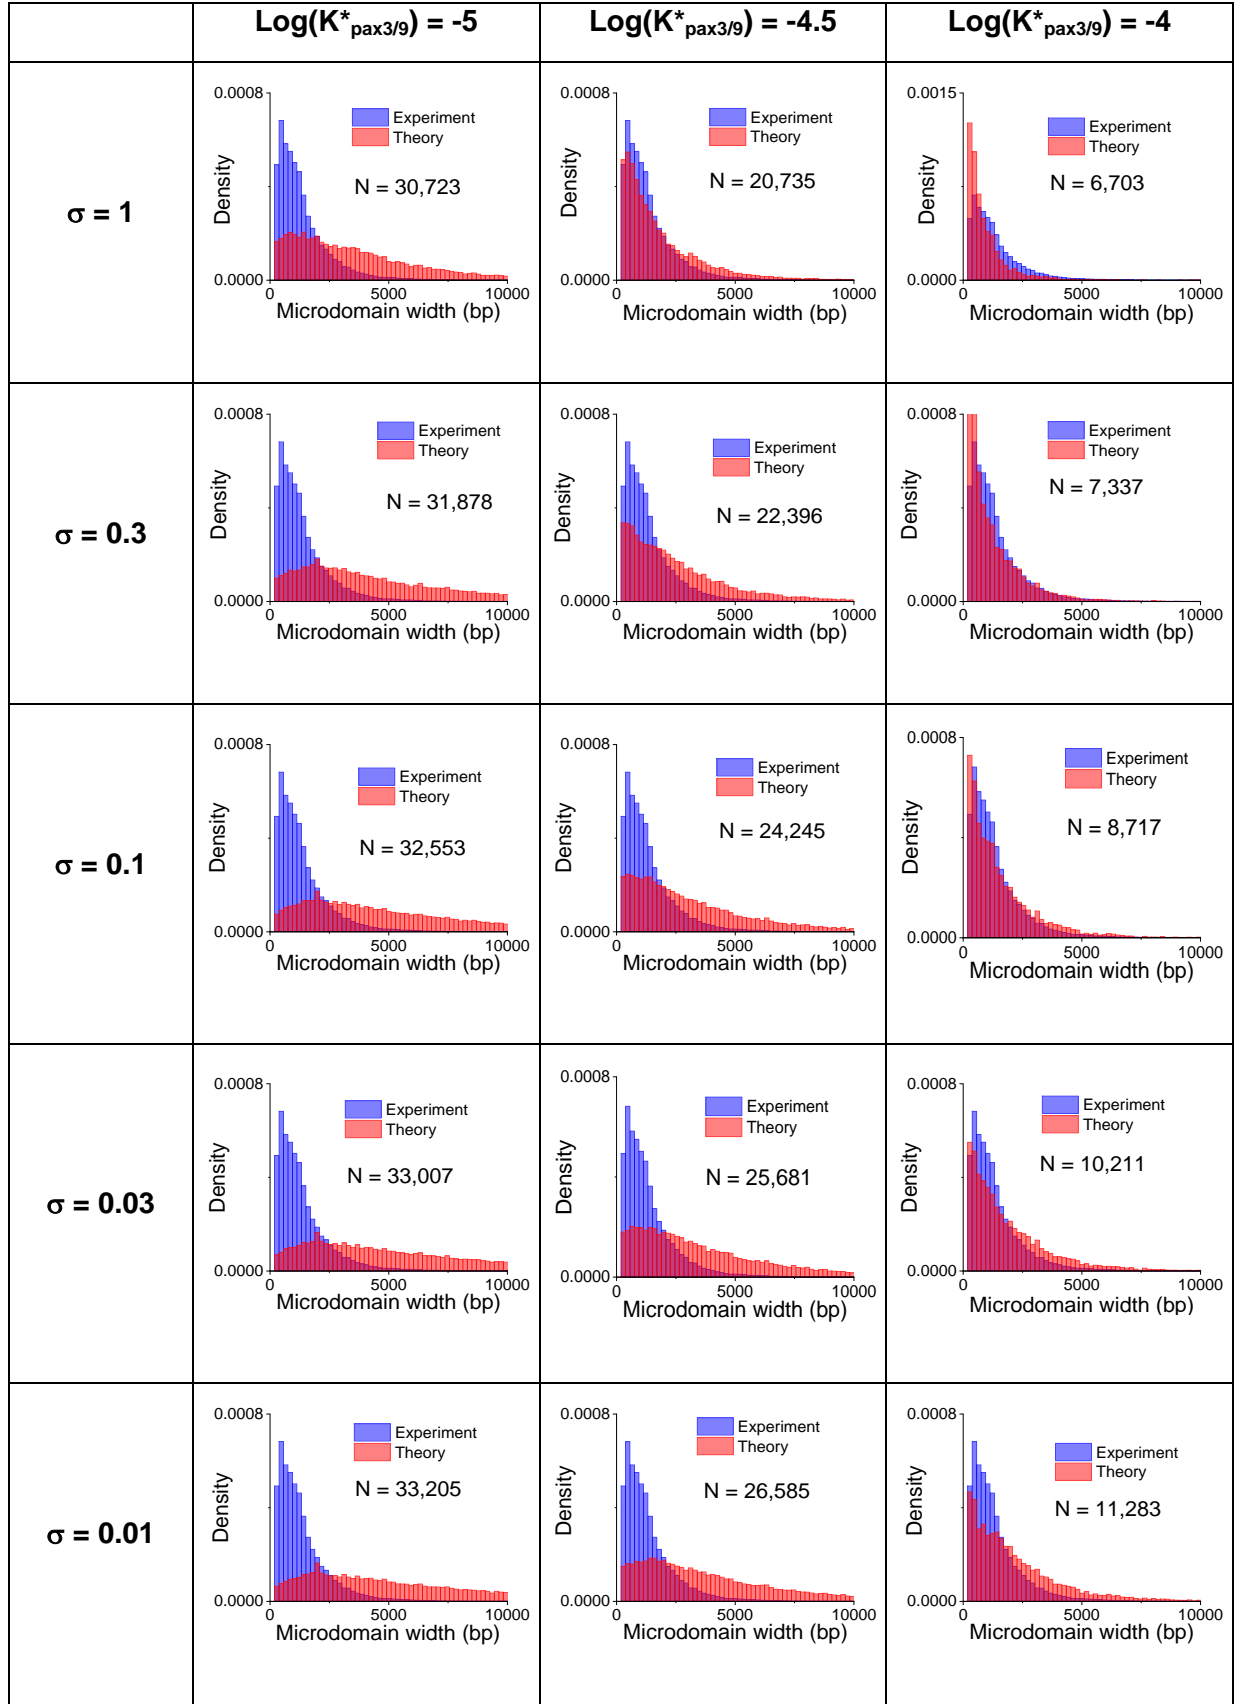

**Supplementary Figure 8.** Model predictions of Suv39h1/2-dependent nanodomain size distribution for varying values of the heterochromatin initiation threshold ( $\text{Log}(K^*_{\text{pax3/9}})$ ) and  $\sigma$  (keeping other values fixed). Increasing either  $\sigma$  or  $\text{Log}(K^*_{\text{pax3/9}})$  reduces the average HND size and the number of HNDs containing initiation sites. The best fit is in the top-middle cell.

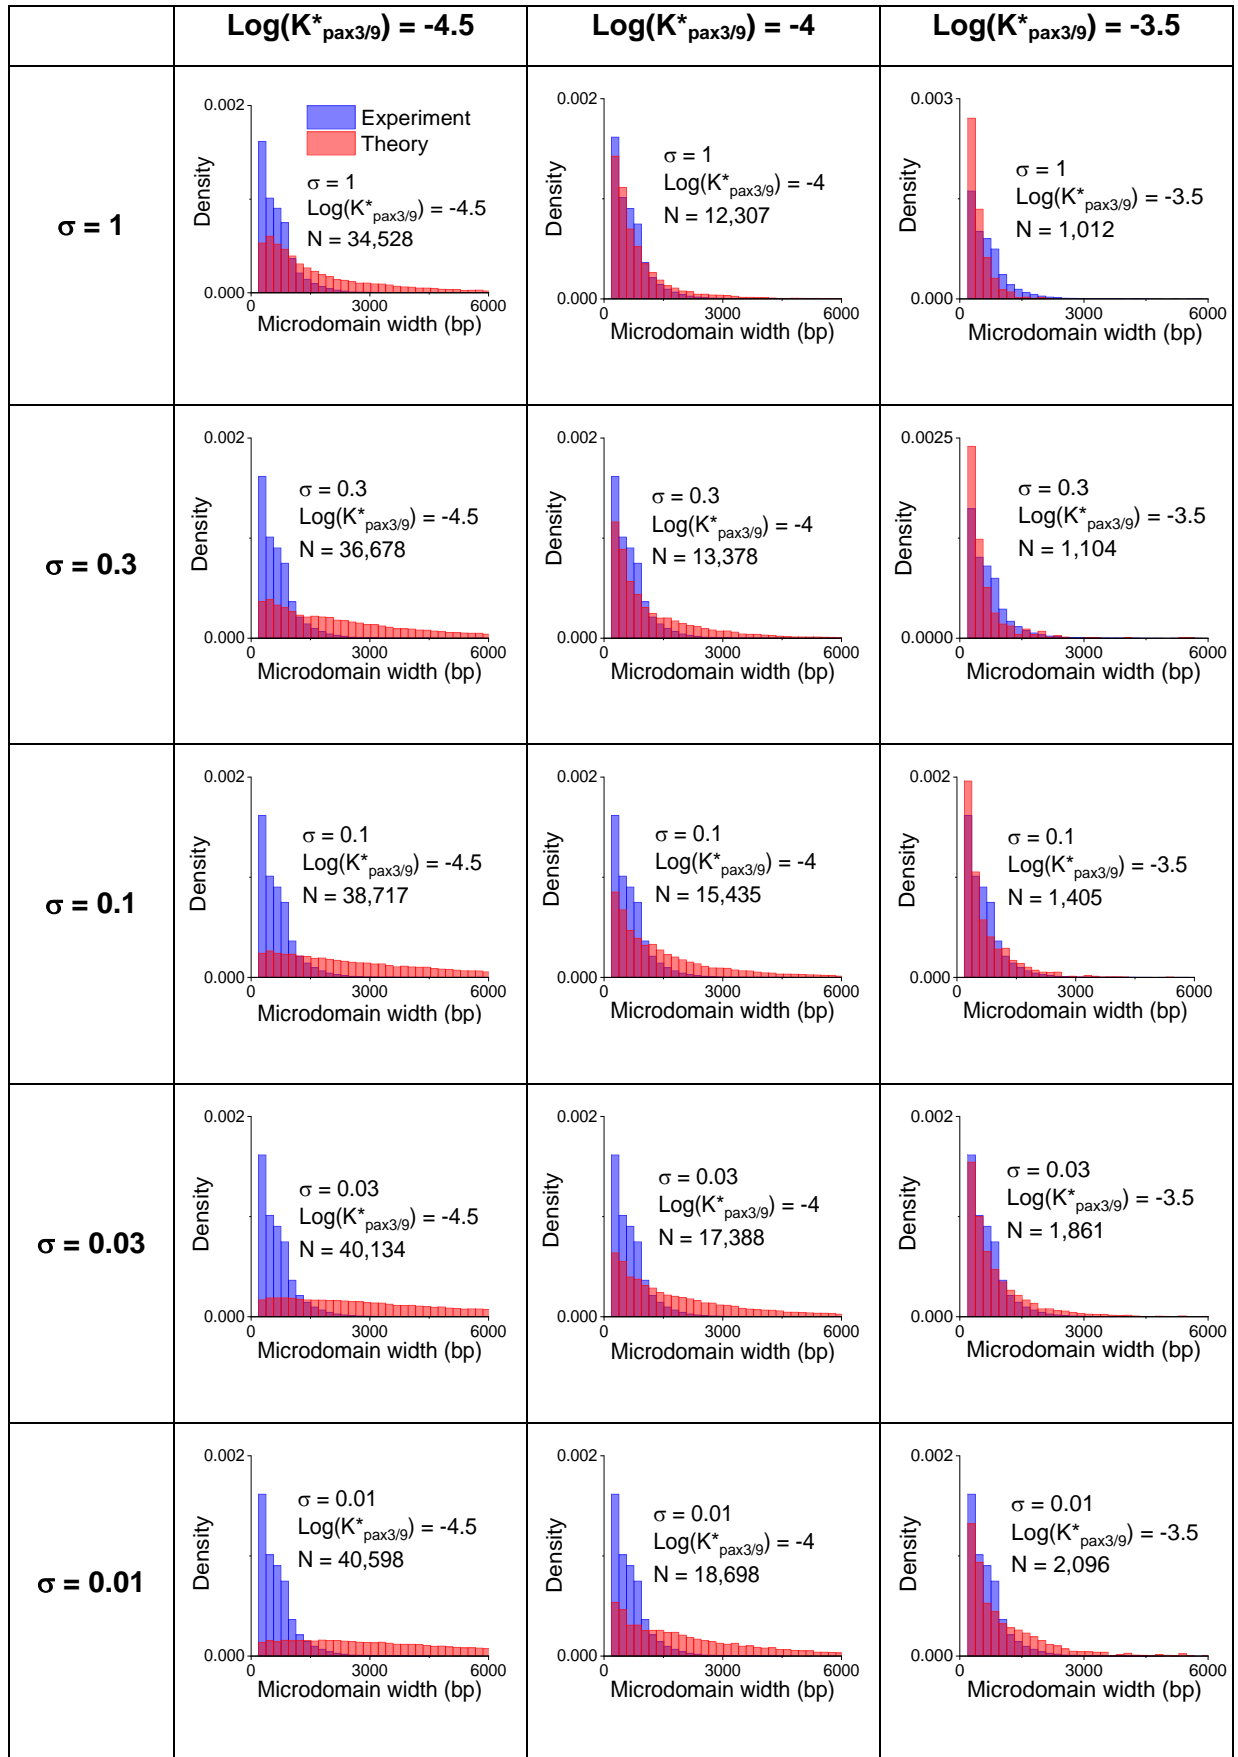

**Supplementary Figure 9.** Model predictions of GLP-dependent nanodomain size distribution for varying values of the heterochromatin initiation threshold ( $\text{Log}(K_{\text{pax3/9}}^*)$ ) and  $\sigma$  (keeping other values fixed). Increasing both  $\sigma$  and  $\text{Log}(K_{\text{pax3/9}}^*)$  reduces the average size of nanodomains and the number of regions containing heterochromatin initiation sites. The parameters chosen for the main text are in the top-middle cell of this table.

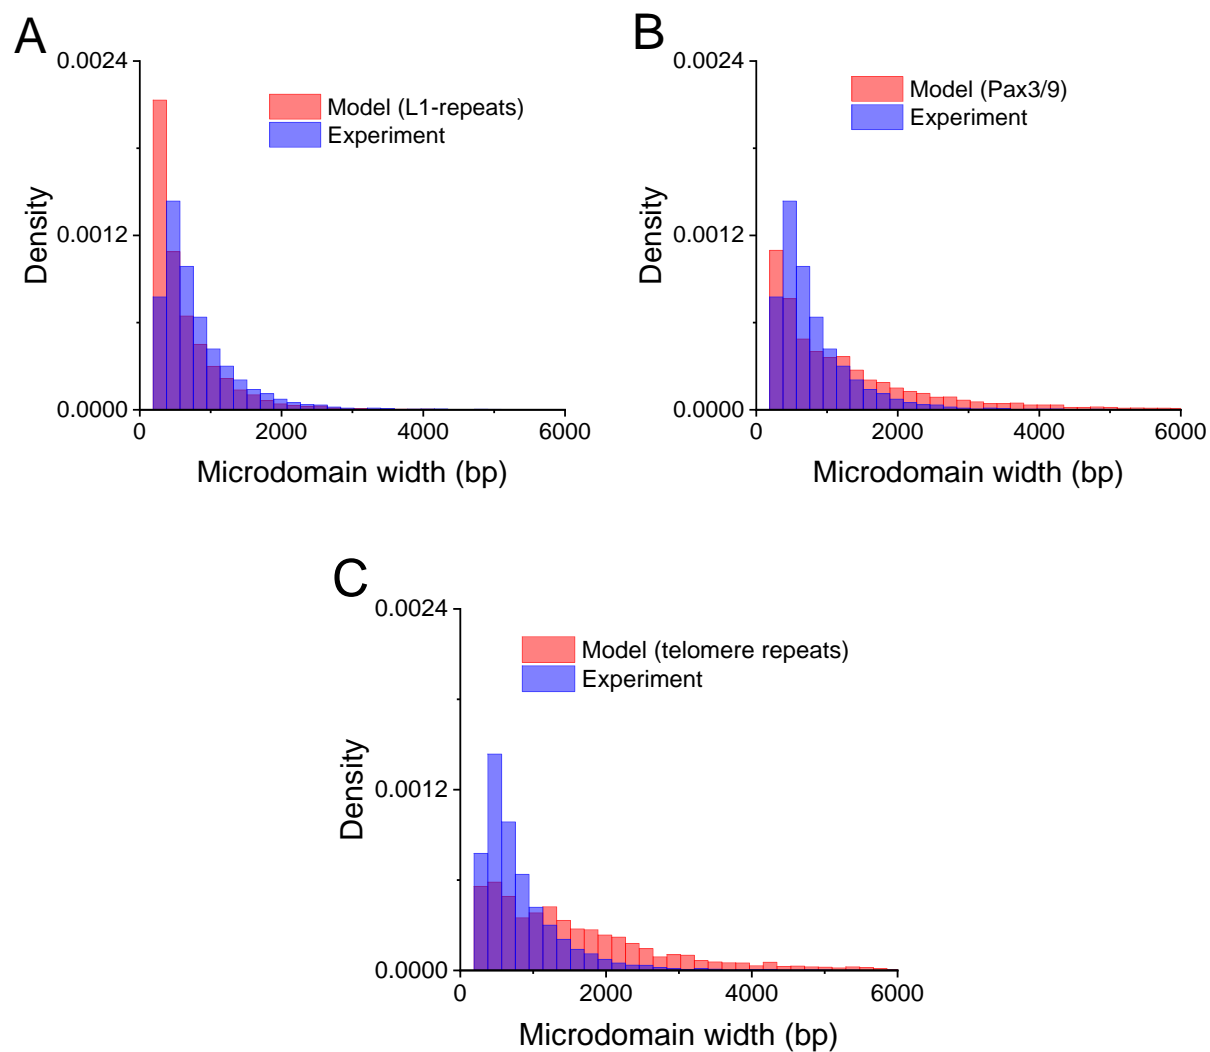

**Supplementary Figure 10.** Histograms of predicted peak distributions for the ATRX-dependent heterochromatin model using as initiation sites L1 repeats (A), PAX3/9 binding sites (B) and TERRA IncRNA-enriching telomere repeats (C).

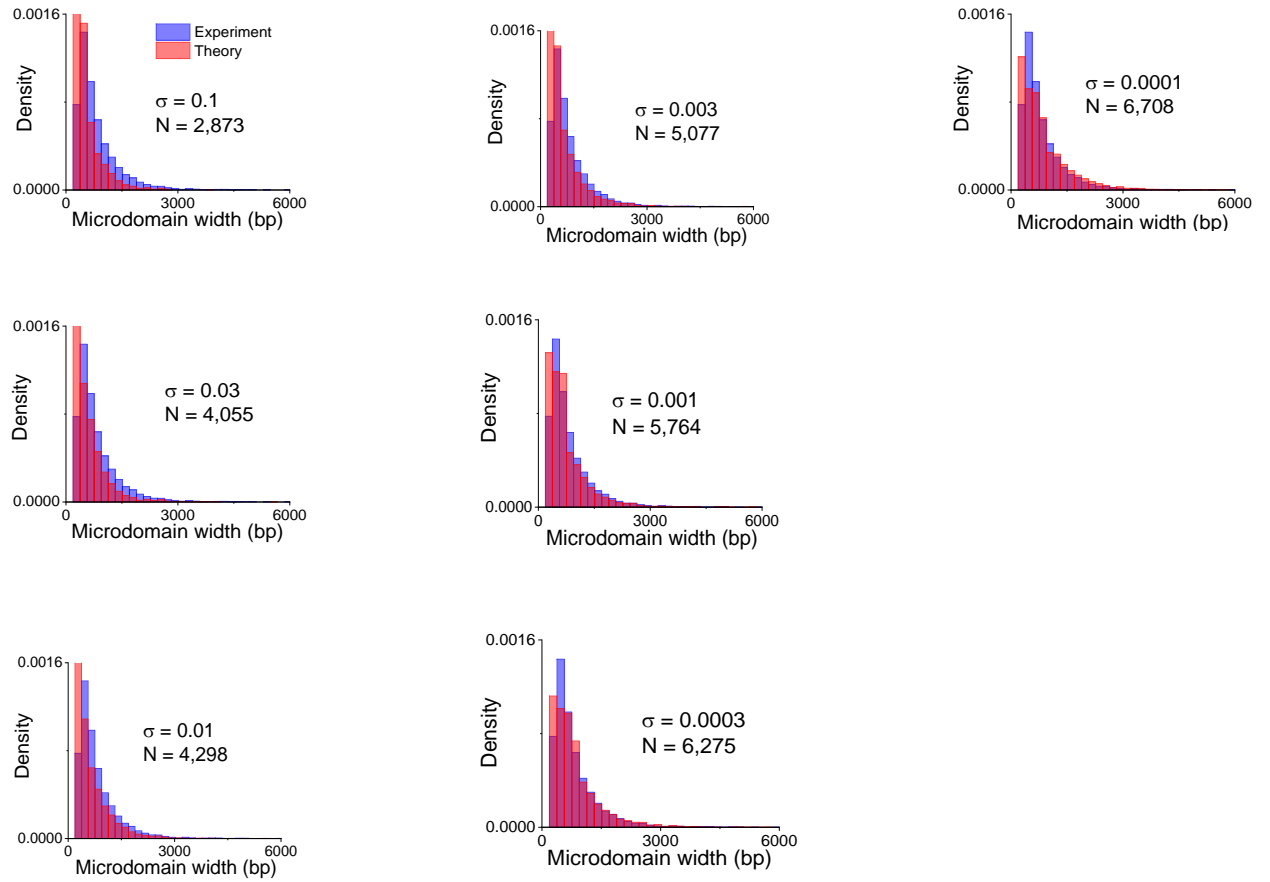

**Supplementary Figure 11:** Model predictions of ATRX-dependent nanodomain size distribution with experimental data for different choices of the boundary formation parameter  $\sigma$  using the L1 repeat-initiating model. Increasing  $\sigma$  reduces the size and number of peaks in the resulting distribution. In this case, heterochromatin is initiated in the model by the recognition of the repeat location, so the log-affinity threshold as it was in the Pax3/9-initiating model is not relevant. The choices of  $\sigma$  are indicated on the figure.

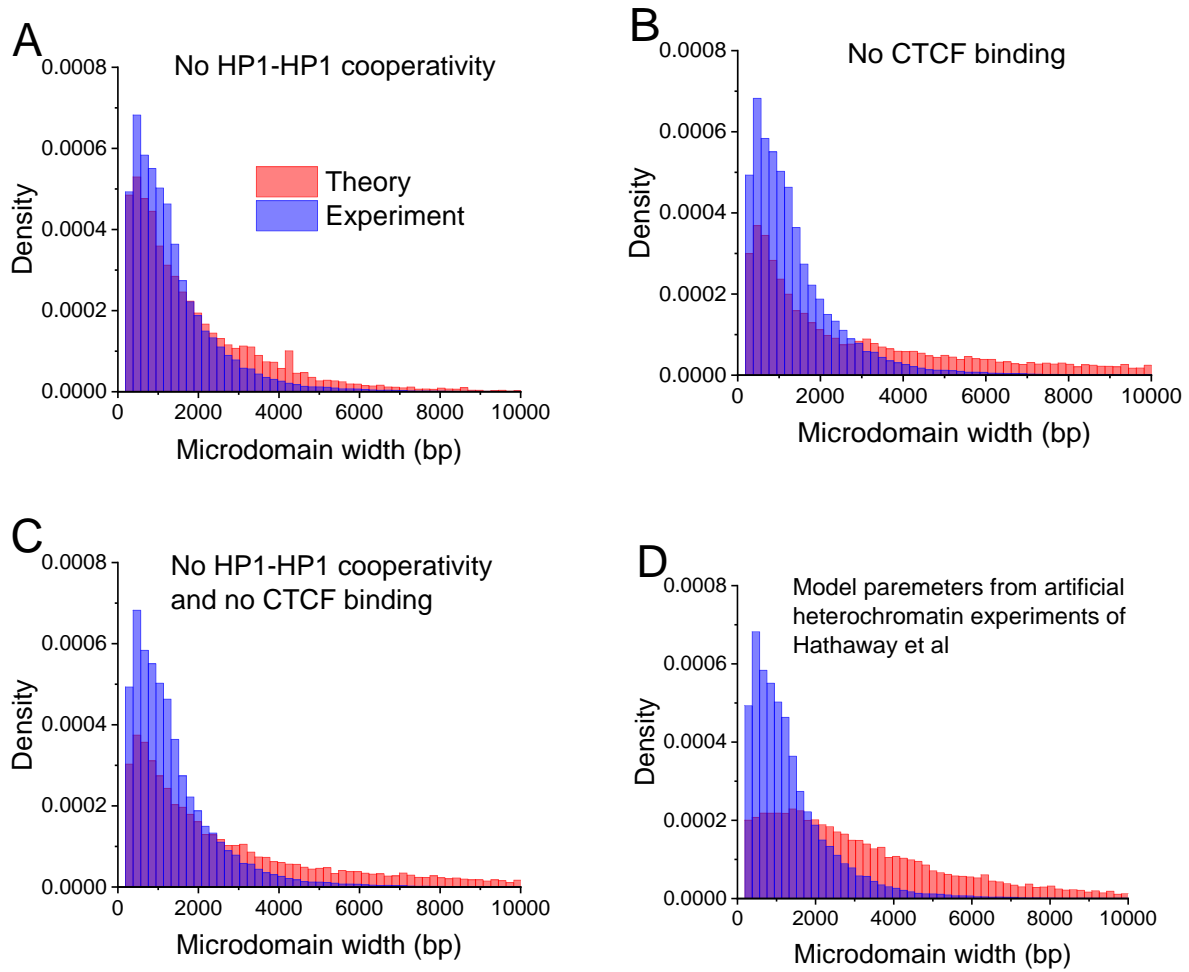

**Supplementary Figure 12.** The effects of HP1-HP1 cooperativity and CTCF binding on Suv39h-dependent heterochromatin formation. (A) Model without HP1-HP1 cooperativity. (B) Model without CTCF binding. (C) Model without CTCF binding and HP1-HP1 cooperativity. (D) Model using the parameters derived from the Hathaway et al <sup>12</sup> experiments for artificial heterochromatin establishment in ESCs.

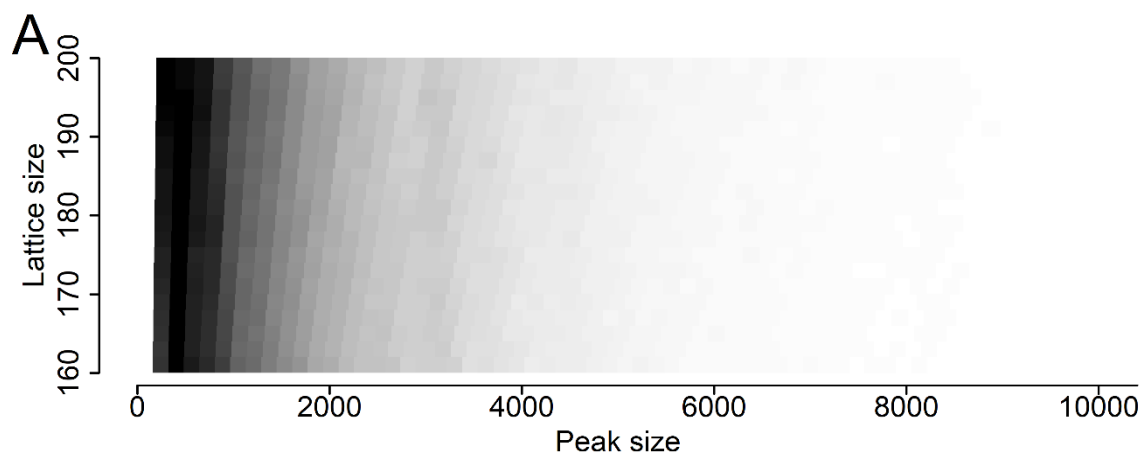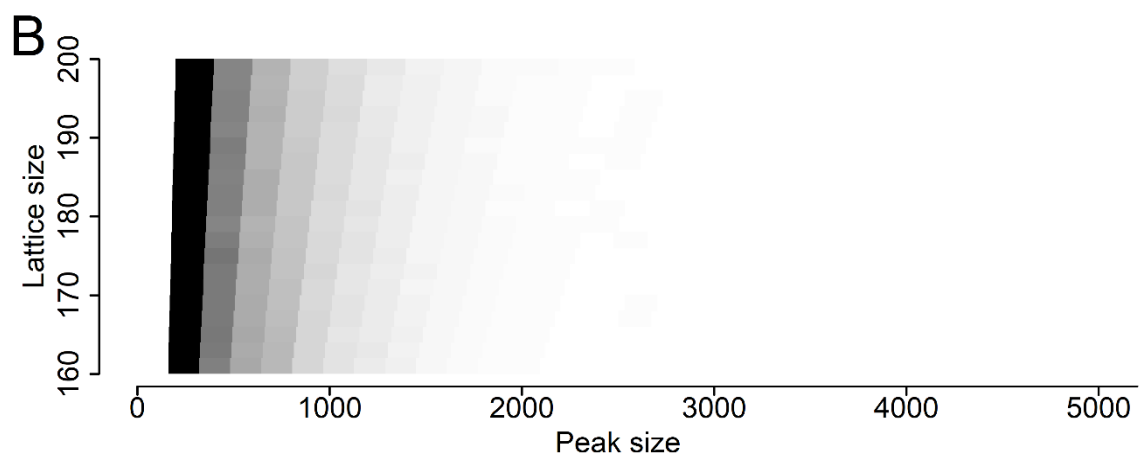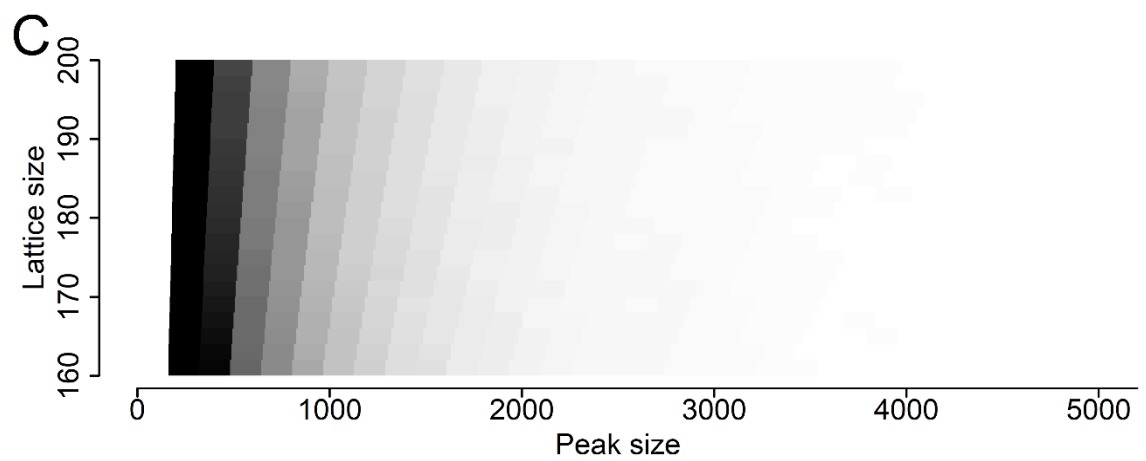

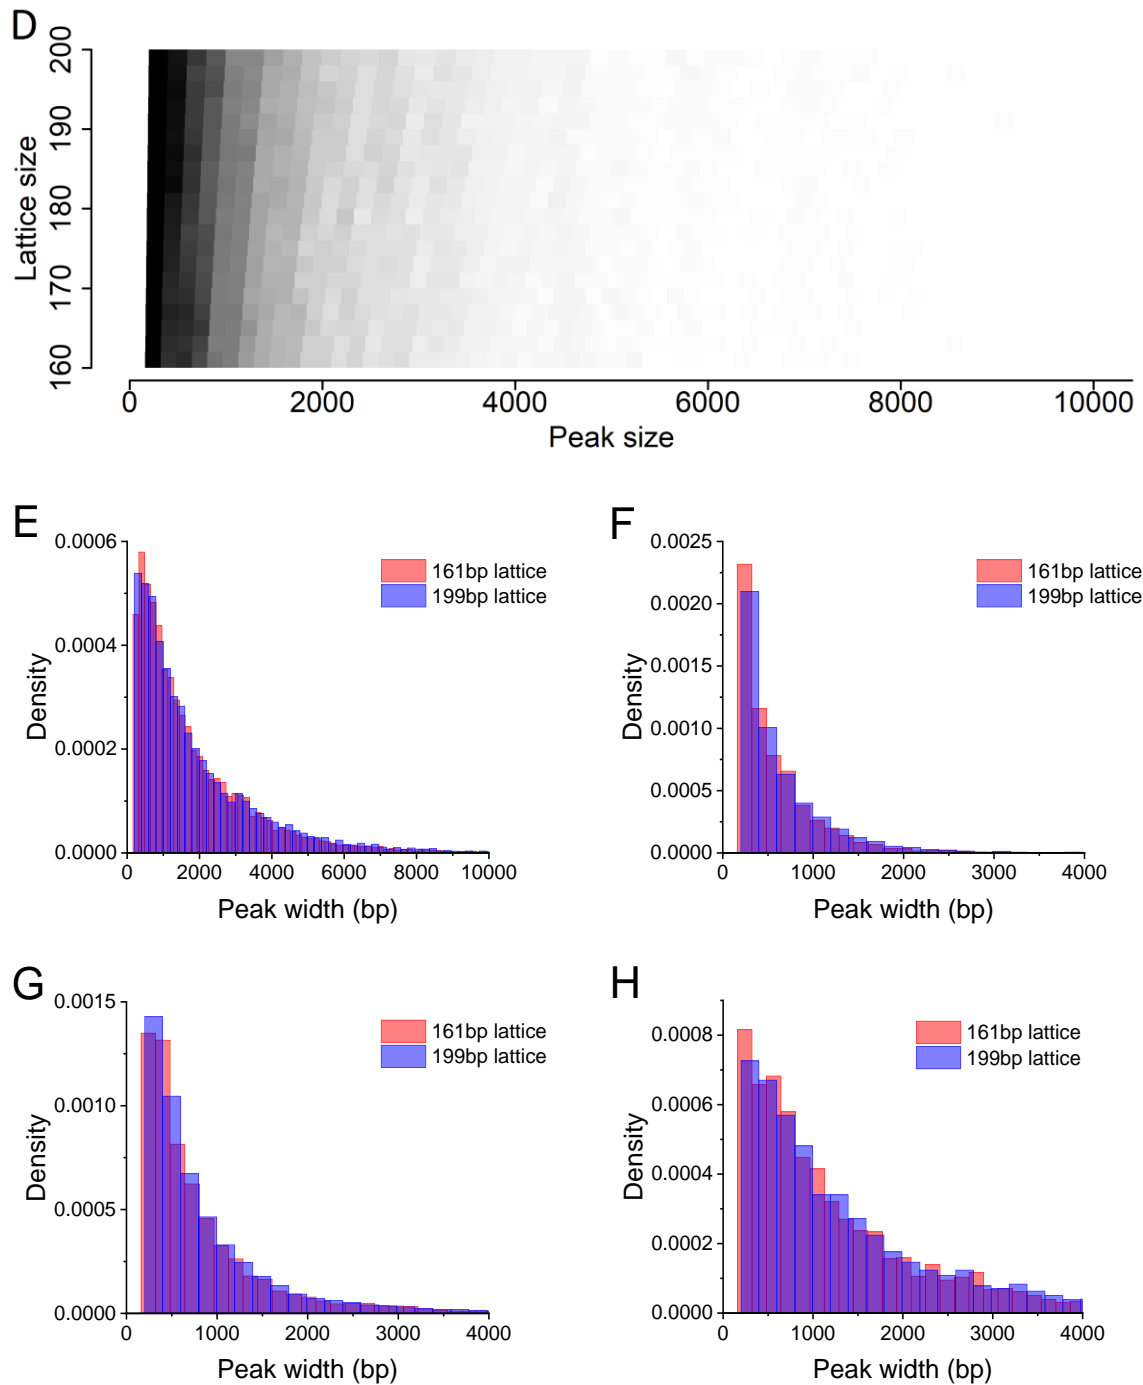

**Supplementary Figure 13.** Effect of the assumed chromatin lattice unit size (NRL) on the nanodomain size distribution. Darker areas indicate more peaks of that size in the distribution. (A) Suv39h-dependent heterochromatin. (B) ATRX-dependent heterochromatin. (C) GLP-dependent heterochromatin. (D) ADNP-dependent chromatin. (E-H) Comparisons of the predicted peak distributions for 161bp and 199bp lattice size for (E) Suv39h, (F) ATRX-dependent, (G) GLP-dependent HNDs and (H) ADNP-dependent HNDs.

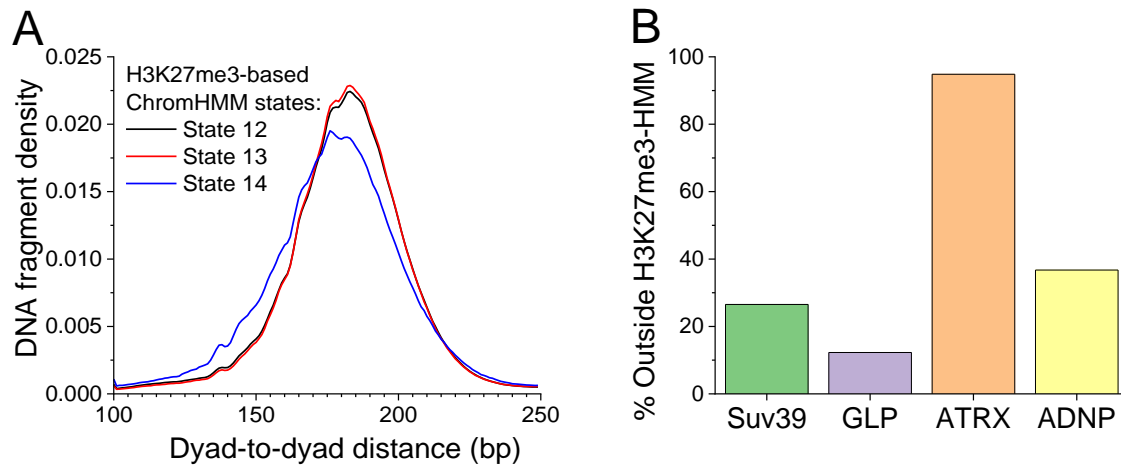

**Supplementary Figure 14.** (A) Nucleosome dyad-to-dyad distance distribution based on chemical mapping<sup>29</sup> for heterochromatin states determined using ChromHMM<sup>28</sup>. (B) Nucleosome dyad-to-dyad distance distributions for Suv39-, ATRX-, GLP-dependent HNDs that do not intersect with any of the three ChromHMM heterochromatin states.

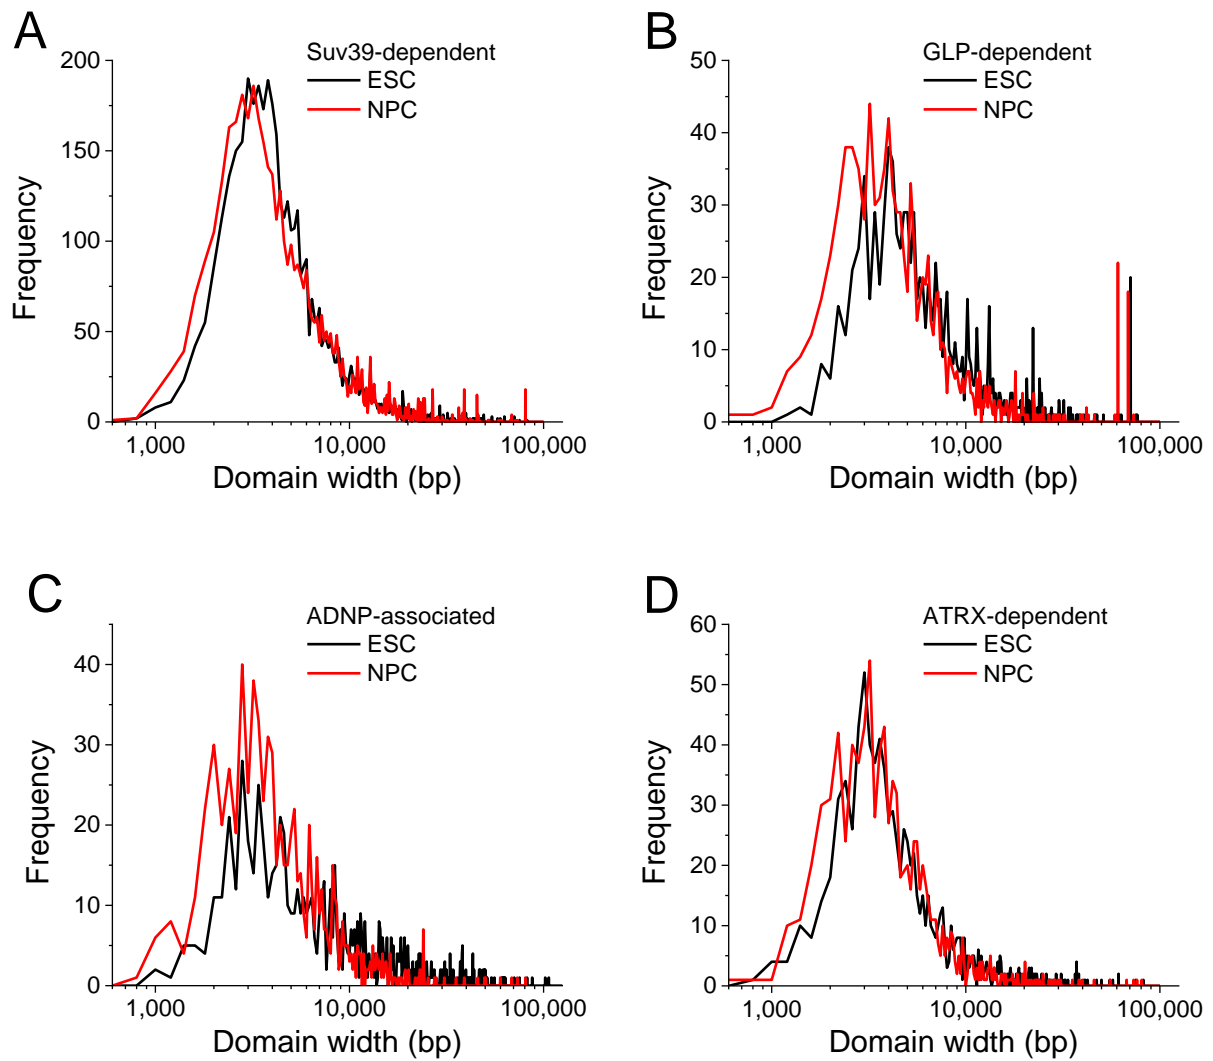

**Supplementary Figure 15.** Experimental distribution of HND sizes in ESCs vs. neural progenitor cells (NPCs) differentiated from them. Only heterochromatin regions which overlap between ESCs and NPCs were considered. (A) Suv39-dependent ( $n = 4510$ ), (B) GLP-dependent ( $n = 1055$ ), (C) ADNP-associated ( $n = 799$ ), (D) ATRX-dependent H3K9-methylated domains ( $n = 961$ ).

**A**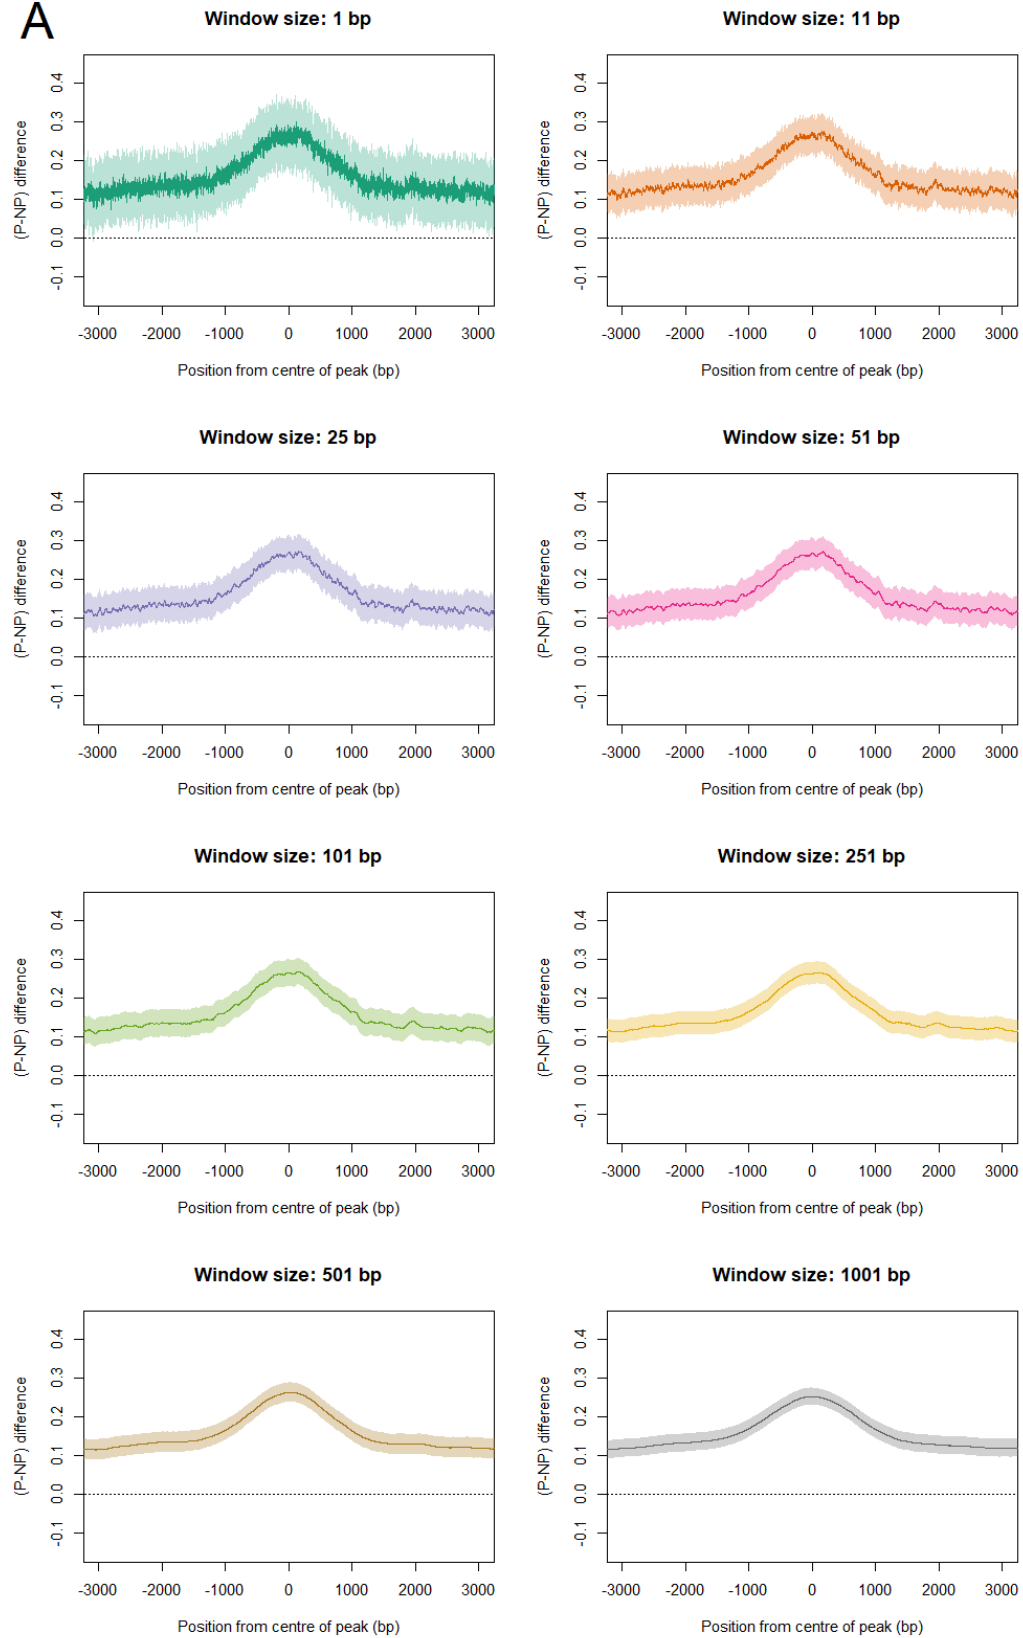

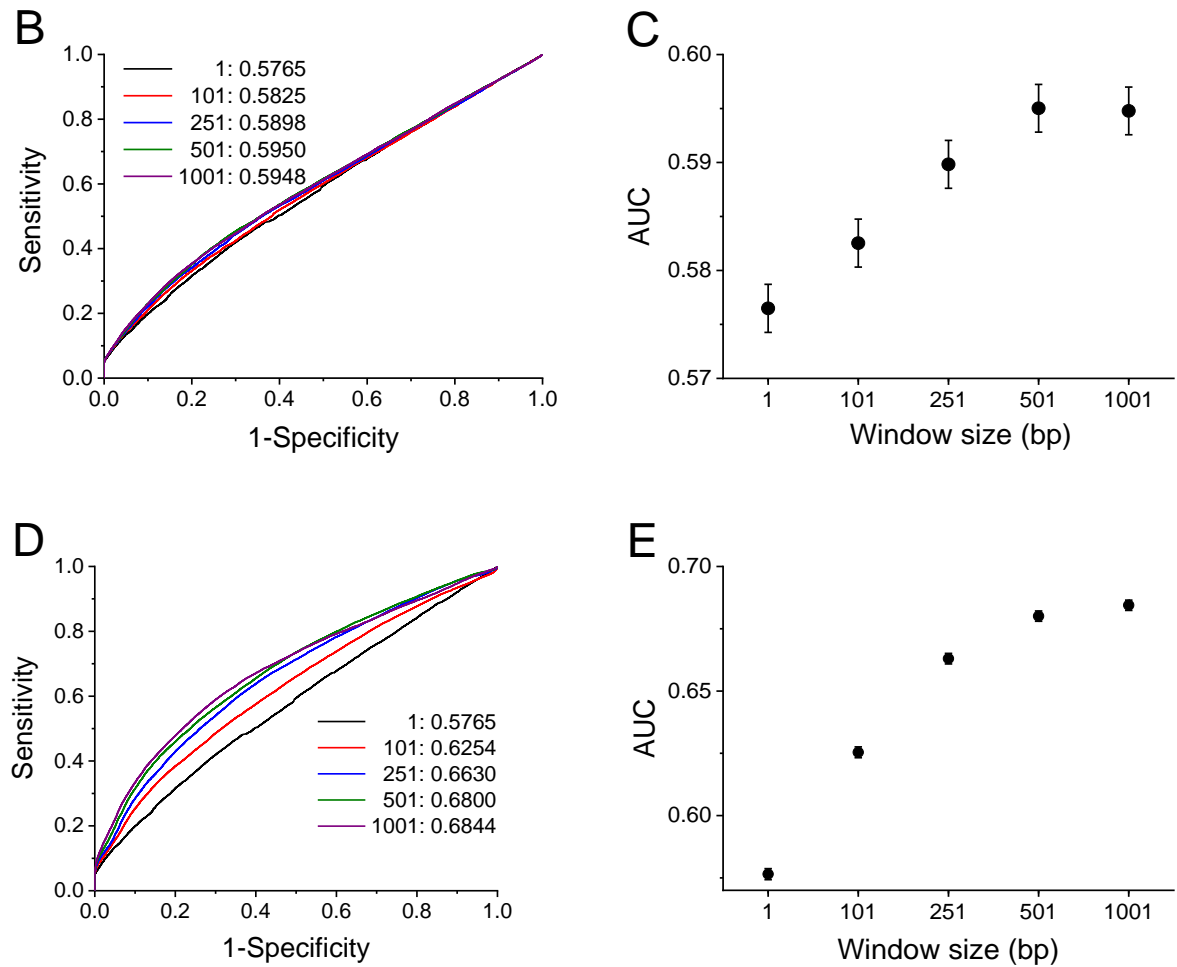

**Supplementary Figure 16.** TF-DNA binding affinity scores calculated using TRAP algorithm across Suv39h-dependent heterochromatin regions for different values of smoothing window: 1, 101, 251, 501 and 1001-bp centred geometrically averaged windows. (A) The difference between the logarithms of the affinity of TF-DNA binding geometrically averaged across ChIP-seq peaks (P) and non-peak regions (NP). The difference between the means of the logarithms of the affinity profiles for peaks and non-peaks is plotted, along with a band showing  $\pm 5$  times the sum of the standard errors for P and NP shown around the average line. (B) ROC curves based on the TRAP score with the matched non-peak regions, with AUCs for each window size shown. (C) Calculated AUCs for each window size with estimated standard error. (D) and (E) ROC and calculated AUC values using arithmetical smoothing for the same conditions as (B) and (C). In (C) and (E) the standard errors are computed with the integrated algorithm of ROC curve calculation in Origin Pro as detailed in the program manual (<https://www.originlab.com/doc/en/Origin-Help/ROCCurve-Algorithm>).

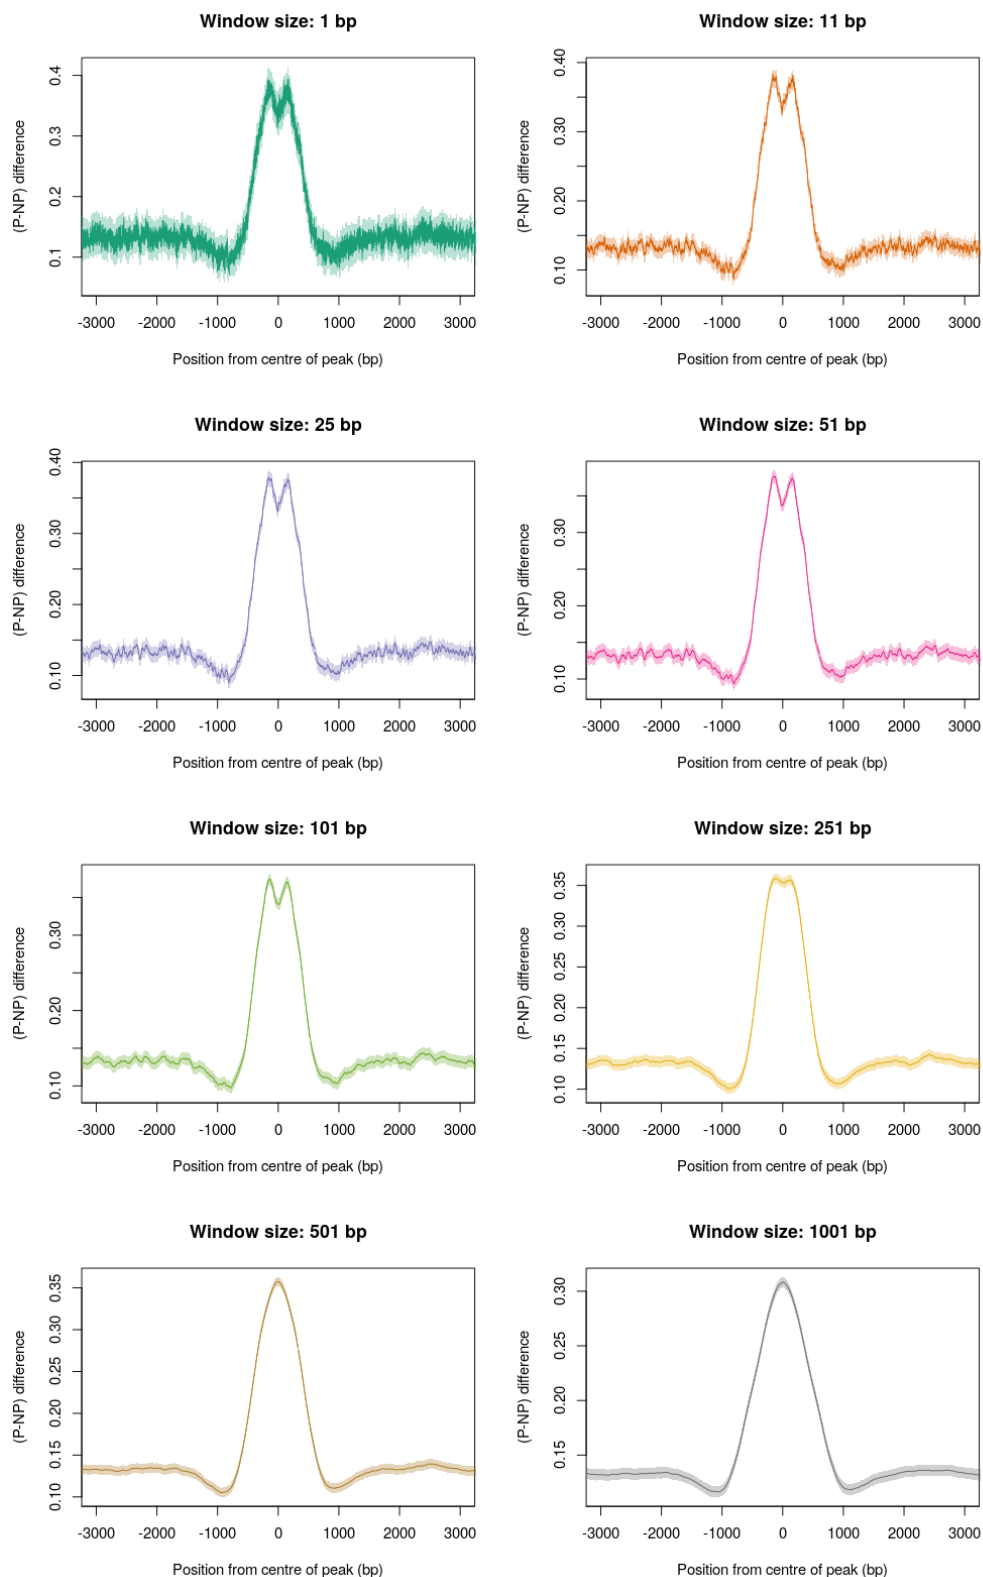

**Supplementary Figure 17.** TF-DNA binding affinity scores calculated using TRAP algorithm across GLP-dependent heterochromatin for different values of smoothing window. Values of 1, 101, 251, 501 and 1001-bp centred geometrically-averaged windows are shown. Similar to Figure S16, the difference between the logarithms of the affinity TF-DNA binding geometrically averaged across all peaks (P) non-peak regions (NP) as a solid line, and a band of  $\pm 2$  standard errors is shown on either side of the average.

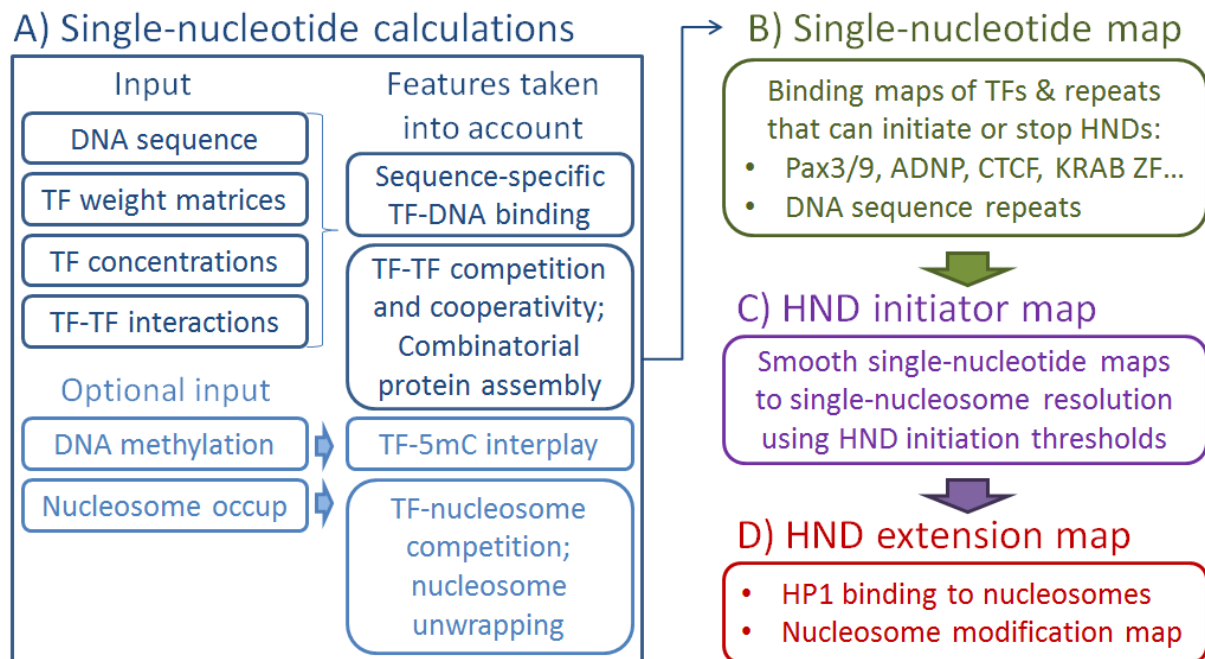

**Supplementary Figure 18. ChromHL calculation workflow.** (A) The input to the calculations with single-nucleotide resolution and the biophysical features taken into account. (B) The single-nucleotide resolution protein occupancies (binding maps) produced as a result step (A). (C) The coarse-graining of single-nucleotide resolution maps to arrive to the single-nucleosome resolution lattice; applying HND initiation thresholds to define elements of the nucleosome lattice that act as HND initiators. (D) Calculation with the nucleosome-resolution model to define the extension of HNDs and their boundaries.

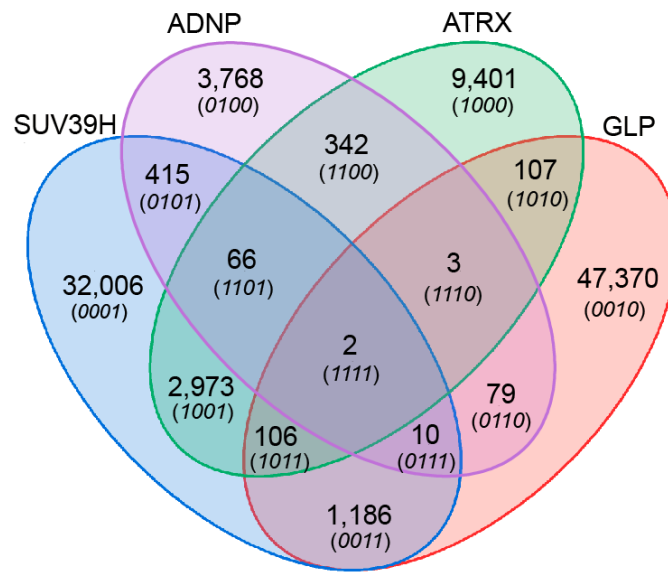

**Supplementary Figure 19. Venn diagram showing intersections between different types of HNDs.** The intersections are designated with a binary 1/0 code where “1” at position xxx1 corresponds to SUV39H HNDs, xx1x - GLP HNDs, x1xx - ADNP HNDs, 1xxx - ATRX HNDs.

**Supplementary Table 1. Repeat motifs overlapping ATRX-dependent heterochromatin peaks.**

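The table counts overlaps of the ATRX-dependent peaks with repeats at the level of name, class and family, so a peak that overlaps several copies can count several times. Set against the 13113 listed HNDs, the paper's 5643 overlaps with the L1 family correspond to 43.0% if each fell in a different HND. The paper's counts for L1Md_F2, L1Md_T, L1Md_A and L1Md_F sum to 2071, or 15.8% of the number of HNDs. Its 9483 overlaps with the LTR class correspond to 72.3%.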

The most frequently found repeats overlapping ATRX-dependent heterochromatin peaks are shown. Repeats were ordered by the repeat name, class of repeat and repeat family. Repeat annotations were obtained from the RepeatMasker track for *Mus musculus* (mm9) on the UCSC Genome Browser.

**Supplementary Table 2. Chromatin features of different endogenous HND types**

<sup>a</sup> Protein factor upon which the HNDs are dependent in ESCs

<sup>b</sup> Domain size as described by the full width at half maximum of the aggregated H3K9me2/3 density plots shown in Fig. 3A-D

<sup>c</sup> Correlation coefficient between nanodomain size and the number of initiation motifs per domain.

**Supplementary Table 3. Parameters of ChromHL models for the four types of HNDs in Figure 4.**

<sup>a</sup> Protein factor upon which the HNDs are dependent in ESCs.

<sup>b</sup> The nucleation factor is the chromatin protein that initiates HND formation.

<sup>c</sup> Log-affinity threshold for the binding probability of the nucleation factor that is enough to initiate HND formation. For ATRX-dependent HNDs, there is no threshold as the presence of any L1 repeat is enough to initiate HND in this model.

<sup>d</sup> In this calculation s was set at 0.2, like the latter fits in Figure S4. Fixing s at this value does not change the quality of the fit, as shown in that figure.

<sup>e</sup> This parameter was selected from the parameters fit from the Hathaway et al. fits (Figure S4). The resulting models are insensitive to the exact value of w, but not its order of magnitude. To simplify the fitting, w was fixed at 100

**Supplementary Table 4. Position weight matrix (PWM) for ADNP based on 100-bp summits of 600 top ADNP-bound ChIP-seq peaks from Ostapcuk et al <sup>15</sup>.**

## Supplementary References

1. Teif, V.B. & Rippe, K. Predicting nucleosome positions on the DNA: combining intrinsic sequence preferences and remodeler activities. *Nucleic Acids Res* **37**, 5641-5655 (2009).
2. Teif, V.B. General transfer matrix formalism to calculate DNA-protein-drug binding in gene regulation: application to O<sub>R</sub> operator of phage  $\lambda$ . *Nucleic Acids Res* **35**, e80 (2007).
3. Teif, V.B. & Rippe, K. Statistical-mechanical lattice models for protein-DNA binding in chromatin. *J Phys Condens Matter* **22**, 414105 (2010).
4. Teif, V.B., Ettig, R. & Rippe, K. A lattice model for transcription factor access to nucleosomal DNA. *Biophys J* **99**, 2597-2607 (2010).
5. Teif, V.B., Keppler, N., Yserentant, K., Wedemann, G. & Rippe, K. Affinity, stoichiometry and cooperativity of heterochromatin protein 1 (HP1) binding to nucleosomal arrays. *J Phys Condens Matter* **27**, 064110 (2015).
6. Teif, V.B. & Rippe, K. Nucleosome mediated crosstalk between transcription factors at eukaryotic enhancers. *Phys Biol* **8**, 044001 (2011).
7. Ising, E. Beitrag zur Theorie des Ferromagnetismus. *Z. Phys.* **31**, 253-258 (1925).
8. Wartell, R.M. & Benight, A.S. Thermal denaturation of DNA molecules: A comparison of theory with experiment. *Physics Reports* **126**, 67-107 (1985).
9. McGhee, J.D. Theoretical calculations of the helix-coil transition of DNA in the presence of large, cooperatively binding ligands. *Biopolymers* **15**, 1345-1375 (1976).
10. Teif, V.B. et al. Taking into account nucleosomes for predicting gene expression. *Methods* **62**, 26-38 (2013).
11. Canzio, D. et al. Chromodomain-mediated oligomerization of HP1 suggests a nucleosome-bridging mechanism for heterochromatin assembly. *Mol Cell* **41**, 67-81 (2011).
12. Hathaway, N.A. et al. Dynamics and memory of heterochromatin in living cells. *Cell* **149**, 1447-1460 (2012).
13. Bulut-Karslioglu, A. et al. A transcription factor-based mechanism for mouse heterochromatin formation. *Nat Struct Mol Biol* **19**, 1023-1030 (2012).
14. Liu, N. et al. Recognition of H3K9 methylation by GLP is required for efficient establishment of H3K9 methylation, rapid target gene repression, and mouse viability. *Genes Dev* **29**, 379-393 (2015).
15. Ostapcuk, V. et al. Activity-dependent neuroprotective protein recruits HP1 and CHD4 to control lineage-specifying genes. *Nature* **557**, 739-743 (2018).
16. Teif, V.B. Ligand-induced DNA condensation: choosing the model. *Biophys J* **89**, 2574-87 (2005).
17. Teif, V.B., Haroutiunian, S.G., Vorob'ev, V.I. & Lando, D.Y. Short-range interactions and size of ligands bound to DNA strongly influence adsorptive phase transition caused by long-range interactions. *J Biomol Struct Dyn* **19**, 1093-1100 (2002).
18. Rippe, K. Liquid-Liquid Phase Separation in Chromatin. *Cold Spring Harb Perspect Biol* (2021).
19. Langmead, B. & Salzberg, S.L. Fast gapped-read alignment with Bowtie 2. *Nat Methods* **9**, 357-359 (2012).
20. Janssen, A., Colmenares, S.U. & Karpen, G.H. Heterochromatin: Guardian of the Genome. *Annu Rev Cell Dev Biol* **34**, 265-288 (2018).
21. Lehnertz, B. et al. Suv39h-Mediated Histone H3 Lysine 9 Methylation Directs DNA Methylation to Major Satellite Repeats at Pericentric Heterochromatin. *Current Biology* **13**, 1192-1200 (2003).
22. Langmead, B., Trapnell, C., Pop, M. & Salzberg, S.L. Ultrafast and memory-efficient alignment of short DNA sequences to the human genome. *Genome Biol* **10**, R25 (2009).
23. Beshnova, D.A., Cherstvy, A.G., Vainshtein, Y. & Teif, V.B. Regulation of the nucleosome repeat length in vivo by the DNA sequence, protein concentrations and long-range interactions. *PLoS Comput Biol* **10**, e1003698 (2014).

24. Peters, A.H. et al. Loss of the Suv39h histone methyltransferases impairs mammalian heterochromatin and genome stability. *Cell* **107**, 323-37 (2001).
25. Ramirez, F. et al. deepTools2: a next generation web server for deep-sequencing data analysis. *Nucleic Acids Res* **44**, W160-5 (2016).
26. Robinson, J.T. et al. Integrative genomics viewer. *Nat Biotechnol* **29**, 24-6 (2011).
27. Molitor, J., Mallm, J.P., Rippe, K. & Erdel, F. Retrieving Chromatin Patterns from Deep Sequencing Data Using Correlation Functions. *Biophys J* **112**, 473-490 (2017).
28. Bogu, G.K. et al. Chromatin and RNA Maps Reveal Regulatory Long Noncoding RNAs in Mouse. *Mol Cell Biol* **36**, 809-819 (2015).
29. Voong, L.N. et al. Insights into Nucleosome Organization in Mouse Embryonic Stem Cells through Chemical Mapping. *Cell* **167**, 1555-1570 (2016).

# Supplementary material for: DNA sequence-dependent formation of heterochromatin nanodomains
**Source:** Nat Commun. 2022 Apr 6;13:1861. doi: 10.1038/s41467-022-29360-y
**Supplement:** Supplementary file 2 — Reporting summary

## Reporting Summary

Nature Research wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Research policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

- ☐ ☒ The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement
- ☐ ☒ A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
- ☐ ☒ The statistical test(s) used AND whether they are one- or two-sided  
*Only common tests should be described solely by name; describe more complex techniques in the Methods section.*
- ☒ ☐ A description of all covariates tested
- ☐ ☒ A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
- ☐ ☒ A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
- ☐ ☒ For null hypothesis testing, the test statistic (e.g.  $F$ ,  $t$ ,  $r$ ) with confidence intervals, effect sizes, degrees of freedom and  $P$  value noted  
*Give  $P$  values as exact values whenever suitable.*
- ☒ ☐ For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
- ☐ ☒ For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
- ☐ ☒ Estimates of effect sizes (e.g. Cohen's  $d$ , Pearson's  $r$ ), indicating how they were calculated

*Our web collection on [statistics for biologists](#) contains articles on many of the points above.*

### Software and code

Policy information about [availability of computer code](#)

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Research [guidelines for submitting code & software](#) for further information.

## Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A list of figures that have associated raw data
- A description of any restrictions on data availability

Data from the ATRX knockout experiments generated in this study is deposited in the GEO database under accession number GSE158744. Previously published datasets used in our analysis are available in GEO entries GSE40086, GSE54412, GSE97945, GSE61874, GSE57092, GSE40910, GSE82127, GSE40910, GSE29184, GSE57092 and GSE30206 as detailed below.

For a given HND type, differential H3K9me3 or H3K9me2 peaks were called with MACS2 based on the WT and KO datasets of Suv39h1/h2 (GSE40086), Glp (GSE54412), and ATRX (GSE158744). ADNP-associated HNDs were defined as the intersection of ADNP-bound ChIP-seq peaks with all H3K9me3 peaks in wild type ESCs from these experiments (GSE97945). For H3K9me3 in NPCs, we used datasets GSE61874 and GSE57092 with peak calling performed by MACS for Fig. S15 as well as EPIC for Fig. 6B. The nucleosome repeat length (NRL) was determined using NucTools based on the previously published MNase-seq dataset (GSE40910). The dyad-dyad differences were computed using the chemical mapping dataset (GSE82127). In addition, we used published ChIP-seq datasets of CTCF (GSE29184) and HP1 (GSE57092), CpG methylation (GSE30206), and H3K4me1 and H3K27me3 histone modifications (GSE29184).

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

### Methods

## Antibodies

## Validation

## manufacturers:

H3K9me3 (Abcam), <https://www.abcam.com/histone-h3-tri-methyl-k9-antibody-chip-grade-ab8898.html>, ChIP-grade and validated by the manufacturer for ChIP analysis and previously used in the publications listed at the web page.  
 Rabbit IgG (R&D Systems), [https://www.rndsystems.com/products/normal-rabbit-igg-control\\_ab-105-c#product-citations](https://www.rndsystems.com/products/normal-rabbit-igg-control_ab-105-c#product-citations), control for unspecific binding, validated by the manufacturer and previously used in the publications listed at the web page.  
 H3 rabbit polyclonal (ChIP-grade) from Abcam (ab179, lot GR103864-1), <https://www.abcam.com/histone-h3-antibody-nuclear-marker-and-chip-grade-ab1791.html>, validated by the manufacturer for ChIP analysis and previously used in the publications listed at the web page.

## Eukaryotic cell lines

### Policy information about cell lines

## Cell line source(s)

Wild type murine embryonic stem cells (ESCs) wt26 and Atrx knock out cell lines (KO1-40 and KO1-45) were described in our previous publication (Sadic, D. et al. Atrx promotes heterochromatin formation at retrotransposons. EMBO Rep 16, 836-50 (2015)).

## Authentication

The cell lines studied by ATRX ChIP-seq were generated and characterized in a previous study (Sadic et al. Atrx promotes heterochromatin formation at retrotransposons. EMBO Rep 16, 836-50, 2015). Their authenticity was validated by comparing the sequencing data generated in the present work with those from the Sadic et al. study.

## Mycoplasma contamination

All cell lines were tested for the absence of mycoplasma with the VenorGeM Advance kit (Minerva Biolabs, Berlin, Germany),

Commonly misidentified lines  
(See [ICLAC](#) register)

The study does not use commonly misidentified cell lines.

## ChIP-seq

### Data deposition

- ☒ Confirm that both raw and final processed data have been deposited in a public database such as [GEO](#).
- ☒ Confirm that you have deposited or provided access to graph files (e.g. BED files) for the called peaks.

## Data access links

*May remain private before publication.*

The original sequencing data generated in this study are publicly available at Gene Expression Omnibus (GEO) under accession number GSE158744 (<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE158744>)

## Files in database submission

## Processed file:

GSE158744\_Atrx\_peaks.bed

## Raw data:

GSM4809449 H3K9me3 ChIP-seq WT rep1  
 GSM4809450 H3K9me3 ChIP-seq WT rep2  
 GSM4809451 H3K9me3 ChIP-seq ATRX KO rep1  
 GSM4809452 H3K9me3 ChIP-seq ATRX KO rep2  
 GSM4809453 Input WT rep1  
 GSM4809454 Input WT rep2  
 GSM4809455 Input ATRX KO rep1  
 GSM4809456 Input ATRX KO rep2  
 GSM5844772 IgG WT rep1  
 GSM5844773 IgG WT rep2  
 GSM5844774 IgG ATRX KO rep1  
 GSM5844775 IgG ATRX KO rep2  
 GSM5844776 H3 WT rep1  
 GSM5844777 H3 WT rep2  
 GSM5844778 H3 ATRX KO rep1  
 GSM5844779 H3 ATRX KO rep2

Genome browser session  
(e.g. [UCSC](#))

[https://genome.ucsc.edu/s/vteif%40essex.ac.uk/ChromHL\\_v5](https://genome.ucsc.edu/s/vteif%40essex.ac.uk/ChromHL_v5)

## Methodology

## Replicates

ChIP-seq and the sequencing of the corresponding Input samples was performed with two replicates in each of the two conditions (wild-type and ATRX knockout)

## Sequencing depth

All samples were sequenced with 50-bp single-end reads, as detailed below:

## Input WT rep1:

# reads processed: 124657774  
 # reads with at least one reported alignment: 84527594 (67.81%)  
 # reads that failed to align: 10799459 (8.66%)  
 # reads with alignments sampled due to -M: 29330721 (23.53%)

Input WT rep2:  
 # reads processed: 109316591  
 # reads with at least one reported alignment: 72907024 (66.69%)  
 # reads that failed to align: 9982446 (9.13%)  
 # reads with alignments sampled due to -M: 26427121 (24.17%)

H3K9me3 WT rep1:  
 # reads processed: 90097243  
 # reads with at least one reported alignment: 31794371 (35.29%)  
 # reads that failed to align: 10177451 (11.30%)  
 # reads with alignments sampled due to -M: 48125421 (53.41%)

H3K9me3 WT rep2:  
 # reads processed: 79378787  
 # reads with at least one reported alignment: 30203085 (38.05%)  
 # reads that failed to align: 8440298 (10.63%)  
 # reads with alignments sampled due to -M: 40735404 (51.32%)

Input KO rep1:  
 # reads processed: 114898151  
 # reads with at least one reported alignment: 75674261 (65.86%)  
 # reads that failed to align: 9766797 (8.50%)  
 # reads with alignments sampled due to -M: 29457093 (25.64%)

Input KO rep2:  
 # reads processed: 134940877  
 # reads with at least one reported alignment: 88494401 (65.58%)  
 # reads that failed to align: 11547727 (8.56%)  
 # reads with alignments sampled due to -M: 34898749 (25.86%)

H3K9me3 KO rep1:  
 # reads processed: 96995449  
 # reads with at least one reported alignment: 51447188 (53.04%)  
 # reads that failed to align: 6973440 (7.19%)  
 # reads with alignments sampled due to -M: 38574821 (39.77%)

H3K9me3 KO rep2:  
 # reads processed: 88626502  
 # reads with at least one reported alignment: 54718826 (61.74%)  
 # reads that failed to align: 5658211 (6.38%)  
 # reads with alignments sampled due to -M: 28249465 (31.87%)

H3 WT rep1:  
 # reads processed: 118095580  
 # reads with at least one reported alignment: 80695429 (68.33%)  
 # reads that failed to align: 7844690 (6.64%)  
 # reads with alignments sampled due to -M: 29555461 (25.03%)

H3 WT rep2:  
 # reads processed: 104532754  
 # reads with at least one reported alignment: 72769699 (69.61%)  
 # reads that failed to align: 6665907 (6.38%)  
 # reads with alignments sampled due to -M: 25097148 (24.01%)

H3 KO rep1:  
 # reads processed: 120277067  
 # reads with at least one reported alignment: 84264087 (70.06%)  
 # reads that failed to align: 6955340 (5.78%)  
 # reads with alignments sampled due to -M: 29057640 (24.16%)

H3 KO rep2:  
 # reads processed: 100070101  
 # reads with at least one reported alignment: 70669365 (70.62%)  
 # reads that failed to align: 5779195 (5.78%)  
 # reads with alignments sampled due to -M: 23621541 (23.60%)

IgG WT rep1:  
 # reads processed: 99032939  
 # reads with at least one reported alignment: 70525925 (71.21%)  
 # reads that failed to align: 6275071 (6.34%)  
 # reads with alignments sampled due to -M: 22231943 (22.45%)

IgG WT rep2:  
 # reads processed: 65533816  
 # reads with at least one reported alignment: 46164391 (70.44%)  
 # reads that failed to align: 4256011 (6.49%)

How the deposited data were processed for this re-analysis (not part of the article)

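H3K9me3 ChIP-seq was done in WT mouse embryonic stem cells and in *Atrx* KO cells, with 2 libraries of each and with H3, IgG and input libraries beside them, 16 in all. The conditions of the libraries were taken from the sample labels and the methods. The authors sequenced 50-bp single-end reads, mapped them to mm9 with up to 2 mismatches, called broad peaks with MACS2 and kept regions found in WT and absent in KO. The methods name Bowtie2 with only uniquely mappable reads kept. The Reporting Summary lists Bowtie output in which reads with several alignments are counted apart. The overlap that counted as absent and the way replicates were joined are not stated in the paper's text.

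The authors deposited 1 list with 3 columns, the chromosome, start and end of each ATRX-dependent HND in bp on mm9. The list carries no counts, heights or scores, and 0 of its columns hold values of single libraries. It is 1 pooled list without replicates, so no error between replicates exists for any value derived from it. Where a mean ± SD is given, it is over chromosomes or over random sets, as stated there. Depths and peak numbers per library are the paper's, read from its Reporting Summary.

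Starts were counted from 1 in all positions given. HND positions were checked against the mm9 chromosome lengths, and 0 HNDs ended beyond them. Widths, neighbours and numbers per chromosome were computed from the list. TTAGGG and the G-quadruplex pattern were searched in the mm9 sequence, and overlap with genes used GENCODE M1. Random regions of the same widths were drawn 1000 times on the same chromosome in sequence without unknown bases. For distances to neighbours, the HNDs of each chromosome were instead placed again 1000 times at random between its first and last HND, without overlap. Comparisons with random sets were one-sided, with the side taken from the direction of the observed value. Their p-values are therefore smaller than those of a two-sided test. Widths on chromosome X and autosomes were compared by a two-sided permutation test with 100000 permutations, which was also used for correlations. Over the 9 tests of the main values, Benjamini-Hochberg adjusted p-values of these permutation tests were 4.5e-05 for both correlations, 0.00128 for neighbours, G-quadruplex motifs, genes and promoters, 0.00674 for TTAGGG and 0.085 for the width on chromosome X. Copies of words of 24, 36 and 50 bases were counted exactly over the whole mm9 sequence. For the list as a whole, intervals of shares are 95% Wilson intervals.

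The searches were tested on simulated data. The motif searches gave the same answer as a plain search in all 2000 simulated regions, and 0 planted words had a wrong copy number. Of 20 simulated lists without clustering, 0 had p under 0.05 in the one-sided permutation of positions, while a list with 200 planted pairs gave p = 0.005.

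The alternatives were joining HNDs that touch or lie within 1 kb, leaving out HNDs under 200 bp or on chromosome Y, other distances, bins and size limits, the forward strand only, HNDs extended by 100 bp, and other base frequencies. These, the tests and the rule for which HNDs and genes are named were set before the data were examined. The side of each one-sided test was not. The rule names HNDs in regions that the paper shows, the 3 widest HNDs and 3 HNDs in the densest 40 kb window, with genes only where they overlap or lie nearest to such an HND. Overlap with protein-coding genes, promoters of 2 kb, random regions drawn over the whole genome, the counts of words and the conversions of width were added after the values were seen.

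PAX3/9 motifs, annotated L1 and IAP repeats, SHIN sequences and CTCF sites were not analysed here. SUV39H-, GLP- and ADNP-HNDs and the ChromHL model were not analysed here either. The work was done in Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, numba 0.67.0 and matplotlib 3.10.9.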

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

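The tests in this part were chosen after the result was seen. The paper averages its HND sizes over chromosomes 1 to 19 and X, and its text does not discuss chromosome Y. The list of ATRX-dependent HNDs has 174 entries on chromosome Y, a signal in data outside those chromosomes. They fall within 2.86 Mb, and per sequenced Mb there are 64.4 HNDs on Y, against a median of 4.89 and a highest value of 7.13 on the autosomes. Their median width was 560 bp.

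Reads that match several copies of a sequence could give such an excess. If multi-copy sequence were the whole source, HNDs made of unique sequence would be no denser on Y than elsewhere. Counting only HNDs in which at least 90% of the 50-base words occur once in mm9, Y had 27.0 per sequenced Mb (73 HNDs), above the highest autosome at 4.80. Multi-copy sequence within the assembly as the whole cause is argued against by this value. Copies of Y sequence that mm9 lacks remain open and were not tested, since only 2.70 Mb of this chromosome is sequenced in mm9. A loss of chromosome Y in the KO clones, which would remove H3K9me3 signal there whatever ATRX does, also remains open. It was not tested, because the list holds no signal of the KO or input libraries. An ATRX-dependent enrichment on Y, the biological explanation given by the design, is likewise untested.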

How the results depend on the processing

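In all, 93 values under alternatives were computed for 16 results, of which 68 stayed the same (in direction and threshold where a test was made, within the error for other values, or within 1.5 times for the number of HNDs), 21 moved, 1 became weaker and 3 became stronger. The excess of HNDs with a neighbour, the lower share with G-quadruplex motifs, the lower overlap with genes and promoters, and the correlation of HND number with chromosome length kept their direction and stayed past the threshold under every alternative run for them. The share with another HND within 10 kb ranged from 14.6% with a distance of 5 kb to 32.5% with 20 kb, against 5.61% and 19.6% in random placements. Joining HNDs that touch changed nothing, because none do. Its values are counted among the 68 although they could not differ. The same holds for leaving out chromosome Y where a result never used that chromosome. These results were the width and density on X, the correlation with chromosome length and the most frequent size bin. The 68 therefore overstates how many values were put to a test.

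Joining HNDs within 1 kb gave a median width of 437 bp, 26.7% of HNDs in the 0.7 to 2 kb range and 23.8% expected with TTAGGG from width alone. With HNDs under 200 bp left out, these were 535 bp, 32.2% and 27.1%, and chromosome X had 5.00 HNDs per Mb, still at rank 2. All these shifts follow from joining or removing narrow HNDs. The mean width was 605.1 bp, and a range of 0.5 to 2.5 kb held 41.1% of the HNDs. Expected shares with TTAGGG were 21.5% at a G+C content of 42% and 12.8% on one strand.

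The greater width on chromosome X passed the threshold of 0.05 in the permutation test with HNDs within 1 kb joined (log2 difference 0.0951, p = 0.032), with HNDs under 200 bp left out (0.0943, p = 0.0056) and with medians compared (39 bp, p = 0.026). This test permutes single HNDs and X is 1 chromosome, so it cannot set X apart from the spread between chromosomes. The median of 456 bp on X lay within the chromosome medians, which ran from 325 to 494 bp. The cause of the greater width was not tested. The small excess of TTAGGG was no longer past the threshold on the forward strand, with 11.0% (permutation of positions, p = 0.21). The random regions were not matched for G+C content, so the excess cannot be told from a difference in base composition. The cause was not tested.

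Among choices made after seeing the data, 9 conversions of width were tried. The most frequent size bin began at 378 bp in place of 189 bp with widths rounded up to whole 189 bp units, with units touched on a fixed or a centred grid, with the length of a nucleosome core added, and with 150 bp added to HNDs of at least 150 bp. It stayed at 189 bp in the other 4. HNDs without a unique word made up 8.31% with 36-base words, 10.6% without the added 150 bp and 6.42% with HNDs under 200 bp left out. A word with at least 1000 copies was in 48.1% of HNDs, and one with at least 100 copies was in 74.7% of those of at least 200 bp.

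No paired analysis was possible because the list has no values per replicate, although the WT and KO libraries share replicate numbers. For the same reason leaving out each replicate gave no value. The alternative with the HNDs ranked by score gave none, since the list has no score. The depth of single HNDs is unknown, which limits every statement here to their positions.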

Differences from the paper's values

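TTAGGG on either strand was found in 2659 HNDs or 20.3%, against the paper's 5599 and 43%. None of the alternatives set before the data were examined closed the gap. The closest was extending the HNDs by 100 bp on each side, with 3542 HNDs and 27.0%. By share, leaving out HNDs under 200 bp came next, with 24.1%, but its number fell to 2518. By number, joining HNDs within 1 kb came next, with 2696 HNDs.

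The median width was 0.422 kb, against the lower limit of 0.7 kb in the paper's typical size, which the paper takes from average profiles rather than from the widths of single regions. Among the alternatives set before the data were examined, the mean, 0.605 kb, and the median of HNDs of at least 200 bp, 0.535 kb, came within 1.5 times of the paper's value. The other 3 did not, with 0.421 to 0.437 kb.

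In bins of 189 bp, the share of HNDs per bp of width was 0.00144 from 189 to 378 bp, against about 0.00078 in Supplementary Fig. 10, read by eye. From 378 to 567 bp it was 0.00089 against about 0.0014 in Supplementary Fig. 10. From 567 to 756 bp it was 0.000624 against about 0.00099 in Supplementary Fig. 10, and from 756 to 945 bp it was 0.000404 against about 0.00064 in Supplementary Fig. 10. Among the alternatives set before the data were examined, leaving out HNDs under 200 bp brought the bins from 378 bp on within 1.5 times of the figure but not the first. The other alternatives brought none. Of 9 conversions of width tried after seeing the values, 2 brought all 4 bins within 1.5 times of the figure and left no HND below 189 bp. These were adding 150 bp to HNDs of at least 150 bp, which was the closer, and rounding widths up to whole 189 bp units, both chosen after seeing the values and neither stated as the paper's method. The other 7 brought at most 3 of the 4 bins within that limit.

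The relative enrichment at promoters was 0.782, against about 0.53 in Fig. 1K, read by eye, which is within 1.5 times. With HNDs under 200 bp left out it was 0.825, beyond 1.5 times, and under the other alternatives set before the data were examined it was 0.778 to 0.782.

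The paper's Supplementary Fig. 2 and its legend describe mappability that does not fall at the centre of ATRX-dependent HNDs. With exact matches of 36-base words, the mean of 1 divided by the number of copies was lower in the HNDs than 20 kb away, with a ratio of 0.823. The paper's profiles average a UCSC mappability track and are smoothed, whereas this value pools all words in the HNDs. These are not the same measure. The paper states that every ATRX-dependent region contains an L1 sub-repeat. In its Supplementary Table 1, the 5643 overlaps with the L1 family correspond to 43.0% of the listed HNDs if each fell in a different HND. For L1Md_F2, L1Md_T, L1Md_A and L1Md_F together, the 2071 overlaps correspond to 15.8%. The paper's text does not state how overlap was defined, so the gap cannot be resolved here. A 24-base word with at least 100 copies was found in 73.0% of HNDs, which is not a count of L1.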

Other observations

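The comparisons of neighbours with random placements were planned, whereas the tests of explanations in this part were chosen after the results were seen. HNDs lay closer together than random placements on the same chromosomes would give. Another HND lay within 10 kb of 21.4% of HNDs, against 10.7 ± 0.360% in 1000 random placements (SD, one-sided p at the smallest possible value). Within the 40 kb window used for modelling, 32.1% of HNDs had a second HND centre, against 19.1 ± 0.442%. Peaks split by small gaps might produce this. After HNDs within 1 kb were joined, 17.0% still had a neighbour within 10 kb, against 10.2 ± 0.357% in random placements, so splitting at such gaps is argued against as the whole cause. Uneven mappability and clustering of the repeats themselves stay open and were not tested.

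The distribution of widths has a step. There were 140 HNDs in the 10 bp of width below 150 bp and 324 in the 10 bp from 150 bp on, a ratio of 2.31, and 1217 HNDs were under 150 bp, 6 of them a single bp. A peak caller with a minimum length near the fragment size of 150 bp would leave no narrower peaks, so a candidate explanation is that narrow HNDs are pieces left where peak lists were intersected. The step was seen before it was tested, and it does not tell intersection of WT replicates from trimming at KO peaks. A second route, peaks cut in the middle by subtraction of short KO peaks, is argued against by the gaps between neighbours. Of 13092 gaps, 0 were under 600 bp, whereas random placements had 46.8 on average and at least 27, and the smallest gap was 638 bp. The linking of nearby peaks in broad mode may set this lower limit, which also leaves KO peaks wider than 600 bp open. No biological explanation was tested.

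Chromosome X ranked 2 among 20 chromosomes in HNDs per sequenced Mb, with 6.42. When only HNDs with at least 90% unique 50-base words were counted, it ranked 20, with 0.716 per sequenced Mb, against 1.66 on the lowest autosome. The high density on X is thus consistent with signal from multi-copy sequence, either through reads placed among copies or through ATRX-dependent HNDs at repeats. The list cannot separate these.

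HNDs held fewer unique 36-base words than their flanks. Chromosomes X and Y alone as the source are argued against, since over the 19 autosomes the mean share was 67.1 ± 6.33% in HNDs and 86.0 ± 2.38% in random regions (SD over chromosomes), and it was lower in HNDs on 19 of 19. That H3K9me3 lost in KO lies at repeats stays open as the biological explanation, beside reads placed among copies.

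Among the other regions that the paper shows, the one in Fig. 2E, F, with its position read by eye, holds 0 ATRX-dependent HNDs, and the nearest lies 60776 bp away. Fig. 6A holds 1 ATRX-dependent HND on chromosome 10 of mm9 from 125462739 to 125463033, 295 bp wide and between genes, 10323 bp from Lrig3. Supplementary Fig. 6A holds one of 20 bp on chromosome 1 from 4243771 to 4243790, 90433 bp from Rp1, and Supplementary Fig. 6B one of 620 bp on chromosome 1 from 9303585 to 9304204, 13625 bp from Sntg1. The widest HNDs were 15444 bp on chromosome X from 166577772 to 166593215, between genes, with TTAGGG 1 time and no G-quadruplex motif, 12904 bp on chromosome 9 from 34886760 to 34899663 in an intron of St3gal4, with TTAGGG 21 times and a G-quadruplex motif, and 11121 bp on chromosome 16 from 22398983 to 22410103, which overlaps an exon of Etv5, with TTAGGG 3 times and a G-quadruplex motif. The densest 40 kb window, on chromosome Y, holds 10 HNDs from 1286694 to 1314860. Its first HNDs lie from 1286694 to 1286926, from 1288519 to 1288942 and from 1292871 to 1293047, all between genes, with Zfy2 the nearest gene at 75196, 73180 and 69075 bp.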
